# Crotonylation of GAPDH regulates human embryonic stem cell endodermal lineage differentiation and metabolic switch

**DOI:** 10.1186/s13287-023-03290-y

**Published:** 2023-04-03

**Authors:** Jingran Zhang, Guang Shi, Junjie Pang, Xing Zhu, Qingcai Feng, Jie Na, Wenbin Ma, Dan Liu, Zhou Songyang

**Keywords:** Embryonic stem cell, Crotonylation, GAPDH, Endodermal differentiation, Metabolic switch

## Abstract

**Background:**

Post-translational modifications of proteins are crucial to the regulation of their activity and function. As a newly discovered acylation modification, crotonylation of non-histone proteins remains largely unexplored, particularly in human embryonic stem cells (hESCs).

**Methods:**

We investigated the role of crotonylation in hESC differentiation by introduce crotonate into the culture medium of GFP tagged LTR7 primed H9 cell and extended pluripotent stem cell lines. RNA-seq assay was used to determine the hESC transcriptional features. Through morphological changes, qPCR of pluripotent and germ layer-specific gene markers and flow cytometry analysis, we determined that the induced crotonylation resulted in hESC differentiating into the endodermal lineage. We performed targeted metabolomic analysis and seahorse metabolic measurement to investigate the metabolism features after crotonate induction. Then high-resolution tandem mass spectrometry (LC–MS/MS) revealed the target proteins in hESCs. In addition, the role of crotonylated glycolytic enzymes (GAPDH and ENOA) was evaluated by in vitro crotonylation and enzymatic activity assays. Finally, we used knocked-down hESCs by shRNA, wild GAPDH and GAPDH mutants to explore potential role of GAPDH crotonylation in regulating human embryonic stem cell differentiation and metabolic switch.

**Result:**

We found that induced crotonylation in hESCs resulted in hESCs of different pluripotency states differentiating into the endodermal lineage. Increased protein crotonylation in hESCs was accompanied by transcriptomic shifts and decreased glycolysis. Large-scale crotonylation profiling of non-histone proteins revealed that metabolic enzymes were major targets of inducible crotonylation in hESCs. We further discovered GAPDH as a key glycolytic enzyme regulated by crotonylation during endodermal differentiation from hESCs.

**Conclusions:**

Crotonylation of GAPDH decreased its enzymatic activity thereby leading to reduced glycolysis during endodermal differentiation from hESCs.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s13287-023-03290-y.

## Introduction

Embryonic stem cells (ESCs) hold great therapeutic potential thanks to their ability to self-renew and differentiate into all cell types [1–3]. Pluripotency maintenance and germ layer-specific differentiation of human ESCs (hESCs) are complex processes that require crosstalk between diverse cellular pathways. During hESC differentiation, down-regulation of stem cell-specific markers and up-regulation of germ layer-specific genes depend on the coordinated action of networks of transcription factors and epigenetic regulators. For instance, histones and other chromatin-binding proteins help establish and maintain the unique chromatin states in hESCs, and post-translational modifications (PTMs) (e.g., methylation and acetylation) of these proteins in turn modulate their activities and functions. Additionally, hESCs also undergo germ layer-specific metabolic changes during differentiation [4–7]. While hESCs in pluripotency states rely largely on glycolysis for ATP production, reduced glycolysis and elevated oxidative phosphorylation have been detected during mesoderm and endoderm differentiation [8–11], whereas high glycolytic flux is maintained during ectoderm differentiation [10]. Moreover, metabolic remodeling appears to be a key step in somatic cell reprogramming, where increased glycolysis can enhance reprogramming efficiency from human fibroblasts to inducible pluripotent stem cells [12–15].

Small metabolic intermediates generated by metabolic enzymes can serve as PTM substrates [16–22]. For example, acetyl-CoA (Ac-CoA) is the cornerstone of carbohydrate metabolism and the substrate of protein acetylation. Histone acetylation plays a critical role in the maintenance of hESC open chromatin structure and pluripotency [23–25]. hESCs require high Ac-CoA levels for maintaining histone acetylation modifications as well as pluripotency and self-renewal capacity [20, 26]. During early differentiation, the rapid decrease in glycolysis and Ac-CoA is associated with reduced histone acetylation [20, 26]. While inhibiting Ac-CoA synthesis can lead to hESC differentiation [20, 26], culturing these cells in the presence of the Ac-CoA precursor acetate can delay cell differentiation and block histone deacetylation in a dose-dependent manner [20]. More recently, crotonylation of histones emerged as another important PTM linked to gene regulation [27–29]. The acetyltransferase p300 was shown to also catalyze histone crotonylation, which could stimulate transcription to a greater degree than histone acetylation [28, 30]. In mouse ESCs (mESCs), crotonylation was found to be enriched on histones and decrotonylation resulted in their differentiation [31, 32]. In hESCs, increased histone crotonylation promoted mesoendoderm differentiation [33]. These studies support the importance of histone crotonylation to stem cell fate regulation and underscore the intimate link between PTM and metabolic pathways.

In tumor cells, non-histone proteins involved in cellular functions such as cell cycle and nucleic acid metabolism can be crotonylated on lysines [32, 34]. However, crotonylation of non-histone proteins remains poorly understood, particularly in cells such as hESCs where changes in metabolism and protein modifications can have profound effects on their pluripotency state and differentiation potential. In this study, we explored how changes in protein crotonylation levels affected the transcriptomic profiles and differentiation induction in hESCs of different pluripotency states. Through targeted metabolomic analysis, we found that increased crotonylation also led to reduced glycolysis and enhanced TCA cycle. Furthermore, we identified glycolytic enzymes such as GAPDH that could be crotonylated via mass spectrometry and provided evidence that GAPDH might be a key player during hESC differentiation when cells become less dependent on glycolysis. These findings demonstrate that crotonylation of glycolytic enzymes may be crucial to metabolic switching and cell fate determination in hESCs.

## Materials and methods

### Embryonic stem cell lines and their maintenance and manipulation

All cell lines were routinely tested for mycoplasma and confirmed negative throughout the study. The H9 hESC line expressing the LTR7-GFP reporter was a gift from Dr. Jichang Wang at Sun Yat-sen University. The cells were cultured with daily media change in chemically-defined mTeSR medium (STEMCELL Technologies) on Matrigel (BD Biosciences)-coated plates under 20% O_2_ and 5% CO_2_ at 37 °C, and passaged every 3–5 days with split ratios of 1:3 to 1:5 by adding 0.5 mM EDTA to 3–5 cell clusters [35]. The mouse ESC line E14 was maintained in Dulbecco’s modified Eagle’s medium supplemented with 15% fetal calf serum (Hyclone, Logan, UT, US), 0.1 mM NEAA, 1 mM sodium pyruvate, 0.1 mM β-mercaptoethanol, 100 U/ml penicillin, 0.1 mg/ml streptomycin, 2 mM L-glutamine, LIF (1000 U/ml, Millipore, Billerica, MA), and 2i (3 µM CHIR99021 and 1 µM PD0325901).

The human extended pluripotency stem (hEPS) cells were derived as described previously [36]. Briefly, single-cell suspensions (in LCDM medium) of the H9 LTR7-GFP hESC line were seeded on mitomycin C-inactivated MEF feeder cells in LCDM medium (~ 2 × 10^5^ cells) with medium change daily. After 6–7 days, cells were passaged at ratios of 1:3 to 1:10 every 3–4 days by digestion with 0.05% Trypsin–EDTA and cultured under 20% O_2_ and 5% CO_2_ at 37℃. The derived hEPS cells were removed from feeder cells based on their adherence to the dish bottom and collected for subsequent experiments.

HA-tagged GAPDH and ENOA were cloned into the pET28a vector. hESCs stably expressing HA-tagged proteins were generated by lentiviral infection. Fluorescence microscopy was done on a Zeiss Imager Z1 microscope. Flow cytometry analysis was performed using Beckman CytoFLEX (C01158) and the CytExpert software (Beckman). For drug treatment, cells were cultured in maintenance media containing the appropriate amount of sodium crotonate (Sigma, 391719), sodium acetate (Sigma, S2889), or 3-BrPA (Sigma, 16490) for the indicated amount of time. LCDM medium (50 ml) contains equal parts DMEM/F12 (Thermo, 11330-032) and Neurobasal (Thermo, 21103049) (24 ml each), 250 μl N2 supplement (Thermo, 17502-048), 500 μl B27 supplement (Thermo, 12587-010), 1 mM glutamine (Thermo, 35050-061), 1% non-essential amino acids (Thermo, 11140-050), 0.1 mM β-mercaptoethanol (Thermo, 21985-023), penicillin–streptomycin (Thermo, 15140-122), 5% KSR (Thermo, A3181502), 10 ng/ml recombinant human LIF (Peprotech, 300-05), 1 μM CHIR99021 (Tocris, 4423), 2 μM (S)-(+)-Dimethindenemaleate (Tocris, 1425), 2 μM Minocycline hydrochloride (Sigma, M9511), 1 μM IWR-endo-1(Selleckchem, S7086), and 2 μM Y-27632 (Selleckchem, S1049).

### In vitro differentiation assays

Cells were seeded onto matrigel-coated plates at a density of 1–2 × 10^4^ cells/cm^2^ and cultured in differentiation media to derive endoderm or ectoderm cells as previously described [37, 38]. For endodermal cells, hESCs were cultured in E8 medium containing 5 ng/ml BMP4 and 25 ng/ml Activin A. CHIR99021 (1 μM) was added for the first 2 days only, and the cells were subsequently maintained with medium change daily. For ectodermal cells, hESCs were cultured in MEF-CM medium (Knock-out DMEM containing 20% KSR, 1 mM glutamine, 1% nonessential amino acids, 0.1 mM β-mercaptoethanol, and 1% penicillin–streptomycin) supplemented with 0.1 μM LDN193189 (Selleckchem, S2618) and 10 μM SB431542 (Selleckchem, S1067) with medium change daily.

### RNA-seq and data analysis

RNA-seq analysis was performed by Berry Genomics (Beijing, China). Briefly, total RNA was extracted using the RNeasy Mini Kit (Qiagen) and enriched for mRNA with Oligo (dT), followed by mRNA fragmentation, cDNA synthesis, and PCR amplification. The Agilent 2100 Bioanaylzer and ABI StepOnePlus real-time PCR system were used to analyze sample libraries, which were sequenced using the Illumina HiSeq2500 system in a mode of 150-bp paired-end read. For differential analysis, clean reads of each sample that mapped onto human genome (hg38) with clean ratios above 95.06% were obtained using Tophat (version 1.3.2) and Cufflinks (V1.1.0). The HTSeq (version 0.6.0) was used to quantify mapped counts of human genes. Sequencing read counts were calculated using StringTie (v1.3.0). The expression levels of different samples were normalized by the Trimmed Mean of M values (TMM) and converted into FPKM. The edgeR package of R was used to analyze differential gene expression between samples. Significantly different genes were defined as those with ratios of FPKM greater than 1.5 and *p* values less than 0.05. Functional annotation was performed using the David bioinformatics resource (https://david.ncifcrf.gov/). The functional annotation term categories of biological process (BP), molecular function (MF) and cellular component (CC) were analyzed.

### Targeted metabolomic analysis using HPIC-MRM-MS

Targeted metabolomic analysis was performed by Shanghai BIOTREE Biological Technology Co., Ltd. (Shanghai, China). Briefly, cell samples (1 × 10^7^ cells) were homogenized in 500 μL precooled Chloroform/MeOH (1/3, v/v) for 4 min at 35 Hz and sonicated for 10 min in ice-water. The entire process was repeated three times before the samples were mixed at 4 °C for 15 min, incubated at − 80 °C for 1 h, and centrifuged at 12,000 rpm for 10 min at 4 °C. The supernatant was dried under gentle nitrogen flow and resuspended in 150 μL ultrapure water for filtration and analysis by high-performance ion chromatogram-multiple reaction monitoring-mass spectrometry/mass spectrometry (HPIC-MS/MS) (Thermo Scientific Dionex ICS-6000 HPIC System). Each target peak was detected and different metabolites were left after relative standard deviation de-noising. The missing values were filled up by the median value. The final dataset containing the information of peak number, sample name, and normalized peak area was imported to the SIMCA16.0.2 software package (Sartorius Stedim Data Analytics AB, Umea, Sweden) for multivariate analysis. Data were scaled and logarithmic transformed to minimize the impact of both noise and high variance of the variables. After these transformations, the unsupervised analysis PCA (principle component analysis) that reduces the dimension of the data was carried out to visualize the distribution and grouping of samples. The 95% confidence interval in the PCA score plot was used as the threshold to identify potential outliers in the dataset. Data acquisition occurred on the mass spectrometer operating in negatively polarity multiple reacting monitoring (MRM) mode. MRM data were acquired using the AB SCIEX Analyst Work Station Software (1.6.3 AB SCIEX) and analyzed using MultiQuant 3.0.3. The ThermoFisher Chromeleon processing of targeted metabolites included automated peak detection and integration using the default method and all data were processed by BIOTREE Biological Technology Co., Ltd. (Shanghai, China).

### Protein crotonylation identification using liquid-chromatography fractionation and high-resolution tandem mass spectrometry (LC–MS/MS) and data analysis

Protein crotonylation identification was performed as previously described with minor modifications [32]. Briefly, to enrich for lysine crotonylated peptides, tryptic peptides dissolved in Binding Buffer (20 mM HEPES, pH 8.0, 150 mM KCl, 1 mM DTT, 10% glycerol, 0.1% NP-40, 100 × Cocktail) were incubated at 4℃ overnight with the pan anti-crotonyllysine antibody (4 μg/4 mg peptides) (PTM biolab, PTM-501) that had been pre-coupled to protein A beads (Invitrogen). The bound peptides were washed four times with Wash Buffer (20 mM HEPES, pH 8.0, 150 mM KCl, 1 mM DTT, 0.1% NP-40, 100 × Cocktail) and twice with ultrapure water before being eluted in buffer containing 0.15% TFA and 20% ACN. The eluted peptides were vacuum-dried, cleaned using C18 Spin Columns (10 ng to 30 μg protein) (Thermo, 89870), re-suspended in ddH_2_O containing 0.1% formic acid, and loaded into a nanoViper C18 (Acclaim PepMap 100, 75 μm × 2 cm) trap column in 4 μL/min aliquots. Following trapping and desalting [in 20 μL volume of 100% solvent A (0.1% formic acid)], the peptides were eluted in 60 min on an analytical column (Acclaim PepMap RSLC, 75 μm × 25 cm C18-2 μm 100 Å) with a gradient of 5–38% solvent B (80% acetonitrile, 0.1% formic acid). Tandem MS data were acquired on a Thermo Fisher Q Exactive mass spectrometer (Thermo Fisher, USA) fitted with a Nano Flex ion source using DDA (data-dependent acquisition) mass spectrum techniques. For full mass spectrometry survey scan, the target value was 3 × 10^6^ and the scan ranged from 350 to 2000 *m*/*z* at a resolution of 70,000 and a maximum injection time of 100 ms.

For protein identification and quantification, the MS/MS data were analyzed using PEAKS Studio 8.5. The local false discovery rate at PSM was 1.0% after searching against Homo sapiens database with a maximum of two missed cleavages. Precursor and fragment mass tolerance were set to 10 ppm and 0.05 Da, respectively. All data were then searched against with the UniProt Human database (88817 sequences) including variable modification of crotonylation (lysine, C_4_H_4_O, + 68.03). Crotonylated proteins were analyzed by Kobas based on the Kyoto Encyclopedia of Genes and Genomes (KEGG) databases.

### Seahorse metabolic measurements

The metabolic flux assay was performed using a Seahorse XF96 analyzer (Agilent). hESCs (3 × 10^4^ cells/well) were seeded in the XF96 microplate pre-coated with Matrigel in growth medium. Growth media was changed to Seahorse XF Base Medium (Agilent, 102353-100) supplemented with 2 mM Glutamine before cells were placed in a non-CO_2_ incubator 1 h before the initiation of the test. Extracellular acidification rates (ECAR) were measured in cells that were treated with glucose (10 mM), oligomycin (1 μM), and 2-DG (50 mM) (Agilent Seahorse XF Glycolysis Stress Test Kit, Agilent, 103020-100) according to the manufacturer’s instructions. Seahorse analysis cells were normalized to protein content (determined via Bradford assay) in each well. Data were processed via the Wave software (Agilent). The glycolytic rate results were calculated before and after glucose injection, and glycolytic capacity results were calculated following oligomycin treatment with the initial background measurements subtracted as described in the manufacturer’s instructions.

### In vitro crotonylation and enzymatic activity assays

In vitro crotonylation assays were performed as described previously [28]. Briefly, 0.5 μg of recombinant GAPDH (Ab82633, Abcam) or ENOA (Ab89248, Abcam) proteins were incubated with 0.5 μg of p300 proteins (Active Motif, 81158) in a 30 μl reaction containing 50 mM Tris pH 8.0, 1 mM TCEP, 0.1 mM EDTA, 2 mM MgCl_2_, and 20 μM Crotonyl-CoA (Sigma, 28007) for 1 h at 30 °C. The reactions mixtures were then used for activity assays using the GAPDH and Enolase Activity Assay Kits (Sigma, MAK277 and MAK178) following the manufacturer’s instructions. Alternatively, cells were lysed and incubated with Assay Buffer before enzymatic activity assays. GAPDH activity was determined based on the generation of NADH per minute at pH 7.2 at 37 °C. Enolase activity was determined based on the amount of enzyme needed to generate 1.0 nmole of H_2_O_2_ per minute at pH 7.2 at 25 °C.

### Immunofluorescence

Immunofluorescence assay was performed according to standard procedures. Cells were fixed with freshly prepared 4% paraformaldehyde in PBS at 4 °C for 15 min, permeabilized in 0.1% Triton X-100 in PBS at room temperature for 30 min, washed three times, and left in blocking solution (4% goat serum in PBS) for 1 h. Samples were incubated with primary antibody dissolved in blocking solution at 4 °C overnight, washed three times and incubated for 1 h with secondary antibodies at room temperature. Samples were washed, and the nuclei were stained with DAPI in Vectashield mounting medium. Fluorescence was detected and imaged using a Zeiss Imager Z1 microscope. The anti-NANOG (ab80892, Abcam), anti-OCT4 (ab181557, Abcam) and anti-GATA6 (5851, Cell signaling technology) antibodies were used at 1:200 dilution. Secondary antibodies including AlexaFluor 488 anti-rabbit IgG (A-21206, 1:1000), and AlexaFluor 555 anti-Mouse IgG (A-31570, 1:1000) were obtained from Invitrogen. Images were observed under the Carl Zeiss Axio Image A2 Microscope and acquired by ZEN 2.3 software. The measured resolution is 1388 × 1040 with 63 × 1.40 oil apochromat.

### Protein immunoprecipitation and western blotting

A total of 1 × 10^7^ cells were lysed in lysis buffer (40 mM Tris pH 8.0, 100 mM NaCl, 1 mM EDTA, 10% glycerol, 0.5% NP40) containing protease inhibitors. Protein concentration was measured using BCA protein assay (Thermo Fisher) and normalized across samples prior to immunoprecipitation. For Kcr immunoprecipitation, 5 μg of antibody and 50 μL of protein A beads were added to lysates overnight at 4 °C. Lysates were centrifuged for 3 min at 4 °C, and the beads were washed three times with ice-cold lysis buffer and resuspended in lysis buffer and boiled for 5 min.

Western blotting was performed according to standard procedures. Cells were resuspended in RIPA Buffer containing 50 mM Tris (pH 7.4), 150 mM NaCl, 1 mM EDTA, 1% Triton X-100, 10% glycerol, 0.25% deoxycholate, and 0.1% SDS supplemented with protease inhibitor cocktail (Sigma) on ice for 20 min. Lysates were resolved by SDS–PAGE and blotted onto polyvinylidene difluoride (PVDF) membranes. Membranes were blocked in 5% nonfat milk/TBST and incubated with primary antibodies at 4 °C overnight. Antibodies used in the study include anti-crotonyllysine (PTM Biolab, PTM-501, 1:1000), anti-β-actin (Abclonal, AC026, 1:5000), anti-histone H3 (Abcam, ab1791, 1:5000), anti-GAPDH (Proteintech, 60,004–1, 1:5000), anti-GAPDH (Millipore, MAB374), anti-HA (Sigma, H9658, 1:5000). Odyssey IRDye 680CW anti-mouse (926–32,220), and IRDye 800CW anti-rabbit (926–32211) secondary antibodies were used at 1:5000 dilution.

### Reverse transcription quantitative real-time PCR (RT-qPCR)

RT-qPCR was performed as previously described. Briefly, total RNA was isolated using the RNeasy Mini Kit (Qiagen) and reversely transcribed using reverse transcriptase (Vazyme, R223). Real-time quantitative PCR reactions were conducted using Power SYBR Green PCR Master Mix (Vazyme, Q321) on an ABI Prism 7300 Sequence Detection System. The data were analyzed by the delta-delta CT method. The expression level of each gene was normalized with actin RNA. Primers are listed in Additional file 2: Table S7.

### Protein extraction for mass spectrometry analysis

Protein extraction was done essentially as described previously. Cells were resuspended in 400 μl of lysis buffer (8 M urea and cocktail protease inhibitors (Sigma), 20 mM HEPES, pH 8.0). The samples were sonicated at 20% power in a tip sonicator and incubated on ice for 20 min. The supernatant was collected after 15 min of centrifugation at 20,000*g* at 4 °C, and the protein concentration was determined by BCA assay (Thermo Fisher). For digestion, 2–4 mg proteins were reduced in 500 mM DTT for 1 h at 60 °C and alkylated with 1 M iodoacetamide at room temperature for 30 min protected from light. For trypsin digestion, the protein samples were diluted by adding 50 mM NH_4_HCO_3_ pH 8.0 to reduce the urea concentration below 2 M. Trypsin was added at 1:100 trypsin-to-protein mass ratio for an overnight digestion. The samples were desalted by C18 Column (Maximum 500 mg protein) (Waters, 186004619) and the peptides were dried by vacuum centrifugation.

### Site-directed mutagenesis and protein purification

The GAPDH single and double lysine mutants were generated using the Quickchange II site-directed mutagenesis kit (Agilent Technologies). pET28a plasmids encoding His-tagged wild-type or mutant GAPDH were expressed in BL21 Escherichia coli. HisSep Ni–NTA Agarose Resin (YEASEN, 20503ES1) was used for protein purification. Cells were cultured at 30 °C for 6 h, harvested, and resuspended in lysis buffer (50 mM NaH2PO4, 300 mM NaCl, 10 mM imidazole, pH8.0). Following sonication and centrifugation, the supernatant was loaded onto a nickel agarose resin column pre-equilibrated with lysis buffer. The column was washed with 5 × volumes of wash buffer (lysis buffer with 20 mM imidazole) and the proteins eluted with elution buffer (lysis buffer with 250 mM imidazole). After purification, proteins were dialyzed at 4 °C overnight.

### GAPDH shRNA knockdown (KD)

DNA oligos encoding the shRNA sequence targeting GAPDH were cloned into the pLV-H1-EF1α-puro vector (Biosettia #SORT-B19). Lentiviruses encoding the shRNAs were ultracentrifuged at 70,000×*g* at 4 °C for 2 h before immediate use or storage at − 80 °C. Reporter hESCs seeded on matrigel-coated plates were infected with the viruses and selected in 2 μg ml^−1^ puromycin for 3 days. The following sequence was used:

$${5}{\prime }{ - } {\text{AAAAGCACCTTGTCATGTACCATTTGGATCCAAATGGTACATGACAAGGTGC}}.$$

### Statistical analysis

Statistical tests were performed by GraphPad Prism. A value of *p* < 0.05 was considered statistically significant.

## Results

### Distinct transcriptomic changes occur in crotonate-treated primed hESCs

Fluctuations in the level of intermediate metabolites such as crotonyl-CoA can affect not only the equilibrium between different metabolic pathways but also the degree and type of PTM on proteins important for chromatin remodeling and gene expression [27, 29, 39]. Crotonyl-CoA is generated from lysine/tryptophan metabolism and mitochondrial/peroxisomal fatty acid oxidation [40–45]. Adding the crotonyl-CoA precursor crotonate to cultures can increase the cellular level of crotonyl-CoA as well as protein crotonylation [27, 33]. To better understand the role crotonylation plays in cell fate determination and pluripotency maintenance in hESCs, we took advantage of the H9 hESC line that expresses the LTR7/HERVH-driven GFP transgene [35] and examined their transcriptional profiles following crotonate treatment by RNA-seq. LTR7/HERVH transcription is required for maintaining hESC pluripotency [46], and the expression of pluripotency genes directly correlates with HERVH levels. The GFP reporter therefore enables easy visualization and tracking of pluripotent hESCs during long-term culturing and differentiation induction. As shown before, the vast majority of the reporter cells had relatively low levels of GFP expression and normal expression of pluripotency markers such as NANOG and OCT4 (Fig. 1A, Additional file 1: Figs. S1A-B), indicating that they were in the primed pluripotency state. When we induced the reporter hESCs to differentiate into endodermal (with BMP4 and Activin A, Additional file 1: Fig. S1C) or ectodermal cells (with BMP pathway inhibitors, Additional file 1: Fig. S1D), we could observe GFP signal reduction that was accompanied by increased expression of germ layer-specific markers (Additional file 1: Figs. S1E–H).

**Fig. 1:**
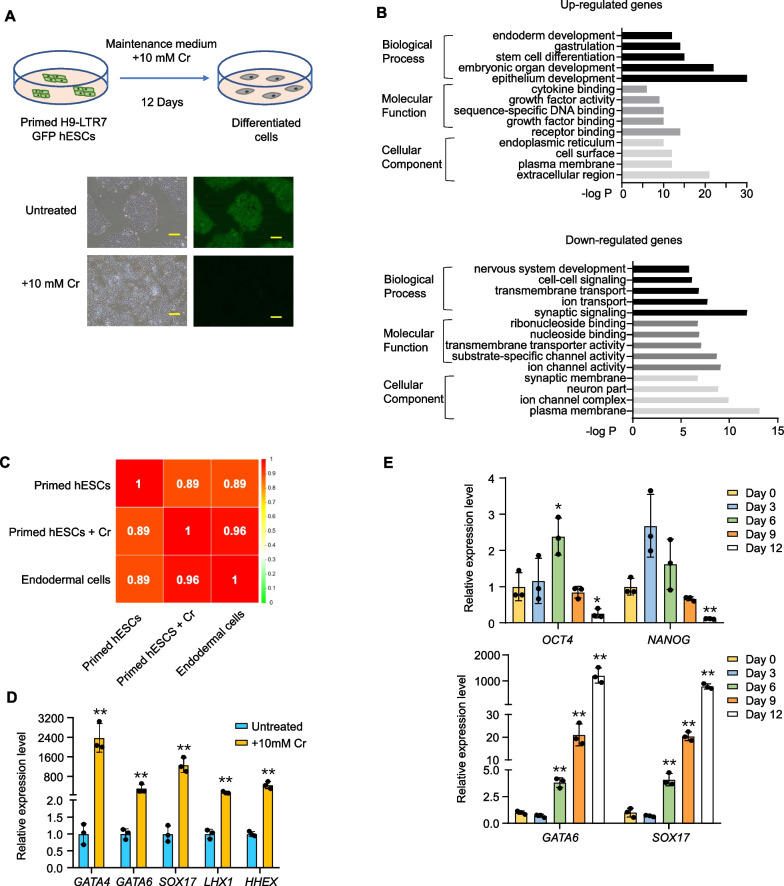

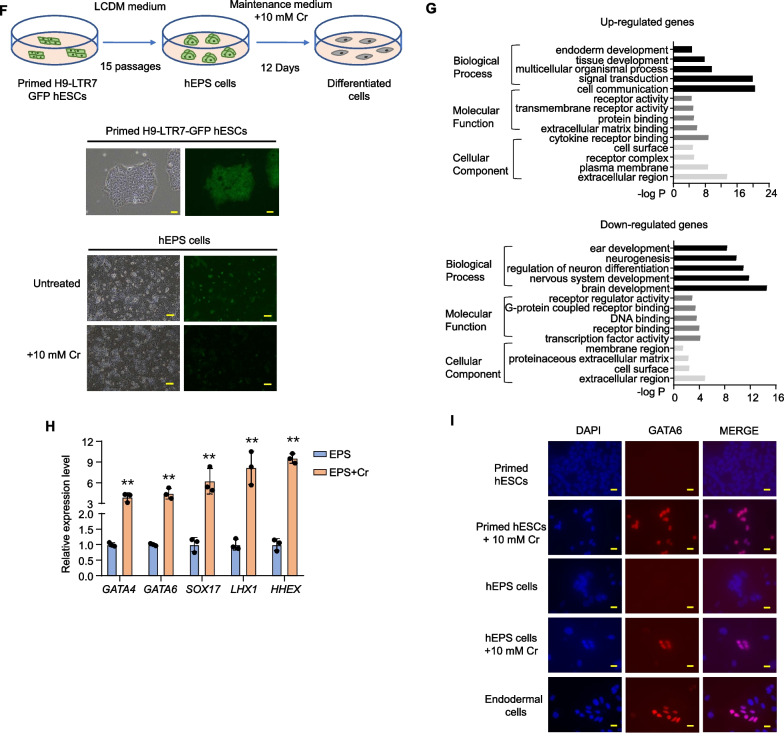
Crotonate-treated hESCs display transcriptomic changes associated with endodermal development. **A** H9-LTR7 GFP reporter hESCs were cultured in crotonate (Cr)-containing (10 mM) maintenance medium for 12 days before phase-contrast and fluorescence microscopy. Scale bar, 100 μm. **B** Cells from **A** were harvested after 12 days of Cr treatment for RNA-seq. Untreated H9-LTR7 GFP reporter hESCs served as controls. Results from gene ontology (GO) analysis of genes up- or down-regulated with treatment were plotted as shown. **C** Results from **B** were compared to RNA-seq data using endodermal cells derived from H9-LTR7 GFP reporter hESCs to calculate the Pearson correlation coefficients. **D** Cells from **A** were harvested after 12 days of Cr treatment for RT-qPCR analysis of the indicated endodermal development genes. Untreated cells served as controls. Error bars represent mean ± S.D. (*n* = 3 independent experiments). Significance was calculated using unpaired *t* test. **p < 0.01. **E** H9-LTR7 GFP reporter hESCs were cultured in crotonate (Cr)-containing (10 mM) maintenance medium and harvested for RT-qPCR analysis at the indicated time points for pluripotency (top) or endoderm (bottom) markers. Error bars represent mean ± S.D. (*n* = 3 independent experiments). Significance was calculated using unpaired *t* test. *p < 0.05, **p < 0.01. **F** H9-LTR7 GFP reporter hESCs were cultured first in LCDM medium for 15 passages to derive hEPS cells, which were then cultured in crotonate (Cr)-containing (10 mM) maintenance medium for 12 days before phase-contrast and fluorescence microscopy. Scale bar, 100 μm. **G** Cells from **F** were harvested after 12 days of Cr treatment for RNA-seq and GO analysis. **H** RT-qPCR analysis for the indicated marker genes. Error bars represent mean ± S.D. (*n* = 3 independent experiments). Significance was calculated using unpaired *t* test. **p < 0.01. **I** H9-LTR7 GFP hESCs (±10 mM Cr for 12 days), converted EPS cells (±10 mM Cr for 12 days), and endodermal cells derived from the reporter hESCs were immunostained with an anti-GATA6 antibody. DAPI was used to stain the nuclei. Scale bars, 10 μm

We thus cultured the H9-LTR7 GFP reporter hESCs in crotonate-containing (10 mM) maintenance medium for 12 days before harvesting the cells for RNA-seq. 

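H9 is an established hESC line, and LTR7 is the promoter element of the endogenous retrovirus HERVH, which is active in pluripotent hESCs. RNA-seq values of 3 groups were analysed for the primed state, namely untreated reporter hESCs, the same cells after 12 days in 10 mM crotonate, and endodermal cells derived from the reporter hESCs with BMP4 and Activin A. The sample labels list 2 samples in each group, whereas the deposited tables hold 1 FPKM value per gene and group. How the 2 samples were brought into this value is not given in the sources used here. No SD, test or p-value could therefore be computed, and every change is a difference between 2 values of the authors with no replicate check. The authors sequenced oligo(dT)-enriched mRNA as paired-end reads, mapped them to hg38 with TopHat and Cufflinks, counted them with HTSeq and StringTie, normalized by TMM and converted the values to FPKM. The values of untreated, crotonate-treated and endodermal cells covered 19198 genes and summed to 369750, 373248 and 373034 FPKM. The 10 most abundant genes took 5.44%, 5.15% and 6.19% of these totals. Read totals are not stated in the tables, but low values keep the steps of single reads. Of 879 genes below 0.2 FPKM in both untreated and crotonate-treated hESCs, 81.3% had a ratio of whole numbers up to 12 times 1 common factor, within 0.05%, against 0.569% when the factor was shifted. Such a common step is that of 1 library, of pooled reads or of libraries scaled alike, and not of a mean of libraries scaled differently. By this factor the library size used for scaling the FPKM values was 0.883 times that of untreated hESCs for crotonate-treated hESCs and 1.07 times for endodermal cells. It includes any normalization factor of these values and so is not the number of reads. The authors' Tables S1 and S2 were scaled otherwise, as their log2 folds lay a median of 0.0989 and 0.101 above the log2 FPKM ratios. Changes are given as differences of log2(FPKM + 1), which understate the change of genes with low values. A gene was called higher or lower when this difference was at least 2-fold and its FPKM was at least 1 in one of the 2 groups, and only such genes are said to have risen or fallen. The median change of each gene list was set against 10000 random lists of the same size, matched on mean expression in 20 bins, which describes these values and is not a test.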

While the untreated hESCs were able to maintain GFP expression and the primed pluripotency state morphology, crotonate-treated hESCs gradually lost GFP signals (from 100 to 15%) although the edges of the colonies had not yet rounded up (Fig. 1A), indicating a more differentiated state. 

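In crotonate-treated hESCs, 1834 of 13210 measured genes were called higher than in untreated hESCs, 146 of them at least 16-fold. With a ratio of FPKM over 1.5 in place of the 2-fold rule, an alternative chosen after seeing the data, 3336 were higher and 3768 lower. The largest rises were in COL3A1, the chain of type III collagen, which was listed at 0 in untreated hESCs and at 1415 FPKM with crotonate, and in CRHBP, which binds corticotropin-releasing hormone (0.0330 to 1340.1 FPKM). HAPLN1, a link protein of hyaluronan (0.266 to 569.9 FPKM), the growth factor gene IGF2 (2.17 to 1177 FPKM) and the collagen gene COL6A3 (1.01 to 734 FPKM) followed. Of 13 measured endoderm genes, 8 were called higher, 3 lower and 2 neither. A gene below 1 FPKM in untreated hESCs cannot be called lower. Only 5 of the 19 listed endoderm genes reached 1 FPKM there. Of these 5, CXCR4 was called higher, KIT, OTX2 and FOXA3 lower and CER1 neither. In the primitive streak and endoderm derivative lists below, 3 of 17 and 1 of 16 genes reached 1 FPKM in untreated hESCs. CXCR4, a chemokine receptor used as a surface marker of definitive endoderm, rose from 2.08 to 65.4 FPKM. The 3 members called lower were KIT (11.3 to 1.84 FPKM), OTX2 (20.1 to 5.99 FPKM) and FOXA3 (10.5 to 2.82 FPKM). CER1, a secreted Nodal antagonist of anterior endoderm, was 1.59 FPKM in untreated and 0.342 FPKM in crotonate-treated hESCs and was not called. Its log2 change of -0.95 lies close to the cut and its FPKM ratio was 0.216, so the call depends on the pseudocount. The median log2 change of the endoderm genes was 1.104, above 99.8% of the random lists. It was 3.06 with a pseudocount of 0.1 and 0.59 without the filter at 1 FPKM. Of 9 measured primitive streak genes, 7 were called higher, 1 lower and 1 neither (median log2 change 1.41, above 99.8% of the random lists, and 0.35 without the filter and 2.80 with a pseudocount of 0.1). EOMES, GSC, MIXL1 and LHX1 stand in both this list and the endoderm list, so the lists are not independent. DKK1, a secreted WNT antagonist, rose from 0.0672 to 104 FPKM, and EVX1, a homeobox gene of the posterior streak, was listed at 0 and then at 25.0 FPKM. NODAL, the ligand that patterns the streak, fell from 3.57 to 0.660 FPKM. Of 5 measured genes of endoderm derivatives, VTN, APOA1, CDX2 and APOA2 were called higher and SOX2 lower (median log2 change 3.51, above 99.98% of the random lists, and 0.44 without the filter and 5.98 with a pseudocount of 0.1). VTN, which encodes vitronectin, rose from 0.109 to 28.7 FPKM, and APOA1, an apolipoprotein of liver and gut, from 0.255 to 22.3 FPKM. Among 33 measured growth factor genes of the WNT, FGF, BMP and TGF-beta families, 16 were called higher, 8 lower and 9 neither (median log2 change 0.88, above 99.99% of the random lists, and 0.062 without the filter and 1.71 with a pseudocount of 0.1). TGFB1 rose from 4.51 to 144 FPKM, BMP2 from 0.776 to 42.9 FPKM and BMP4 from 3.55 to 104 FPKM, genes of secreted factors that act in mesoderm and endoderm. KIT, OTX2, FOXA3, NODAL and APOA2 were named only after their values were seen.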

Based on GO and KEGG analyses, coinciding with these changes was the up-regulation of genes involved in biological processes such as endoderm development, stem cell differentiation, and embryonic organ development with molecular functions of receptor or growth factor binding (Fig. 1B, Additional file 2: Table S1). 

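A total of 1674 genes were called lower in crotonate-treated than in untreated primed hESCs, 38 of them at least 16-fold. Of 10 measured neuroectoderm genes, 3 were called higher, 5 lower and 2 neither, with a median log2 change of -1.16, above 0.02% of the random lists. The 5 that fell were SOX2, ZIC2, POU3F1, SOX3 and OTX2, which encode transcription factors of the early neural plate. All 5 were above 1 FPKM in untreated hESCs, so this fall is of genes that the hESCs already expressed. ZIC2 fell from 84.0 to 1.03 FPKM, POU3F1 from 19.2 to 0.0939 FPKM, and SOX3 was 14.4 FPKM in untreated hESCs and listed at 0 with crotonate. The 3 that rose were the adhesion genes NCAM1 (2.85 to 68.9 FPKM) and CDH2 (29.0 to 65.8 FPKM) and the LIM homeobox gene LHX2 (0.0754 to 3.13 FPKM). PAX6 and SOX1, which mark neural progenitors, stayed below 1 FPKM in both groups, and NES, the gene of the intermediate filament nestin, was 61.6 FPKM and 79.9 FPKM. The neuroectoderm median was -0.074 without the filter at 1 FPKM. OTX2, SOX3, CDH2 and LHX2 were singled out after their values were known. Of 24 measured synapse genes, 6 were called higher, 9 lower and 9 neither (median log2 change -0.39, above 4.21% of the random lists). The GABA receptor subunit gene GABRA5 fell, from 13.1 to 0.474 FPKM, as did the postsynaptic scaffold gene SHANK2 (7.18 to 0.245 FPKM), whereas SNAP25, a protein of vesicle fusion, rose from 0.265 to 7.63 FPKM. Of 66 measured genes of potassium, sodium and calcium channels, not all of them voltage-gated, 18 were called higher, 15 lower and 33 neither (median log2 change 0.13, above 78.5% of the random lists, and -0.013 without the filter, 0.19 with a pseudocount of 0.1 and 0.067 with quantile normalization). The potassium channel gene KCNK5 fell from 19.8 to 2.42 FPKM, while KCNA6 rose from 1.50 to 12.2 FPKM and KCNH2 from 5.38 to 32.2 FPKM. Among 239 measured solute carriers, the largest group of membrane transporters, 23 were called higher, 42 lower and 174 neither (median log2 change -0.11, above 23.5% of the random lists, and -0.039 without the filter). SLC22A23 fell from 18.1 to 0.782 FPKM, and the zinc transporter gene SLC39A2 rose from 0.0857 to 61.8 FPKM.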

Meanwhile, genes implicated in nervous system development and synaptic signaling with functions of transmembrane transporter and ion channel activities were down-regulated (Fig. 1B, Additional file 2: Table S2). When compared with endodermal cells derived from the reporter cells, the Pearson correlation coefficients indicate that the crotonate-treated cells at day 12 resembled more closely the derived endodermal cells (Fig. 1C). These observations indicate that crotonate treatment led to the respective activation and inhibition of endodermal and ectodermal gene expression in hESCs. 

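Across 19198 genes, Pearson's r of log2(FPKM + 1) was 0.959 between crotonate-treated hESCs and endodermal cells, 0.892 between untreated hESCs and endodermal cells and 0.889 between untreated and crotonate-treated hESCs. These coefficients are across genes, which are not independent replicates, and have no error. HOXB2, DES, MIXL1 and LEFTY2 stood at similar values in crotonate-treated hESCs and endodermal cells and were picked as examples after their values were seen, whereas other genes differed between them, such as IFI27 at 5.38 and 80.9 FPKM. HOXB2, a homeobox gene of anterior-posterior patterning, was listed at 0 in untreated hESCs, at 19.3 FPKM in crotonate-treated hESCs and at 18.5 FPKM in endodermal cells. DES, the gene of the muscle intermediate filament desmin, was 0.418, 13.7 and 13.6 FPKM in the same order. MIXL1, a homeobox gene of the primitive streak, was 0.496, 2.22 and 2.31 FPKM, and LEFTY2, a secreted inhibitor of Nodal, was 2.51, 41.7 and 37.0 FPKM. The values of endodermal cells are in another table, and whether it was normalized together with the values of the hESCs is not given in the sources used here. The median level of the 19 endoderm genes was 0.168 FPKM in untreated hESCs, 1.84 FPKM in crotonate-treated hESCs and 0.330 FPKM in endodermal cells, where 7 of them reached 1 FPKM. In the same cells 19 of 20 genes of lateral plate and cardiac mesoderm, 20 of 21 of mesenchyme and extracellular matrix and 30 of 39 HOX genes did, so the coefficients with endodermal cells are not measures of endoderm alone. On linear FPKM the 3 coefficients were 0.883, 0.784 and 0.788.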

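The endoderm transcription factors GATA4 and GATA6 rose from near 0 in primed hESCs with crotonate, and the pluripotency factors POU5F1 (OCT4), NANOG and SOX2 fell to near 0. GATA4 lies on chromosome 8 from 11676959 to 11760002 (hg38, GENCODE 44) and rose from 0.0482 to 123 FPKM, log2 change 6.89. GATA6 on chromosome 18 from 22169589 to 22202528 rose from 0.0161 to 26.4 FPKM, log2 change 4.75. SOX17, a SOX factor of definitive endoderm on chromosome 8 from 54457935 to 54460892, was listed at 0 in untreated hESCs and at 3.97 FPKM with crotonate. LHX1, a LIM homeobox gene of the organizer and of intermediate mesoderm, rose from 0.168 to 3.45 FPKM, log2 change 1.93. HHEX, a homeobox gene of anterior endoderm, was 0.276 and 1.45 FPKM, a log2 change of 0.94 that was not called. With a pseudocount of 0.1 its ratio was 4.11, which passes the 2-fold rule. TBXT, the primitive streak gene brachyury, stayed below 1 FPKM in both groups (0.129 and 0.102 FPKM). POU5F1 on chromosome 6 from 31164337 to 31180731 fell from 827 to 0.420 FPKM, log2 change -9.19, and part of its reads can come from near-identical pseudogenes. NANOG fell from 41.0 to 0.0165 FPKM, log2 change -5.37, and SOX2, a factor of both pluripotent and neural cells, from 128 to 0.547 FPKM, log2 change -6.38. The counts in the authors' Tables S1 and S2 are whole multiples of 1 read within 0.02 reads for all of the 846 low counts checked in untreated hESCs and all of the 748 with crotonate, where 1 read stands for 0.907 and 1.102 normalized counts, so the reads behind low values can be given. In untreated hESCs GATA4 had 5 reads, GATA6 had 2, SOX17 had 0, LHX1 had 19 and HHEX had 16, while in crotonate-treated hESCs NANOG had 1 read and POU5F1 had 23. The FPKM ratio of GATA4 was 2558, with an exact 95% interval of 1096 to 7879, and that of GATA6 was 1639.6, with an interval of 453 to 13545. These intervals cover counting error only. From the rise of genes of endoderm development, the fall of genes of nervous system development and the correlation with endodermal cells, the paper infers that crotonate activated endodermal and inhibited ectodermal gene expression in hESCs.

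**Figure D1:**
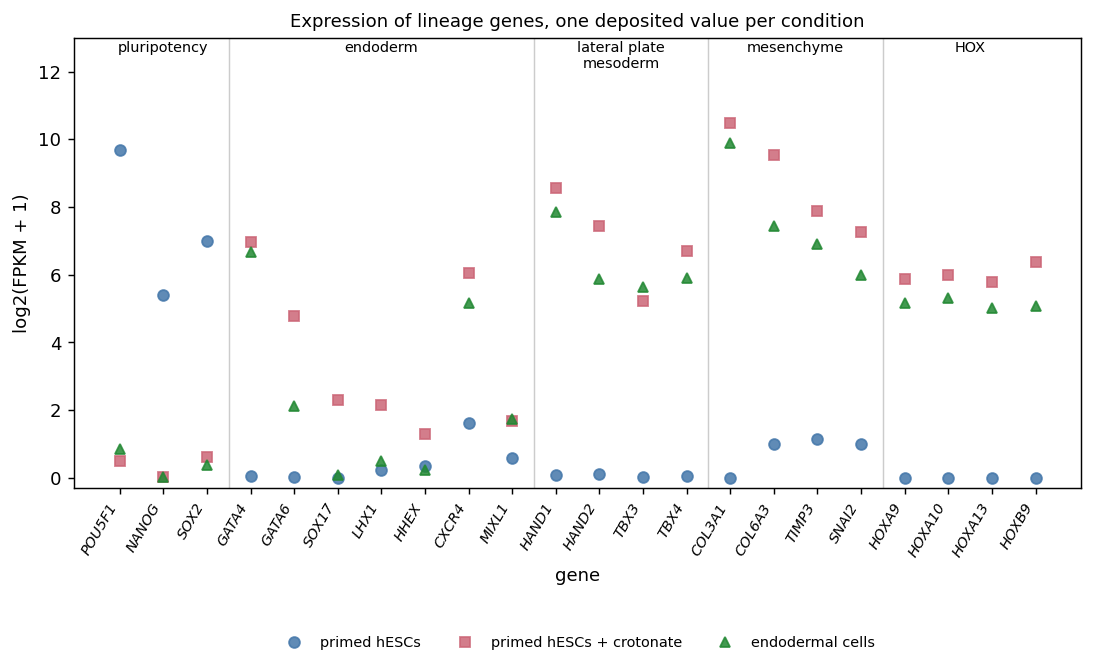
Expression of lineage genes in untreated primed hESCs, crotonate-treated primed hESCs and endodermal cells, as log2(FPKM + 1) on the vertical axis and the genes on the horizontal axis, with 1 point per deposited value and no error. POU5F1, NANOG and SOX2 are high in untreated hESCs alone, and HAND1, COL3A1 and the HOX genes are high in both other groups; SOX17 is 3.97 FPKM with crotonate and 0.0721 FPKM in endodermal cells.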

We next verified our RNA-seq results by RT-qPCR analysis. Indeed, endoderm markers such as *GATA4*, *GATA6*, *SOX17*, *LHX1,* and *HHEX* became highly expressed in crotonate-treated cells (Fig. 1D). These findings are supported by results from the recently published report that also examined crotonate-treated hESCs [31]. A closer look at gene expression during the 2-week treatment period revealed that pluripotency marker genes (e.g., *OCT4* and *NANOG*) initially increased moderately and then decreased to fairly low levels (Fig. 1E, top). Endoderm markers such as *GATA6* and *SOX17* on the other hand exhibited a gradual and steady increase in the presence of crotonate (Fig. 1E, bottom). Taken together, our results suggest that crotonate treatment led to germ layer-specific differentiation of the primed hESCs with a bias towards the endodermal lineage.

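Genes of mesoderm and mesenchyme rose with crotonate in primed hESCs beside those of endoderm. A gene listed at 0 in untreated hESCs is measured only if it reaches 1 FPKM with crotonate, and is then called higher by construction. Of 20 genes of lateral plate and cardiac mesoderm, 2 reached 1 FPKM in untreated hESCs and 19 with crotonate, and these 19 were called higher (median log2 change 4.75, above all of the random lists, and 7.83 with a pseudocount of 0.1). HAND1, a basic helix-loop-helix factor of heart and lateral mesoderm on chromosome 5 from 154474972 to 154478227, rose from 0.0698 to 374 FPKM, HAND2 from 0.0769 to 172 FPKM and the limb gene TBX4 from 0.0366 to 103 FPKM. GATA4 and GATA6 stand in both this list and the endoderm list, and LHX1 in both that list and the one of intermediate mesoderm. Without members shared with a mesoderm list, the endoderm median was 0.98, an alternative chosen after seeing the data. Of 20 measured genes of mesenchyme and extracellular matrix, 19 were called higher and none lower (median log2 change 5.01, above all of the random lists), the exception being THY1 at 193 and 111 FPKM. LUM, which encodes the proteoglycan lumican, was listed at 0 and then at 159.6 FPKM, and TIMP3, an inhibitor of metalloproteinases, rose from 1.24 to 236 FPKM. Of 39 HOX genes, which pattern the trunk and limbs, none reached 1 FPKM in untreated hESCs and 33 did with crotonate. All 33 were called higher, a share of the measured genes that follows largely from the filter (median log2 change 3.85, above all of the random lists, and 7.04 with a pseudocount of 0.1, and 3.58 without the filter). HOXB9 was listed at 0 in untreated hESCs and at 81.3 FPKM with crotonate, and HOXA13, the most posterior gene of its cluster, at 0 and 54.2 FPKM. Of 15 genes of endothelium and blood, 2 reached 1 FPKM in untreated hESCs and 8 with crotonate, and these were called higher (median log2 change 2.17, above all of the random lists, and 1.19 without the filter), among them the ETS factor gene FLI1 (0.148 to 14.8 FPKM) and LMO2, a cofactor of blood development (0.652 to 16.5 FPKM). Of 12 measured genes of cardiac and smooth muscle, 9 were called higher, 2 lower and 1 neither (median log2 change 1.48, above all of the random lists), the lower ones being RYR2 and TAGLN, and the cardiac actin gene ACTC1 rose from 6.71 to 485 FPKM. Of 5 measured genes of paraxial and intermediate mesoderm, MEOX1, FOXC1 and LHX1 were called higher and none lower (median log2 change 1.93, above 99.6% of the random lists, and 0.52 without the filter and 3.73 with a pseudocount of 0.1). Among 9 measured genes of amnion and trophoblast, CDX2, GATA2, GATA3, ISL1 and PGF were called higher and GABRP, HLA-G and KRT7 lower (median log2 change 3.51, above all of the random lists, and 0.22 without the filter), and ISL1, which cardiac progenitors also express, rose from 0.0670 to 19.4 FPKM. Among 9 measured neural crest genes, MSX1, MSX2 and SNAI2 were called higher and ERBB3 and FOXD3 lower (median log2 change 0.84, above 99.0% of the random lists, and 0.36 without the filter), and the BMP-responsive homeobox gene MSX1 rose from 0.235 to 118 FPKM. Of 19 measured pluripotency genes, none was called higher and 15 were called lower (median log2 change -3.55, below all of the random lists). ZSCAN10, a zinc finger gene of pluripotent cells, fell from 123 to 0.827 FPKM, and L1TD1, an RNA-binding protein of hESCs, from 286 to 4.55 FPKM. SALL4, LIN28B, DPPA2 and GDF3 were not called. Outside this list, SFRP2, a secreted modulator of WNT signalling (267 to 5.15 FPKM), and PTPRZ1, a receptor phosphatase of neural progenitors (122 to 0.919 FPKM), were also among the 8 largest falls. Of 9 measured genes of naive pluripotency, KLF2 and TBX3 were called higher and KLF4, PRDM14, SUSD2 and TFCP2L1 lower (median log2 change -0.94, above 1.61% of the random lists, and -0.29 without the filter and -1.76 with a pseudocount of 0.1). Members of the smaller counts outside the rule for naming genes, such as THY1 and SALL4, were chosen after their values were seen.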

### Crotonate-treated hEPS cells exhibit transcriptomic changes similar to primed hESCs

Primed hESCs have been found to transcriptionally resemble the late post-implantation epiblast in non-human primate models [47, 48], and can be converted to extended pluripotent stem (EPS) cells capable of giving rise to both embryonic and extraembryonic tissues in vivo [36, 49, 50]. The ability to obtain EPS cells that are in a more naïve pluripotent state has enabled the investigation of aspects of human development not possible in primed hESCs, for example, the mechanisms of how naive hESCs switch from pre-implantation transcriptional and epigenetic programs to differentiation-competent programs. Given that the various interconvertible pluripotency states are discrete and that EPS cells are distinct from primed hESCs molecularly and functionally, we set out to examine whether EPS cells might respond to crotonate treatment differently from primed hESCs.

When the reporter hESCs were cultured in LCDM medium [36], they became more dome-shaped while maintaining similar levels of GFP signals and pluripotency marker expression (e.g., *NANOG* and *OCT4*) (Fig. 1F, Additional file 1: Figs. S1A–C), indicating their conversion to the more naïve-like EPS cell state as previously reported. 

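RNA-seq values of hEPS cells were analysed for 2 groups, untreated cells and cells kept in 10 mM crotonate for 12 days. The sample labels list 2 samples in each of them, and the authors' table again holds 1 FPKM value per gene and group, so these changes have no replicate check either. This table holds 26731 genes, more than that of the primed hESCs, and whether they were normalized together is not given in the sources used here, so levels of hEPS cells and primed hESCs are not directly compared and changes were computed within each table. The values summed to 610417 FPKM in untreated and 596397 FPKM in crotonate-treated hEPS cells, of which the 10 most abundant genes took 11.5% and 16.4%. At least 1 FPKM was reached by 13289 genes without and by 13635 genes with crotonate. Of 1724 genes below 0.2 FPKM in both groups, 91.4% stood in ratios of small whole numbers (0.812% with the factor shifted), which puts the library size used for scaling crotonate-treated hEPS cells at 0.758 times that of untreated ones. Scale, calling rule and gene lists were those used for the primed hESCs. By the paper's methods, hEPS cells were grown on inactivated mouse feeder cells and separated from them by adherence, and primed hESCs on Matrigel. Whether feeder RNA entered the hEPS values was not tested. The median change of all 14161 measured genes was -0.09 on the log2 scale.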

We cultured the converted EPS cells in the presence of crotonate and performed RNA-seq analysis as described above. Compared to the primed-state reporter cells, fewer converted hEPS cells lost LTR7-GFP signals (from 100 to 26%) with crotonate treatment (Fig. 1F). RNA-seq results from the treated hEPS cells found a similar enrichment of pathways that were important in endodermal cell differentiation [51–53] in upregulated genes (Fig. 1G, Additional file 2: Table S3). 

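Endoderm genes and targets of Nodal signalling rose in crotonate-treated hEPS cells. Of 19 measured endoderm genes, 15 were called higher and none lower, with a median log2 change of 2.14, above all of the random lists. CER1, on chromosome 9 from 14719724 to 14722733, rose from 39.0 to 1962 FPKM, log2 change 5.62. GATA6 rose from 9.72 to 85.3 FPKM, log2 change 3.01, SOX17 from 29.2 to 191 FPKM, log2 change 2.67 and GATA4 from 20.9 to 97.8 FPKM, log2 change 2.18. HHEX rose from 0.520 to 13.5 FPKM, log2 change 3.26, and LHX1 from 0.748 to 9.13 FPKM, log2 change 2.53. The 4 members not called were FOXA1, FOXA3, OTX2 and KIT, with log2 changes of -0.51, 0.87, 0.85 and 0.81. Of 12 measured Nodal and Activin targets, 11 were called higher (median log2 change 1.92, above all of the random lists), and the Nodal cofactor gene FOXH1 was not called. LEFTY2 rose from 13.3 to 810.1 FPKM, log2 change 5.83, and its near-identical neighbour LEFTY1, with which it can share reads, from 10.5 to 179 FPKM, log2 change 3.97. Of 16 measured primitive streak genes, 9 were called higher, 1 lower and 6 neither (median log2 change 1.21, above all of the random lists). These lists overlap, so their counts are not independent. CER1, EOMES, GSC and MIXL1 stand in the endoderm and Nodal lists, EOMES, GSC, MIXL1 and LHX1 in the endoderm and streak lists, and NODAL in the Nodal and streak lists. GSC, a homeobox gene of the organizer, rose from 8.57 to 55.2 FPKM and MIXL1 from 60.6 to 344 FPKM, WNT3A fell from 18.1 to 3.73 FPKM, and TBXT was 7.19 and 14.6 FPKM and was not called. In all, 1193 of the measured genes were called higher, 6 of them at least 16-fold, while with a ratio of FPKM over 1.5, the alternative chosen after seeing the data, 2841 were higher and 2566 lower. Beside CER1 and the LEFTY genes, the 8 largest rises were in the interferon-inducible gene IFI27 (12.6 to 416 FPKM), the collagen gene COL5A2 (4.60 to 108 FPKM), the trefoil factor gene TFF1 (0.259 to 23.4 FPKM), the transcript RP4-559A3.6 (0.167 to 18.9 FPKM) and the metalloproteinase gene MMP9 (0.196 to 17.4 FPKM). The cytosolic ribosomal protein list, kept as a sign of RNA quality, had a median below that of random lists in the same comparison, and RNA quality was not tested. Genes of endoderm derivatives went both ways. Of 9 measured, HNF4A, a nuclear receptor of liver and gut, rose from 7.57 to 22.7 FPKM and APOA2 from 30.6 to 73.5 FPKM, while SOX2, TTR, FGB, APOB and APOA1 were called lower and the other 2 were not called (median log2 change -1.10, below all of the random lists, and -0.091 without the filter and -1.81 with a pseudocount of 0.1). Of 43 measured growth factor genes of the WNT, FGF, BMP and TGF-beta families, 11 were called higher, 6 lower and 26 neither (median log2 change 0.19, above 97.5% of the random lists, and 0.068 without the filter), and TGFB1 rose from 20.7 to 158 FPKM. FOXA1, FOXA3, OTX2, KIT, APOA2 and APOB were named with their values already known.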

At the same time, downregulated genes were enriched with those involved in ectodermal cell differentiation (ear development and neurogenesis) [54–56] (Fig. 1G, Additional file 2: Table S4). 

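Genes of the neuroectoderm list were more often called lower than higher in crotonate-treated hEPS cells, and OLIG3 and WNT1 were among the 8 largest falls. Of 21 measured, 11 were called lower, 9 were not called, and LHX2 (0.440 to 1.93 FPKM) was called higher. OLIG3, a basic helix-loop-helix factor of the dorsal neural tube on chromosome 6 from 137492199 to 137494394, fell from 32.2 to 0.532 FPKM, log2 change -4.44. The midbrain ligand gene WNT1 fell from 22.2 to 2.16 FPKM, the neural regulator RFX4 from 12.5 to 1.15 FPKM, SOX21 from 12.5 to 1.85 FPKM and SOX1 from 3.59 to 0.0550 FPKM. SOX2 fell from 234 to 63.8 FPKM, while PAX6 (6.44 and 9.46 FPKM) and NES (186 and 224 FPKM) were not called. The median log2 change of the neuroectoderm genes was -1.27, below all of the random lists, and -0.66 without the filter at 1 FPKM. HES3, a repressor gene of neural progenitors, had the largest fall among the genes measured in hEPS cells (126 to 1.67 FPKM, log2 change -5.57), and FGF3, which acts in the development of the inner ear, fell from 7.62 to 0.0844 FPKM. GDPD2, the neuropeptide gene GALP, C5orf38 and the zinc finger gene EGR4 complete the 8 largest falls, at 20.1 to 0.971 FPKM, 10.8 to 0.286 FPKM, 38.2 to 3.71 FPKM and 23.3 to 1.94 FPKM. In all, 428 genes were called lower, 2 of them at least 16-fold, and 787 with a pseudocount of 0.1. Of 6 measured HOX genes, the hindbrain genes HOXB1, HOXB2 and HOXA2 were called lower and none higher (median log2 change -1.02, below all of the random lists, and -0.0061 without the filter), and HOXB1 fell from 13.6 to 1.40 FPKM. Among 12 measured neural crest genes, ETS1, SOX10 and NGFR were called higher and TFAP2A, PAX3 and TFAP2B lower (median log2 change 0.074, above 58.0% of the random lists, and -0.076 without the filter and 0.029 with quantile normalization). Of 22 measured synapse genes, 4 were called higher and the adhesion gene NLGN3 lower (median log2 change 0.21, above 93.5% of the random lists, and 0.090 without the filter and 0.076 with quantile normalization), from 18.1 to 2.83 FPKM. For 60 measured genes of potassium, sodium and calcium channels the calls were 8 higher and 4 lower (median log2 change 0.37, above 99.8% of the random lists, and 0.11 without the filter), and for 234 measured solute carriers 26 higher and 4 lower (median log2 change 0.12, above all of the random lists, and 0.060 without the filter). The lower ones were KCNJ11, KCNK10, KCNN2 and SCN4B, which encode potassium and sodium channel subunits, and the carriers SLC16A11, SLC1A6, SLC25A27 and SLC38A8. Where members of a list are named because no more than 5 were called, they were chosen after their values were seen.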

We again verified the RNA-seq results by RT-qPCR analysis (Fig. 1H) as well as immunofluorescence (IF) assays (Fig. 1I). Interestingly, compared to primed hESCs, where the expression of endoderm marker genes went up > 1000 fold (Fig. 1D), crotonate-treated EPS cells exhibited ~ 15-fold increase in endoderm marker gene expression (Fig. 1H). These results suggest that increased cellular crotonyl-CoA levels led to similar global molecular changes in EPS cells and primed hESCs. 

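GATA4, GATA6, SOX17, LHX1 and MIXL1 rose and SOX2 and POU3F1 fell with crotonate in both primed hESCs and hEPS cells. POU5F1, which fell to below 1 FPKM in primed hESCs, was 461 FPKM in untreated and 261 FPKM in crotonate-treated hEPS cells, and NANOG was 15.3 and 25.1 FPKM, neither of which was called. Of 20 measured pluripotency genes in hEPS cells, 3 were called higher, 3 lower and 14 neither (median log2 change -0.34, above 12.9% of the random lists, and -0.21 with quantile normalization), the higher ones being DPPA2, GDF3 and TDGF1 and the lower ones SOX2, PRDM14 and USP44. Of 10 measured genes of naive pluripotency, DNMT3L, FGF4, KLF2, KLF5 and NLRP7 were called higher and PRDM14 lower (median log2 change 1.13, above 99.99% of the random lists, and 0.54 without the filter). Among 12111 genes measured in both cell states, 361 were called higher in both, against 116 for independent lists of these sizes, and 92 were called lower in both, against 35.7. A further 174 were called lower in primed hESCs and higher in hEPS cells, against 116, and 44 higher in primed hESCs and lower in hEPS cells, against 35.7. Across 13452 genes, the log2 changes in both cell states had a Pearson r of 0.199 and a Spearman rho of 0.210, which are across genes and not across replicates. The 2 comparisons share no column, so shared controls do not enter these values. The lists of mesoderm and related lineages were counted in hEPS cells too, and how the counts differ from those in primed hESCs was not tested. Of 12 measured genes of lateral plate and cardiac mesoderm, GATA6, GATA4 and MEF2C were called higher and none lower (median log2 change 0.54, above 98.6% of the random lists, and 0.34 without the filter), and HAND1 was 1.64 and 0.910 FPKM. Of 19 measured genes of mesenchyme and extracellular matrix, 8 were called higher, the repressor gene ZEB2 lower and 10 neither (median log2 change 0.74, above all of the random lists), and the collagen gene COL1A1 rose from 34.6 to 244 FPKM. A share of reads from the mouse feeder cells of the hEPS culture was not tested for. For endothelium and blood the calls were 2 higher, SOX18 and RUNX1, and none lower among 6 measured (median log2 change 0.85, above 98.0% of the random lists, and 0.40 without the filter and 1.36 with a pseudocount of 0.1). For cardiac and smooth muscle they were 2 higher, DES and RYR2, and none lower among 11 (median log2 change 0.42, above 98.2% of the random lists, and 0.19 without the filter). For paraxial and intermediate mesoderm they were LHX1, FOXC2 and FOXC1 higher and PAX3 lower among 8 (median log2 change 0.69, above 98.3% of the random lists, and 0.015 without the filter). For amnion and trophoblast they were PGF, GATA3 and HLA-G higher and TFAP2A and KRT7 lower among 6 (median log2 change 0.90, above 99.1% of the random lists, and 0.018 without the filter). Some of these members, HLA-G, USP44 and ZEB2 among them, were picked after their values were seen. From the pathways enriched among up- and downregulated genes, the RT-qPCR of endoderm markers and the GATA6 immunofluorescence (Fig. 1I), the paper proposes that raised crotonyl-CoA led to similar global changes in EPS cells and primed hESCs.

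**Figure D2:**
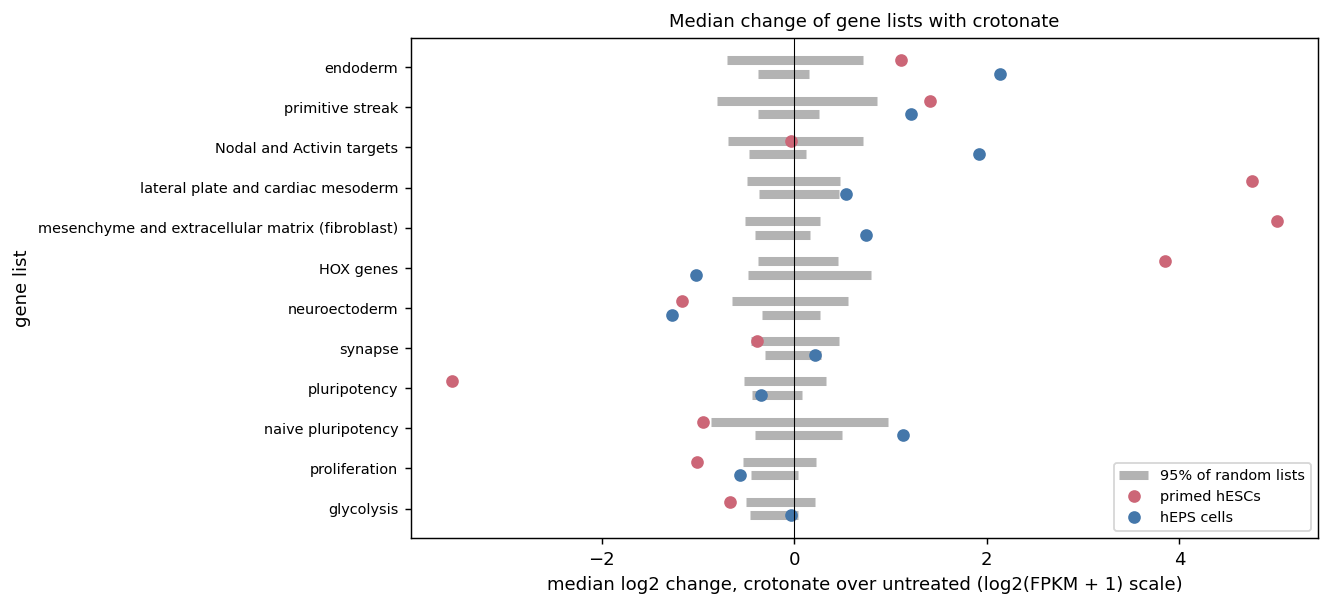
Median log2 change with crotonate, on the log2(FPKM + 1) scale, of gene lists in primed hESCs and hEPS cells (points), with the range that holds 95% of random lists matched on size and mean expression (grey bars), 1 list per line. The endoderm medians are 1.104 in primed hESCs and 2.14 in hEPS cells, and the HOX medians 3.85 and -1.02, the latter from 6 of 39 genes and -0.0061 without the filter at 1 FPKM.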

More careful examination of the subtle differences in their transcriptomic signatures may shed light on the underlying mechanisms that govern the differentiation potential of hESCs of different pluripotency states during development.

### Increased protein crotonylation leads to ESC differentiation into the endodermal lineage

Studies of crotonylation have largely focused on histones and the role of histone crotonylation in stimulating transcription. We found that even relatively brief crotonate treatment led to a dose-dependent increase in the crotonylation of both histones and non-histone proteins in primed reporter hESCs (Fig. 2A). The expression of mesoendoderm marker genes (e.g., *GATA6*, *SOX17*, *MIXL1* and *TBXT*) was clearly induced (> 1000 fold) along with significant loss of GFP signals (Figs. 2B, C). Similarly, GFP signal loss was already detectable in the converted reporter hEPS cells with 5 mM crotonate, despite more modest induction of lineage marker expression (Fig. 2D–F). When we examined the level of protein crotonylation using a pan anti-crotonyl-lysine (Kcr) antibody, we saw clearly elevated histones crotonylation in primed hESCs compared to hEPS cells (Fig. 2G). Notably, the level of non-histone crotonylation in endodermal cells differentiated from primed hESCs displayed higher crotonylation compared to primed hESCs, whereas the level of crotonylation in ectodermal cells differentiated from primed hESCs was lower. These results are in line with our RNA-seq data linking increased protein crotonylation with germ layer-specific hESC differentiation. Next, we cultured the mouse ESC line E14 in different concentrations of crotonate and examined its ability to differentiate. Similar to hESCs, mESCs also exhibited a dose-dependent increase in protein crotonylation (Additional file 1: Fig. S2A) that correlated with increased percentages of differentiated clones and elevated expression of mesoendodermal markers (Additional file 1: Figs. S2B–F). Our findings combined indicate that crotonate treatment can induce stem cell differentiation towards endodermal cells and implicate crotonylation in differential cell fate determination.

**Fig. 2:**
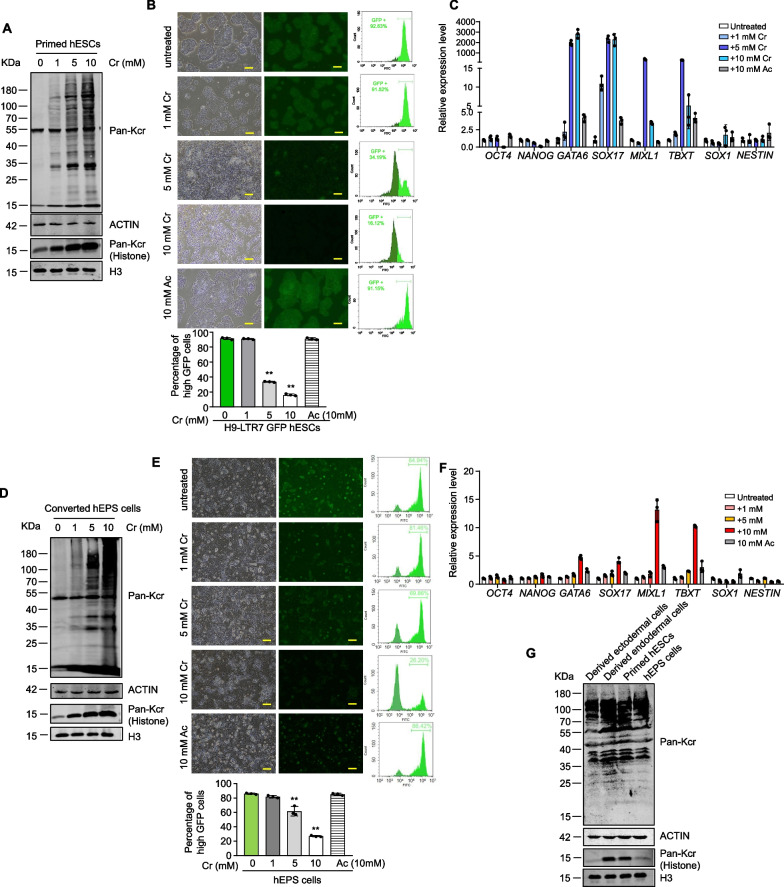
Increased protein crotonylation upon crotonate treatment promotes hESC differentiation into the endodermal lineage. **A** H9-LTR7 GFP hESCs were cultured in different concentrations of crotonate for 24 h before being harvested for western blotting as indicated. **B** H9-LTR7 GFP hESCs were cultured in different concentrations of crotonate for 12 days before analysis by microscopy (left) and flow cytometry (right). The percentage of GFP-expressing cells was plotted below. Cells cultured without crotonate or with 10 mM acetate (Ac) for 12 days served as controls. Scale bar, 100 μm. Error bars represent mean ± S.D. (*n* = 3 independent experiments). Significance was calculated using unpaired *t* test. **p < 0.01. **C** Cells from **B** were analyzed by RT-qPCR for marker gene expression. *OCT4* and *NANOG*, pluripotency markers. *GATA6* and *SOX17*, endoderm markers. *MIXL1* and *TBXT*, mesoderm markers. *SOX1* and *NESTIN*, ectoderm markers. Error bars represent mean ± S.D. (*n* = 3 independent experiments). **D** hEPS cells derived from reporter hESCs were cultured and western blotted as described in **A**. **E**, **F** hEPS cells derived from reporter hESCs were treated as described in **B** and similarly harvested for microscopy and flow cytometry **E** and RT-qPCR analysis **F**. Scale bar, 100 μm. Error bars represent mean ± S.D. (*n* = 3 independent experiments). Significance was calculated using unpaired *t* test. **p < 0.01. **G** H9-LTR7 GFP hESCs, converted EPS cells, and ectoderm and endoderm cells derived from the reporter hESCs were western blotted with the indicated antibodies

### Crotonate-treated hESCs show reduced glycolysis and enhanced tricarboxylic acid (TCA) cycle

During aerobic respiration, glucose is converted through glycolysis into pyruvate, which delivers the acetyl group to the TCA cycle for energy production [57]. The pyruvate dehydrogenase reaction removes the carboxyl group to form acetyl-CoA, thus providing the primary link between glycolysis and the TCA cycle (Fig. 3A). A metabolic switch with decreased glycolysis and elevated oxidative phosphorylation can occur during hESC differentiation into endodermal cells [10, 11]. Indeed, when we performed the seahorse metabolic assays, endodermal cells derived from Activin A treatment exhibited lower extracellular acidification rate (ECAR) as well as lower glycolytic rate and capacity compared with untreated hESCs (Fig. 3B, C). Importantly, coronate-treated reporter hESCs too showed down-regulated ECAR, glycolytic rate, and glycolytic capacity, indicating reduced glycolysis with crotonate treatment.

**Fig. 3:**
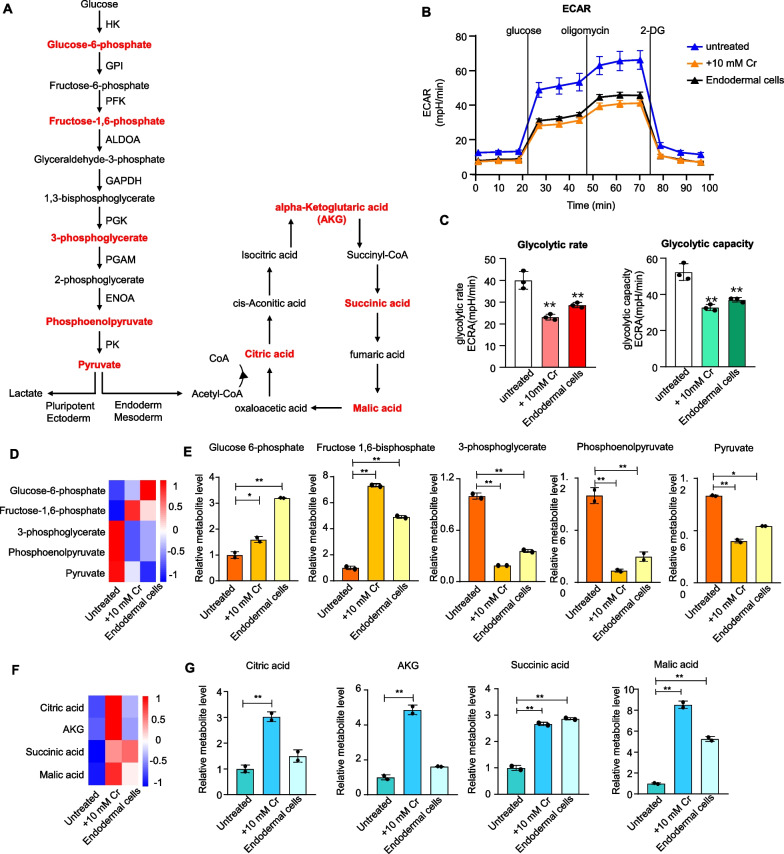
Crotonate treatment leads to reduced glycolysis and enhanced TCA cycle. **A** Key metabolic intermediates in glycolysis and the TCA cycle are shown. Red, intermediates measured by HPIC-MRM-MS/MS. **B** Extracellular acidification rate (ECAR) analysis of untreated H9-LTR7 GFP cells, endodermal cells, and reporter hESCs treated with 10 mM crotonate for 12 days. Glucose (10 mM), oligomycin (1 mM), and 2-deoxyglucose (2-DG, 50 mM) were added as indicated. **C** Glycolytic rates and glycolytic capacity (ECAR following oligomycin) for untreated H9-LTR7 GFP cells, endodermal cells, and reporter hESCs treated with 10 mM crotonate for 12 days. Error bars represent mean ± S.D. (*n* = 3 independent experiments). Significance was calculated using unpaired *t* test. **p < 0.01. **D**, **E** Reporter hESCs were cultured in crotonate-containing media (10 mM) for 12 days before targeted metabolomic analysis. Untreated cells and endodermal cells differentiated from the reporter hESCs were used as controls. Levels of the measured intermediates were normalized to standards. The results for several glycolytic intermediates and the end product pyruvate were compared across samples in a heatmap (**D**) or individually plotted (**E**). Error bars represent mean ± S.D. (*n* = 3 independent experiments). Significance was calculated using unpaired *t *test. *p < 0.05; **p < 0.01. **F**, **G** Based on metabolomic data, results for several TCA cycle intermediates were compared across samples in a heatmap (**F**) or individually plotted (**G**). Error bars represent mean ± S.D. (*n* = 3 independent experiments). Significance was calculated using unpaired *t* test. *p < 0.05; **p < 0.01

We next investigated whether such metabolic changes were accompanied by the concurrent increase/decrease of specific intermediate metabolites. To this end, we carried out targeted metabolomic studies by HPIC-MRM-MS/MS to measure the levels of key intermediate metabolites in glycolysis and the TCA cycle. For controls, we again used untreated hESCs as well as endoderm cells derived from the reporter hESCs. Consistent with previous findings, the derived endodermal cells showed an accumulation of upstream glycolytic intermediates (e.g., glucose 6-phosphate and fructose 1,6-bisphosphate) and a corresponding decrease in downstream intermediates (e.g., 3-phosphoglycerate and phosphoenolpyruvate) as well as the end product pyruvate (Fig. 3D, E), suggesting reduced glycolysis. Crotonate treatment in hESCs led to similar shifts in the glycolytic pathway. When metabolites of the TCA cycle were determined, a specific accumulation of alpha-ketoglutaric acid and citric acid was seen with crotonate treatment. Crotonate-treated cells and to a lesser extent the derived endodermal cells exhibited enhanced flux through the TCA cycle relative to untreated hESCs (Fig. 3F, G), indicating more active TCA cycle in these cells. Together, these results show that increased crotonylation and induced differentiation are both associated with a shift from glycolysis to oxidative phosphorylation in crotonate-treated hESCs.

### Large-scale identification of lysine-crotonylated proteins in hESCs

The relative concentration of intermediate metabolites (e.g., acetyl-CoA vs. crotonyl-CoA) directly impacts the rate and extent of protein acylation. Addition of acetate, the acetyl-CoA precursor, could increase glycolysis and global protein acetylation, accompanied by delayed differentiation of primed hESCs [20]. Similarly, adding crotonate to cells could increase global protein crotonylation [28, 32]. In hESCs, drastically increased crotonylation of non-histone proteins was clearly evident upon crotonate treatment (Fig. 2A). We speculated that crotonylation of non-histone proteins must also be crucial to the differentiation induction process, given the markedly changed levels of metabolic intermediates upon crotonate addition. To uncover the identities of such proteins, we performed proteomic analysis by LC–MS/MS and enriched for crotonylated peptides/proteins with the pan anti-Kcr antibody following tryptic digestion (Fig. 4A). In the absence of crotonate, five proteins (TBA1C, FLNA, RYR2, APBP2, and RS24) were found to be crotonylated. That number increased to 53 with crotonate treatment where only TBA1C and APBP2 appeared in both sets (Additional file 2: Table S5). The list also contains known crotonylated proteins such as histone H2B1 and nucleophosmin 1 (NPM1) [32]. It is clear that functionally diverse proteins undergo crotonylation in crotonate-treated primed hESCs, including those involved in nucleosome organization, chromatin assembly or disassembly, and DNA packaging (Fig. 4B).

**Fig. 4:**
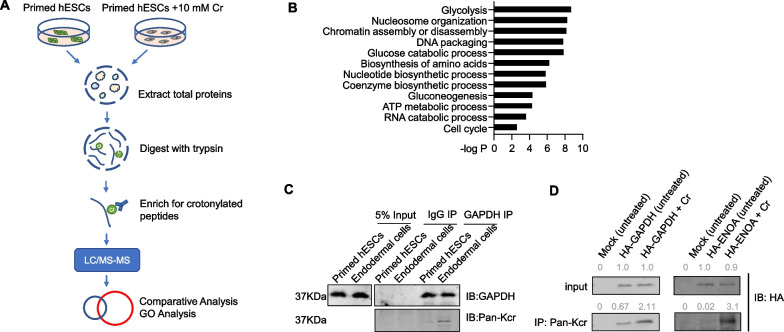
Large-scale analysis of lysine-crotonylated proteins in crotonate-treated hESCs identifies glycolytic enzymes as major targets. **A** Reporter hESCs were cultured in crotonate-containing media (10 mM) for 12 days before being harvested along with untreated hESCs for protein extraction and peptic digest. Crotonylated peptides were enriched with an anti-Kcr antibody before LC/MS–MS analysis. **B** GO analysis of crotonylated proteins in response to crotonate treatment that were identified by LC/MS–MS. **C** H9-LTR7 GFP reporter hESCs and endodermal cells derived from the reporter cells were immunoprecipitated (IP) with an anti-GAPDH antibody. The immuoprecipitates were then western blotted as indicated. IgG served as a negative control. **D** Reporter hESCs stably expressing HA-tagged GAPDH (left) or ENOA (right) were cultured in crotonate-containing media (10 mM) for 24 h before being harvested for IP with the anti-Kcr antibody and western blotting with an anti-HA antibody. Parental (Mock) and untreated cells served as controls

Of the many candidates in our list, we decided to focus on proteins with enzymatic activities, because small-molecule inhibitors/activators may be available or developed to manipulate their activities. In particular, metabolic enzymes GAPDH and ENOA, which participate in glycolysis and glucose catabolic processes, were highly enriched (Fig. 4B, Additional file 2: Table S6). Epigenetic modifications of GAPDH (acetylation [58, 59] or malonylation [60]) and ENOA (acetylation [58] or crotonylation [61]) have been shown to affect their activities in response to glucose, suggesting that these enzymes may be prime PTM targets for controlling glycolysis. In crotonate-treated cells, crotonylation of metabolic enzymes may thus facilitate the metabolic shifts necessary for hESC differentiation. To explore this idea further, we first immunoprecipitated GAPDH from endodermal cells and untreated reporter hESCs for western blotting with the anti-Kcr antibody. As shown in Fig. 4C, we could readily detect crotonylated GAPDH in endodermal cells but the signal was nearly negligible in untreated hESCs. We reasoned that the difficulty in detecting endogenous GAPDH crotonylation in untreated hESCs might be because the level of endogenous GAPDH crotonylation in these cells was below the detection threshold of the anti-Kcr antibody. Additionally, although we tested several antibodies against ENOA, none worked well in immunoprecipitation assays. We therefore generated reporter hESCs that stably expressed HA-tagged GAPDH or ENOA and immunoprecipitated these tagged proteins using the anti-Kcr antibody. Even without crotonate treatment, the anti-Kcr antibody could bring down both HA-GAPDH and HA-ENOA, whose signals increased further with crotonate treatment (Fig. 4D).

To further investigate GAPDH crotonylation during crotonate-induced hESC differentiation, we immunoprecipitated GAPDH at different time points following crotonate addition (Additional file 1: Fig. S3A). GAPDH crotonylation could be clearly detected by day 3, which continued to rise with further treatment. In line with these results, the decrease in the glycolytic rate of these cells began to decrease at day 2 and became more obvious by day 3 (Additional file 1: Figs. S3B-C). By day 6, the rate had dropped to a level similar to that seen in endodermal cells. A similar pattern was seen in the glycolytic capacity of the treated cells (Additional file 1: Figs. S3B-C). These results together support the idea that glycolytic enzymes such as GAPDH and ENOA could be crotonylated in cells and that changes in their crotonylation levels may contribute to metabolic shifts during lineage-specific hESC differentiation.

### Crotonylation regulates the enzymatic activity of GAPDH

p300 has been identified as a crotonyltransferase that can catalyze in vitro histone crotonylation in the presence of crotonyl-CoA. We therefore examined whether p300 could similarly modify GAPDH in in vitro crotonylation reactions using recombinant GAPDH and p300. Indeed, in the presence of crotonyl-CoA, robust crotonylation of GAPDH could be detected (Fig. 5A). Next, we assessed the catalytic activity of in vitro modified GAPDH using NAD^+^ as a substrate. Compared to unmodified GAPDH, the ability of GAPDH to convert NAD^+^ significantly decreased in the presence of both p300 and crotonyl-CoA (Fig. 5B). We similarly analyzed ENOA and found that it too could be crotonylated in vitro (Additional file 1: Fig. S3D). Unlike GAPDH, crotonylation appeared to have minimal effect on ENOA activity using D-2-phosphoglycerate as a substrate (Additional file 1: Fig. S3E). Next, we examined the enzymatic activities of in vivo crotonylated GAPDH and ENOA using crotonate-treated reporter hESCs. For comparison, untreated hESCs and derived endodermal cells were included as well. In the case of ENOA, crotonate treatment led to a 50% increase in ENOA activity and differentiated cells exhibited slightly higher activities than untreated hESCs (Additional file 1: Fig. S3F). In contrast, crotonate treatment of hESCs lowered GAPDH activity by ~ 50% in hESCs, to levels similar to that found in the differentiated endodermal cells (Fig. 5C). This decrease is consistent with the observed accumulation of glycolytic metabolites glucose 6-phosphate and fructose 1,6-bisphosphate as well as the reduction of pyruvate levels in crotonate-treated hESCs (Fig. 3C), and points to GAPDH as the major glycolytic enzyme whose activity is tightly regulated by crotonylation during hESC differentiation to the endoderm lineage.

**Fig. 5:**
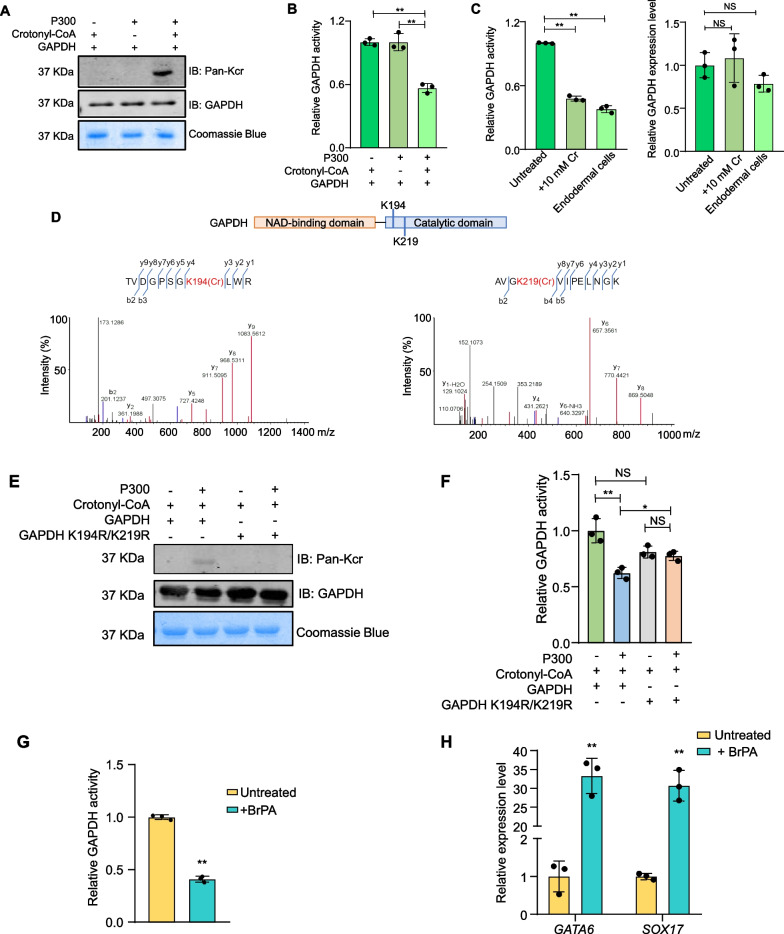
Crotonylation of GAPDH reduces its catalytic activity. **A**, **B** Recombinant GAPDH was incubated with crotonyl-CoA and recombinant p300 and then analyzed by western blotting with the indicated antibodies (**A**) or assessed for GAPDH activity (NAD^+^ conversion rate) (**B**). Coomassie blue staining served as loading control. Error bars represent mean ± S.D. (*n* = 3 independent experiments). Significance was calculated using unpaired *t* test. **p < 0.01. **C** H9-LTR7 GFP hESCs were treated with 10 mM crotonate for 12 days and then harvested to assess the enzymatic activity (NAD^+^ conversion rate) of in vivo crotonylated GAPDH. Untreated cells and endodermal cells derived from the reporter cells served as controls. Error bars represent mean ± S.D. (*n* = 3 independent experiments). Significance was calculated using unpaired *t* test. **p < 0.01. **D** LC–MS/MS identified two potential crotonylation sites on GAPDH. Their respective MS/MS spectra are shown as well. **E**, **F** Recombinant His-tagged wild-type and mutant GAPDH proteins were purified from *E.coli* (BL21) and incubated with crotonyl-CoA and recombinant p300. The reaction products were either resolved by SDS-PAGE and probed with the indicated antibodies (**E**) or assessed for GAPDH activity (NAD^+^ conversion rate) (**F**). Coomassie blue staining served as loading control. Error bars represent mean ± S.D. (*n* = 3 independent experiments). Significance was calculated using unpaired *t* test. *p < 0.05; **p < 0.01. NS, not significant. **G**, **H** H9-LTR7 GFP hESCs were cultured with or without 5 μM 3-BrPA for 16 days before being collected for GAPDH activity assessment (NAD^+^ conversion rate) (**G**) or RT-qPCR analysis of marker gene expression (**H**). Error bars represent mean ± S.D. (*n* = 3 independent experiments). Significance was calculated using unpaired *t* test. **p < 0.01

MS analysis identified two potential in vivo crotonylation sites on GAPDH (K194 and K219), both of which are located in the catalytic domain (Fig. 5D). We therefore generated a GAPDH mutant in which both lysines were mutated to arginine (K194R/K219R). As shown in Fig. 5E, mutating the two residues abolished the ability of p300 to crotonylate GAPDH in vitro. Next, we assessed the catalytic activity of wildtype vs. mutant GAPDH (Fig. 5F). In the absence of p300, the double mutant appeared to be slightly reduced in its ability to convert NAD^+^, although this decrease was not statistically significant. Unlike wildtype GAPDH and the single-point mutants (K194 or K219) of GAPDH, whose activities were decreased by crotonylation (Additional file 1: Fig. S3G), the activity of the GAPDH K194R/K219R double mutant remained relatively constant regardless of the presence of p300 (Fig. 5F). These results indicate that the two lysine residues could indeed be crotonylated in vitro and their crotonylation helped regulate GAPDH activity. Given the increased reliance on the TCA cycle rather than glycolysis in crotonate-treated hESCs, we reasoned that modulating GAPDH activity might affect hESC pluripotency. To test this idea, we examined reporter hESCs that had been cultured long term in the presence of the alkylating agent 3-bromo pyruvate (3-BrPA), a glycolytic enzyme inhibitor for which GAPDH is the preferred and primary target [62–64]. Here, 3-BrPA treatment was able to diminish GAPDH activity by > 50% (Fig. 5G). When we measured marker gene expression by RT-qPCR, we found > 30-fold increase in the expression of *GATA6* and *SOX17* in cells treated with 3-BrPA (Fig. 5H). The above findings suggest that modulating GAPDH activity can directly promote endoderm gene expression and provide further evidence that crotonylation of GAPDH may be part of the regulatory process that facilitates the metabolic switch during endodermal differentiation from hESCs.

### Crotonylation of GAPDH is important to endoderm differentiation from hESCs

Although GAPDH is an abundant protein and often used as a loading control, its expression is actually tightly regulated [65] and can vary considerably between different cell types and tissues [66]. When we knocked down (KD) endogenous GAPDH in the reporter hESCs, efficient inhibition of endogenous GAPDH expression could be observed (Fig. 6A–C), which was accompanied by a decrease in GAPDH enzymatic activity in the KD cells. Concurrently, these cells also showed increased endodermal and mesodermal marker gene expression and down-regulated pluripotency marker gene expression (Fig. 6D), adding further evidence that inhibition of GAPDH expression and activity could promote the differentiation of hESCs towards the endodermal lineage. Moreover, the GAPDH KD hESCs appeared more sensitive to crotonate treatment, where highly upregulated endodermal marker gene expression and downregulated pluripotency marker gene expression could be detected by day 6 of treatment (Fig. 6E, F). These results combined support a role of GAPDH in the regulation of hESC lineage-specific differentiation.

**Fig. 6:**
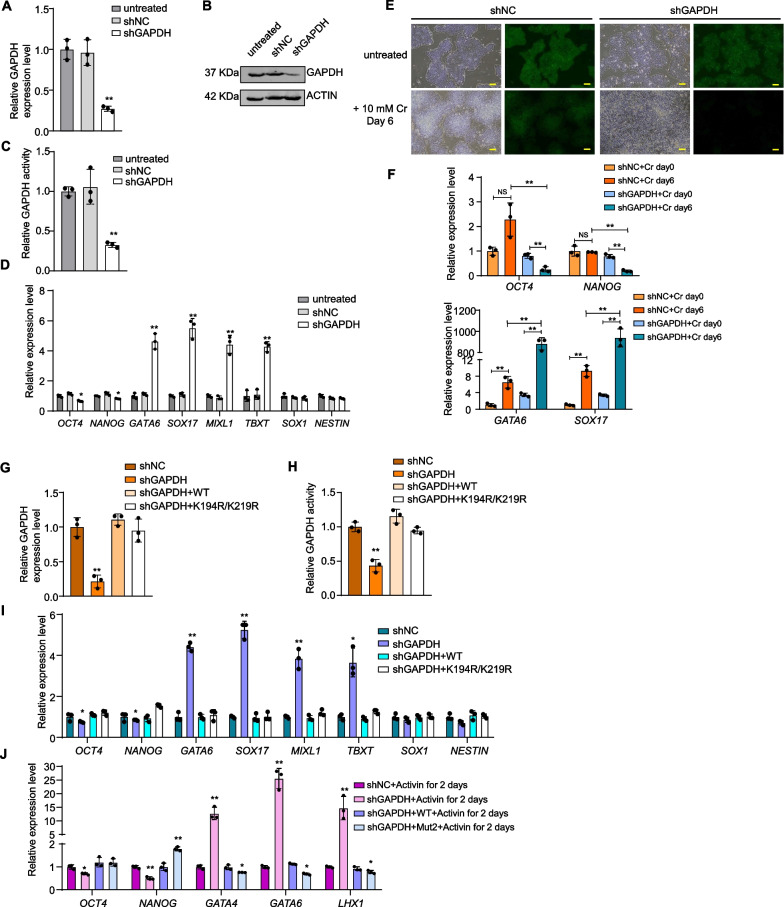
Inhibition of GAPDH expression and/or crotonylation impacts hESC differentiation into the endodermal lineage. **A** shRNA knockdown (KD) of GAPDH (shGAPDH) in H9-LTR7 GFP cells was assessed by RT-qPCR analysis. shNC, non-targeting shRNA. Error bars represent mean ± S.D. (*n* = 3 independent experiments). Significance was calculated using unpaired *t* test. **p < 0.01. **B** KD efficiency was determined by western blotting using the indicated antibodies. **C** GAPDH activity was assessed as described above. Error bars represent mean ± S.D. (*n* = 3 independent experiments). Significance was calculated using unpaired *t* test. **p < 0.01. **D** RT-qPCR analysis of the expression of the indicated marker genes in control and KD cells. *OCT4* and *NANOG*, pluripotency markers. *GATA6* and *SOX17*, endoderm markers. *MIXL1* and *TBXT*, mesoderm markers. *SOX1* and *NESTIN*, ectoderm markers. Error bars represent mean ± S.D. (*n* = 3 independent experiments). Significance was calculated using unpaired *t* test. *p < 0.05; **p < 0.01. **E** GAPDH KD reporter cells were cultured in 10 mM crotonate for 6 days before analysis by microscopy. Untreated cells served as control. Scale bar, 100 μm. **F** RT-qPCR analysis of the indicated marker genes using cells from (**E**). *OCT4* and *NANOG*, pluripotency markers. *GATA6* and *SOX17*, endoderm markers. Error bars represent mean ± S.D. (*n* = 3 independent experiments). Significance was calculated using unpaired *t* test. NS, not significant, **p < 0.01. **G**, **H** GAPDH KD cells stably expressing wildtype or K194R/K219R double mutant GAPDH were examined for GAPDH expression by RT-qPCR (**G**) and GAPDH activity (**H**). Error bars represent mean ± S.D. (*n* = 3 independent experiments). **I** RT-qPCR analysis of the expression of the indicated marker genes in control, KD cells, and GAPDH KD cells stably expressing wildtype or K194R/K219R double mutant GAPDH. Error bars represent mean ± S.D. (*n* = 3 independent experiments). Significance was calculated using unpaired *t* test. *p < 0.05; **p < 0.01. **J** Cells from **G** were cultured in regular endoderm differentiation medium for 2 days before expression analysis of the indicated marker genes. *OCT4* and *NANOG*, pluripotency markers. *GATA4*, *GATA6,* and *LHX1*, endoderm markers. Error bars represent mean ± S.D. (*n* = 3 independent experiments). Significance was calculated using unpaired *t* test. *p < 0.05; **p < 0.01

Next, we stably expressed wildtype GAPDH and the K194R/K219R double mutant in the KD cells. Exogenous GAPDH was able to restore both expression and activity of GAPDH in the KD cells (Fig. 6G, H). Importantly, when cultured in hESC maintenance medium without crotonate, GAPDH KD-induced increase in endodermal lineage marker expression could be reversed with the rescue expression of both wildtype and double mutant GAPDH (Fig. 6I). These findings are consistent with our BrPA treatment data and provide further evidence that blocking GAPDH activity could promote endodermal cell lineage differentiation. Moreover, when wildtype GAPDH rescued cells were maintained in endodermal differentiation medium, the expression of endodermal (e.g., *GATA4, GATA6,* and *LHX1*) and pluripotency marker genes was similar to that in parental hESCs (Fig. 6J). On the other hand, in KD cells rescued with mutant GAPDH, endodermal marker gene expression decreased slightly and the expression of the pluripotency marker *NANOG* was elevated. These results collectively underline the importance of GAPDH activity regulation and demonstrate that disrupting GAPDH crotonylation could negatively impact endodermal differentiation from hESCs.

## Discussion

The heterogeneity of hESCs has long been a challenge in both developmental studies and clinical applications, where directional differentiation from homogenous cell populations is highly desirable but difficult to achieve. We found that during crotonate-induced hESC differentiation towards the endodermal lineage, cells exhibited highly elevated crotonylation of both histone and non-histone proteins, global gene expression changes, and metabolic pathway switching. Our study highlights the complex and interconnected events that have to occur upon crotonate treatment-induced differentiation of hESCs. The importance of maintaining the equilibrium between small-molecule metabolic intermediates is becoming increasingly appreciated. Often these metabolites can serve as PTM substrates and/or co-factors thereby providing pivotal links between metabolic processes in the cytoplasm and gene expression regulation in the nucleus. In this study, we focused on the role of non-histone protein crotonylation.

Since its discovery, studies of crotonylation have largely focused on histones [27, 32, 34]. Abundant histone crotonylation in the human genome is generally associated with active chromatin [27, 67], and plays an important role in spermatogenesis [28, 39], kidney injury [68], HIV latency [69], and ESC differentiation [32, 33]. In our study, metabolic enzymes appear to be major targets of induced crotonylation as well in hESCs. Interestingly, although the two glycolytic enzymes GAPDH and ENOA could both be crotonylated in vivo and exhibited increased crotonylation upon crotonate treatment, the activity of GAPDH, but not ENOA, was sensitive to levels of crotonylation. When we mutated the two potential crotonylation sites within the GAPDH catalytic domain, the activity of GAPDH became refractory to crotonate treatment. These results are supported by the increase/decrease in glycolytic intermediate metabolites up- and downstream of GAPDH from our metabolomic analysis. Published reports have shown that GAPDH acetylation can enhance its activity in response to glucose [32, 58]. Here, we found that GAPDH crotonylation decreased its catalytic activity, which in turn led to changes during hESC endodermal cell differentiation. Taken together, these observations point to GAPDH as a critical player in regulating hESC pluripotency and promoting endoderm differentiation, and in mediating metabolic switching in response to differentiation-inducing signals. Recently, another group showed that other glycolytic enzymes (e.g., hexokinase 2 and phosphoglycerate kinase 1) could also be crotonylated [70], adding further support to the role of crotonylation in regulating metabolic function in pluripotent stem cells.

The ability to obtain hESCs that are in a more naïve pluripotent state has enabled the investigation of aspects of human development not possible in primed hESCs. EPS cells are thought to have naïve-like cell morphology and in a more pluripotent state. The H9 cells are considered to be in a primed state and therefore more “susceptible” to differentiation induction by exogenous factors. Given that the various interconvertible pluripotency states, we found EPS cells responded to crotonate treatment differently from primed hESCs. 

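Over all measured genes, the changes with crotonate differed by at least 2-fold between primed hESCs and hEPS cells for 3788 of 13452 genes, 1852 of them with the larger value in primed hESCs and 1936 with the larger value in hEPS cells. No test of these differences was possible with 1 value per group. COL3A1, CRHBP, HAPLN1, HAND1 and RSPO3, a secreted enhancer of WNT signalling, had the 5 largest differences towards primed hESCs. RSPO3 was 0.0132 FPKM in untreated and 76.7 FPKM in crotonate-treated primed hESCs, and 24.7 FPKM and 4.06 FPKM in hEPS cells. COL3A1 was 2.70 and 1.39 FPKM in hEPS cells, and CRHBP 0.178 and 2.32 FPKM. POU5F1, LCK, RAB17, CER1 and FZD5 had the 5 largest differences towards hEPS cells. FZD5, a receptor of WNT ligands, was 15.2 and 0.393 FPKM in primed hESCs but 16.2 and 116 FPKM in hEPS cells. LCK, a tyrosine kinase best known from T cells, was 40.5 and 0.2001 FPKM in primed hESCs and 2.86 and 13.6 FPKM in hEPS cells. RAB17, a small GTPase of epithelial membrane traffic, was 21.0 and 1.38 FPKM in primed hESCs and 8.41 and 96.5 FPKM in hEPS cells. Of 11 measured Nodal and Activin targets in primed hESCs, 5 were called higher and FOXH1, LEFTY1, NODAL and TDGF1 lower (median log2 change -0.032, above 49.7% of the random lists, and 0.21 without the filter and -0.14 with quantile normalization). The Nodal co-receptor gene TDGF1 fell from 299 to 14.7 FPKM, as did LEFTY1 (9.48 to 1.16 FPKM). NODAL was added after its values were seen.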

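Some lineage genes stood at other levels in crotonate-treated hESCs than in endodermal cells. GATA6 was 3.40 FPKM in endodermal cells, LHX1 0.420 FPKM and HHEX 0.177 FPKM, each lower than in crotonate-treated hESCs, and GATA4 was 99.9 FPKM. HAND1 was 229 FPKM and COL3A1 955 FPKM in endodermal cells, and POU5F1 was 0.809 FPKM. TFAP2A, a transcription factor of surface ectoderm, amnion and neural crest, was 0.171 FPKM in crotonate-treated hESCs and 40.2 FPKM in endodermal cells. ACTA2, the gene of smooth muscle actin, was 54.8 and 393 FPKM. HAPLN1 was 98.6 FPKM and IGF2 319 FPKM in endodermal cells. These levels come from separate tables and were compared by value alone, without a fold or a test.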

Crotonate-treated hESCs resemble endodermal cells in terms of transcriptomic and metabolomic profiles, suggesting that elevating protein crotonylation inside cells may be employed in in vitro differentiation protocols using hESCs of different pluripotent states. This PTM manipulation may be done in conjunction with glycolytic inhibitors, which can further alter the activities of glycolytic enzymes and drive hESCs towards metabolic pathways conducive to germ layer-specific differentiation. Further studies in these areas promise to uncover additional parameters for establishing such protocols and prove beneficial to clinical applications that require pluripotent stem cells.

## Conclusions

Crotonylation of GAPDH decreased its enzymatic activity thereby leading to reduced glycolysis during endodermal differentiation from hESCs.

## Supplementary Information

**Additional file 1**. **Figure S1** (A, B) H9-LTR7 GFP reporter hESCs were cultured first in LCDM medium for 15 passages to derive EPS cells that were immunostained with antibodies against NANOG (A) or OCT4 (B). Primed reporter hESCs served as controls. Scale bars, 100 μm. (C, D) Primed H9-LTR7 GFP reporter hESCs were differentiated as shown. (E, F) The differentiated endodermal cells (E) and ectodermal cells (F) were analyzed by microscopy. (G, H) RT-qPCR assays for lineage marker expression in endodermal cells (G) and ectodermal cells (H) were shown. *OCT4*, *NANOG* and *SOX2* pluripotency markers. *GATA4*, *GATA6* and *SOX17*, endoderm markers. *SOX1*, *NESTIN* and *PAX6*, ectoderm markers. Primed reporter hESCs served as controls. Scale bars, 100 μm. Error bars represent mean ± S.D. (*n* = 3 independent experiments). **Figure S2** (A) The mouse embryonic stem cell line E14 was cultured in the presence of crotonate at the indicated concentrations for 24 h. Whole-cell lysates were probed with the indicated antibodies. (B–F) E14 cells treated for 3 days with the indicated concentrations of acetate or crotonate were examined under microscopes (scale bars of 100 μm) (B). The percentages of naïve and differentiated clones were quantitated and graphed (200 clones/group) for cells treated with acetate (C) or crotonate (D). RT-qPCR analysis of the indicated marker genes was carried out using cells treated with acetate (E) or crotonate (F). Oct4 and Nanog, pluripotency markers. Gata6 and Sox17, endoderm markers. Mixl1 and Cd34, mesoderm markersFull. Sox1 and Nestin, ectoderm markers. Error bars represent mean ± S.D. (*n* = 3 independent experiments). **Figure S3** (A) H9-LTR7 GFP reporter hESCs and hESCs treated with crotonate for 1–6 days were immunoprecipitated (IP) with anti-GAPDH antibody. The immuoprecipitates were then western blotted as indicated. IgG served as a negative control. (B) Extracellular acidification rate (ECAR) analysis of endodermal cells and hESCs treated with 10 mM crotonate for different time points (day 0, day 1, day 2, day 3, day 6, day 12). Glucose (10 mM), oligomycin (1 mM), and 2-deoxyglucose (2-DG, 50 mM) were used. (C) Glycolytic rates and glycolytic capacity for endodermal cells and hESCs treated with 10 mM crotonate for 0 day, 1 day, 2 days, 3 days, 6 days and 12 days. Error bars represent mean ± S.D. (*n* = 3 independent experiments). Significance was calculated using unpaired *t* test. *p < 0.05; **p < 0.01. (D, E) Recombinant ENOA was incubated with crotonyl-CoA and recombinant p300 and analyzed by western blotting with the indicated antibodies (D) or assessed for ENOA activity (E). Coomassie blue staining served as loading control. Error bars represent mean ± S.D. (*n* = 3 independent experiments). (F) H9-LTR7 GFP hESCs were treated with 10 mM crotonate for 12 days and then harvested to assess the activity of in vivo crotonylated ENOA. Untreated cells and endodermal cells derived from the reporter cells served as controls. Error bars represent mean ± S.D. (*n* = 3 independent experiments). (G) Recombinant His-tagged wild-type, single and double point mutant GAPDH proteins were purified from *E.coli* (BL21), incubated with crotonyl-CoA and recombinant p300 and assessed for GAPDH activity. NS, not significant. **p < 0.01.

**Additional file 2. Table S1.** Up-regulated genes in crotonate treated H9-LTR7 GFP cells; **Table S2.** Down-regulated genes in crotonate treated H9-LTR7 GFP cells; **Table S3.** Up-regulated genes in crotonate treated hEPS cells; **Table S4.** Down-regulated genes in crotonate treated hEPS cells; **Table S5.** Large-scale analysis of lysine crotonylated proteins in crotonate treated pluripotent stem cells; **Table S6.** Gene ontology analysis of crotonylated proteins in response to crotonate treatment that were identified by LC/MS-MS; **Table S7.** Quantitative PCR primers used in this study.

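Tables S1 to S4 list, for each gene called by the authors, the normalized counts with and without crotonate and a fold change with its p-value. Tables S1 and S2 were read as the first 1998 rows of each, of 2952 and 2306 rows, so no overlap or enrichment was computed on them. Tables S3 and S4 were read in full, with 436 and 110 rows. Of the rows read, 1998, 1995, 410 and 96 symbols were found in the FPKM tables, and the FPKM ratio went the same way as the table's fold for 1998, 1995, 408 and 91 of them. By the rule of at least 2-fold on the log2(FPKM + 1) scale, 1581, 1410, 354 and 77 of these genes were called in the same direction. In hEPS cells this rule called 1193 genes higher and 428 lower, so most of its calls are not in Tables S3 and S4. The authors' lists also rest on a p-value, and no test of the FPKM values was possible here. The collagen gene COL3A1 heads Table S1, and the metalloproteinase gene MMP9 heads Table S3.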

## Data Availability

All proteomics data from this study were uploaded to the ProteomeXchange Consortium via the PRIDE repository with the identifier PXD027007. The RNA transcriptomic sequencing data discussed in this publication have been deposited in NCBI's Gene Expression Omnibus and are accessible through GEO Series accession number GSE214619.

## Abbreviations

ESCs: Embryonic stem cells
hESCs: Human embryonic stem cells
PTMs: Post-translational modifications
Ac-CoA: Acetyl-CoA
EPS: Extended pluripotent stem
TCA: Tricarboxylic acid
ECAR: Extracellular acidification rate
3-BrPA: 3-Bromo pyruvate
GAPDH: Glyceraldehyde-3-phosphate dehydrogenase
ENOA: Enolase a

## References

[1] Evans MJ, Kaufman MH (1981). Establishment in culture of pluripotential cells from mouse embryos. Nature.

[2] Martin GR (1981). Isolation of a pluripotent cell line from early mouse embryos cultured in medium conditioned by teratocarcinoma stem cells. Proc Natl Acad Sci U S A.

[3] Thomson JA, Itskovitz-Eldor J, Shapiro SS, Waknitz MA, Swiergiel JJ, Marshall VS, Jones JM (1998). Embryonic stem cell lines derived from human blastocysts. Science.

[4] Varum S, Rodrigues AS, Moura MB, Momcilovic O, Easley CA, Ramalho-Santos J, Van Houten B, Schatten G (2011). Energy metabolism in human pluripotent stem cells and their differentiated counterparts. PLoS ONE.

[5] Zhou WY, Choi M, Margineantu D, Margaretha L, Hesson J, Cavanaugh C, Blau CA, Horwitz MS, Hockenbery D, Ware C, Ruohola-Baker H (2012). Hif1 alpha induced switch from bivalent to exclusively glycolytic metabolism during Esc-to-Episc/Hesc transition. EMBO J.

[6] Zhang J, Khvorostov I, Hong JS, Oktay Y, Vergnes L, Nuebel E, Wahjudi PN, Setoguchi K, Wang G, Do A, Jung HJ, McCaffery JM, Kurland IJ, Reue K, Lee WN, Koehler CM, Teitell MA (2016). Ucp2 regulates energy metabolism and differentiation potential of human pluripotent stem cells. EMBO J.

[7] Perestrelo T, Correia M, Ramalho-Santos J, Wirtz D (2018). Metabolic and mechanical cues regulating pluripotent stem cell fate. Trends Cell Biol.

[8] Chung S, Arrell DK, Faustino RS, Terzic A, Dzeja PP (2010). Glycolytic network restructuring integral to the energetics of embryonic stem cell cardiac differentiation. J Mol Cell Cardiol.

[9] Prigione A, Fauler B, Lurz R, Lehrach H, Adjaye J (2010). The senescence-related mitochondrial/oxidative stress pathway is repressed in human induced pluripotent stem cells. Stem Cells.

[10] Gu W, Gaeta X, Sahakyan A, Chan AB, Hong CS, Kim R, Braas D, Plath K, Lowry WE, Christofk HR (2016). Glycolytic metabolism plays a functional role in regulating human pluripotent stem cell state. Cell Stem Cell.

[11] Cliff TS, Wu T, Boward BR, Yin A, Yin H, Glushka JN, Prestegaard JH, Dalton S (2017). Myc controls human pluripotent stem cell fate decisions through regulation of metabolic flux. Cell Stem Cell.

[12] Zhu S, Li W, Zhou H, Wei W, Ambasudhan R, Lin T, Kim J, Zhang K, Ding S (2010). Reprogramming of human primary somatic cells by Oct4 and chemical compounds. Cell Stem Cell.

[13] Panopoulos AD, Yanes O, Ruiz S, Kida YS, Diep D, Tautenhahn R, Herrerias A, Batchelder EM, Plongthongkum N, Lutz M, Berggren WT, Zhang K, Evans RM, Siuzdak G, Belmonte JCI (2012). The metabolome of induced pluripotent stem cells reveals metabolic changes occurring in somatic cell reprogramming. Cell Res.

[14] Folmes CDL, Arrell DK, Zlatkovic-Lindor J, Martinez-Fernandez A, Perez-Terzic C, Nelson TJ, Terzic A (2013). Metabolome and metaboproteome remodeling in nuclear reprogramming. Cell Cycle.

[15] Folmes CDL, Martinez-Fernandez A, Faustino RS, Yamada S, Perez-Terzic C, Nelson TJ, Terzic A (2013). Nuclear reprogramming with C-Myc potentiates glycolytic capacity of derived induced pluripotent stem cells. J Cardiovasc Transl Res.

[16] Wellen KE, Hatzivassiliou G, Sachdeva UM, Bui TV, Cross JR, Thompson CB (2009). Atp-citrate lyase links cellular metabolism to histone acetylation. Science.

[17] Zhang J, Nuebel E, Daley GQ, Koehler CM, Teitell MA (2012). Metabolic regulation in pluripotent stem cells during reprogramming and self-renewal. Cell Stem Cell.

[18] Shiraki N, Shiraki Y, Tsuyama T, Obata F, Miura M, Nagae G, Aburatani H, Kume K, Endo F, Kume S (2014). Methionine metabolism regulates maintenance and differentiation of human pluripotent stem cells. Cell Metab.

[19] Carey BW, Finley LW, Cross JR, Allis CD, Thompson CB (2015). Intracellular alpha-ketoglutarate maintains the pluripotency of embryonic stem cells. Nature.

[20] Moussaieff A, Rouleau M, Kitsberg D, Cohen M, Levy G, Barasch D, Nemirovski A, Shen-Orr S, Laevsky I, Amit M, Bomze D, Elena-Herrmann B, Scherf T, Nissim-Rafinia M, Kempa S, Itskovitz-Eldor J, Meshorer E, Aberdam D, Nahmias Y (2015). Glycolysis-mediated changes in acetyl-coa and histone acetylation control the early differentiation of embryonic stem cells. Cell Metab.

[21] Ryall JG, Cliff T, Dalton S, Sartorelli V (2015). Metabolic reprogramming of stem cell epigenetics. Cell Stem Cell.

[22] Ryall JG, Dell'Orso S, Derfoul A, Juan A, Zare H, Feng XS, Clermont D, Koulnis M, Gutierrez-Cruz G, Fulco M, Sartorelli V (2015). The NAD(+)-dependent SIRT1 deacetylase translates a metabolic switch into regulatory epigenetics in skeletal muscle stem cells. Cell Stem Cell.

[23] Chi P, Allis CD, Wang GG (2010). Covalent histone modifications-miswritten, misinterpreted and mis-erased in human cancers. Nat Rev Cancer.

[24] Tessarz P, Kouzarides T (2014). Histone core modifications regulating nucleosome structure and dynamics. Nat Rev Mol Cell Biol.

[25] Wang LH, Zhang T, Wang L, Cai YP, Zhong XY, He XP, Hu L, Tian SY, Wu M, Hui LJ, Zhang HF, Gao P (2017). Fatty acid synthesis is critical for stem cell pluripotency via promoting mitochondrial fission. EMBO J.

[26] Chakrabarty RP, Chandel NS (2021). Mitochondria as signaling organelles control mammalian stem cell fate. Cell Stem Cell.

[27] Tan MJ, Luo H, Lee S, Jin FL, Yang JS, Montellier E, Buchou T, Cheng ZY, Rousseaux S, Rajagopal N, Lu ZK, Ye Z, Zhu Q, Wysocka J, Ye Y, Khochbin S, Ren B, Zhao YM (2011). Identification of 67 histone marks and histone lysine crotonylation as a new type of histone modification. Cell.

[28] Sabari BR, Tang ZY, Huang H, Yong-Gonzalez V, Molina H, Kong HE, Dai LZ, Shimada M, Cross JR, Zhao YM, Roeder RG, Allis CD (2015). Intracellular crotonyl-coa stimulates transcription through P300-catalyzed histone crotonylation. Mol Cell.

[29] Sabari BR, Zhang D, Allis CD, Zhao YM (2017). Metabolic regulation of gene expression through histone acylations. Nat Rev Mol Cell Biol.

[30] Huang H, Wang DL, Zhao YM (2018). Quantitative crotonylome analysis expands the roles of P300 in the regulation of lysine crotonylation pathway. Proteomics.

[31] Wei W, Liu X, Chen J, Gao S, Lu L, Zhang H, Ding G, Wang Z, Chen Z, Shi T, Li J, Yu J, Wong J (2017). Class I histone deacetylases are major histone decrotonylases: evidence for critical and broad function of histone crotonylation in transcription. Cell Res.

[32] Wei W, Mao A, Tang B, Zeng Q, Gao S, Liu X, Lu L, Li W, Du JX, Li J, Wong J, Liao L (2017). Large-scale identification of protein crotonylation reveals its role in multiple cellular functions. J Proteome Res.

[33] Fang Y, Xu X, Ding J, Yang L, Doan MT, Karmaus PWF, Snyder NW, Zhao Y, Li JL, Li X (2021). Histone crotonylation promotes mesoendodermal commitment of human embryonic stem cells. Cell Stem Cell.

[34] Xu W, Wan J, Zhan J, Li X, He H, Shi Z, Zhang H (2017). Global profiling of crotonylation on non-histone proteins. Cell Res.

[35] Wang JC, Singh M, Sun CB, Besser D, Prigione A, Ivics Z, Hurst LD, Izsvak Z (2016). Isolation and cultivation of naive-like human pluripotent stem cells based on HERVH expression. Nat Protoc.

[36] Yang Y, Liu B, Xu J, Wang J, Wu J, Shi C, Xu Y, Dong J, Wang C, Lai W, Zhu J, Xiong L, Zhu D, Li X, Yang W, Yamauchi T, Sugawara A, Li Z, Sun F, Li X, Li C, He A, Du Y, Wang T, Zhao C, Li H, Chi X, Zhang H, Liu Y, Li C, Duo S, Yin M, Shen H, Belmonte JCI, Deng H (2017). Derivation of pluripotent stem cells with in vivo embryonic and extraembryonic potency. Cell.

[37] Chu LF, Leng N, Zhang J, Hou Z, Mamott D, Vereide DT, Choi J, Kendziorski C, Stewart R, Thomson JA (2016). Single-cell Rna-Seq reveals novel regulators of human embryonic stem cell differentiation to definitive endoderm. Genome Biol.

[38] Nakanishi M, Mitchell RR, Benoit YD, Orlando L, Reid JC, Shimada K, Davidson KC, Shapovalova Z, Collins TJ, Nagy A, Bhatia M (2019). Human pluripotency is initiated and preserved by a unique subset of founder cells. Cell.

[39] Liu SM, Yu HJ, Liu YQ, Liu XH, Zhang Y, Bu C, Yuan S, Chen Z, Xie GJ, Li WJ, Xu B, Yang JG, He L, Jin T, Xiong YD, Sun LY, Liu XH, Han CS, Cheng ZY, Liang J, Shang YF (2017). Chromodomain protein Cdyl acts as a crotonyl-Coa hydratase to regulate histone crotonylation and spermatogenesis. Mol Cell.

[40] Gustafson WG, Feinberg BA, McFarland JT (1986). Energetics of beta-oxidation. reduction potentials of general fatty acyl-CoA dehydrogenase, electron transfer flavoprotein, and fatty acyl-CoA substrates. J Biol Chem.

[41] Lenich AC, Goodman SI (1986). The purification and characterization of glutaryl-coenzyme a dehydrogenase from porcine and human liver. J Biol Chem.

[42] Dwyer TM, Rao KS, Goodman SI, Frerman FE (2000). Proton abstraction reaction, steady-state kinetics, and oxidation-reduction potential of human glutaryl-CoA dehydrogenase. Biochemistry.

[43] Li F, Hinderberger J, Seedorf H, Zhang J, Buckel W, Thauer RK (2008). Coupled ferredoxin and crotonyl coenzyme A (CoA) reduction with nadh catalyzed by the butyryl-CoA dehydrogenase/Etf complex from clostridium kluyveri. J Bacteriol.

[44] Wu L, Qiao Y, Gao J, Deng G, Yu W, Chen G, Li D (2011). Functional characterization of rat glutaryl-CoA dehydrogenase and its comparison with straight-chain acyl-CoA dehydrogenase. Bioorg Med Chem Lett.

[45] Miller TE, Beneyton T, Schwander T, Diehl C, Girault M, McLean R, Chotel T, Claus P, Cortina NS, Baret JC, Erb TJ (2020). Light-powered Co_2_ fixation in a chloroplast mimic with natural and synthetic parts. Science.

[46] Wang JC, Xie GC, Singh M, Ghanbarian AT, Rasko T, Szvetnik A, Cai HQ, Besser D, Prigione A, Fuchs NV, Schumann GG, Chen W, Lorincz MC, Ivics Z, Hurst LD, Izsvak Z (2014). Primate-specific endogenous retrovirus-driven transcription defines naive-like stem cells. Nature.

[47] Nichols J, Smith A (2009). Naive and primed pluripotent states. Cell Stem Cell.

[48] Nakamura T, Okamoto I, Sasaki K, Yabuta Y, Iwatani C, Tsuchiya H, Seita Y, Nakamura S, Yamamoto T, Saitou M (2016). A developmental coordinate of pluripotency among mice, monkeys and humans. Nature.

[49] Gao X, Nowak-Imialek M, Chen X, Chen D, Herrmann D, Ruan D, Chen ACH, Eckersley-Maslin MA, Ahmad S, Lee YL, Kobayashi T, Ryan D, Zhong J, Zhu J, Wu J, Lan G, Petkov S, Yang J, Antunes L, Campos LS, Fu B, Wang S, Yong Y, Wang X, Xue SG, Ge L, Liu Z, Huang Y, Nie T, Li P, Wu D, Pei D, Zhang Y, Lu L, Yang F, Kimber SJ, Reik W, Zou X, Shang Z, Lai L, Surani A, Tam PPL, Ahmed A, Yeung WSB, Teichmann SA, Niemann H, Liu P (2019). Establishment of porcine and human expanded potential stem cells. Nat Cell Biol.

[50] Li R, Zhong C, Yu Y, Liu H, Sakurai M, Yu L, Min Z, Shi L, Wei Y, Takahashi Y, Liao HK, Qiao J, Deng H, Nunez-Delicado E, Rodriguez Esteban C, Wu J, Izpisua Belmonte JC (2019). Generation of blastocyst-like structures from mouse embryonic and adult cell cultures. Cell.

[51] Tam PPL, Khoo PL, Wong N, Tsang TE, Behringer RR (2004). Regionalization of cell fates and cell movement in the endoderm of the mouse gastrula and the impact of loss of Lhx1(Lim1) function. Dev Biol.

[52] Heslop JA, Pournasr B, Liu JT, Duncan SA (2021). Gata6 defines endoderm fate by controlling chromatin accessibility during differentiation of human-induced pluripotent stem cells. Cell Rep.

[53] Meistermann D, Bruneau A, Loubersac S, Reignier A, Firmin J, Francois-Campion V, Kilens S, Lelievre Y, Lammers J, Feyeux M, Hulin P, Nedellec S, Bretin B, Castel G, Allegre N, Covin S, Bihouee A, Soumillon M, Mikkelsen T, Barriere P, Chazaud C, Chappell J, Pasque V, Bourdon J, Freour T, David L (2021). Integrated pseudotime analysis of human pre-implantation embryo single-cell transcriptomes reveals the dynamics of lineage specification. Cell Stem Cell.

[54] Acampora D, Simeone A (1999). The tins lecture. Understanding the roles of Otx1 and Otx2 in the control of brain morphogenesis. Trends Neurosci.

[55] Davenne M, Maconochie MK, Neun R, Pattyn A, Chambon P, Krumlauf R, Rijli FM (1999). Hoxa2 and Hoxb2 control dorsoventral patterns of neuronal development in the rostral hindbrain. Neuron.

[56] Kiernan AE, Cordes R, Kopan R, Gossler A, Gridley T (2005). The Notch ligands Dll1 and Jag2 act synergistically to regulate hair cell development in the mammalian inner ear. Development.

[57] Shi L, Tu BP (2015). Acetyl-CoA and the regulation of metabolism: mechanisms and consequences. Curr Opin Cell Biol.

[58] Zhao S, Xu W, Jiang W, Yu W, Lin Y, Zhang T, Yao J, Zhou L, Zeng Y, Li H, Li Y, Shi J, An W, Hancock SM, He F, Qin L, Chin J, Yang P, Chen X, Lei Q, Xiong Y, Guan KL (2010). Regulation of cellular metabolism by protein lysine acetylation. Science.

[59] Li TT, Liu MX, Feng X, Wang Z, Das I, Xu YP, Zhou X, Sun YP, Guan KL, Xiong Y, Lei QY (2014). Glyceraldehyde-3-phosphate dehydrogenase is activated by lysine 254 acetylation in response to glucose signal. J Biol Chem.

[60] Galvan-Pena S, Carroll RG, Newman C, Hinchy EC, Palsson-McDermott E, Robinson EK, Covarrubias S, Nadin A, James AM, Haneklaus M, Carpenter S, Kelly VP, Murphy MP, Modis LK, O'Neill LA (2019). Malonylation of gapdh is an inflammatory signal in macrophages. Nat Commun.

[61] Hou JY, Cao J, Gao LJ, Zhang FP, Shen J, Zhou L, Shi JY, Feng YL, Yan Z, Wang DP, Cao JM (2021). Upregulation of alpha enolase (Eno1) crotonylation in colorectal cancer and its promoting effect on cancer cell metastasis. Biochem Biophys Res Commun.

[62] Ganapathy-Kanniappan S, Geschwind JFH, Kunjithapatham R, Buijs M, Vossen JA, Tchernyshyov I, Cole RN, Syed LH, Rao PP, Ota S, Vali M (2009). Glyceraldehyde-3-phosphate dehydrogenase (Gapdh) is pyruvylated during 3-bromopyruvate mediated cancer cell death. Anticancer Res.

[63] Tang ZJ, Yuan SQ, Hu YM, Zhang H, Wu WJ, Zeng ZL, Yang J, Yun JP, Xu RH, Huang P (2012). Over-expression of GAPDH in human colorectal carcinoma as a preferred target of 3-bromopyruvate propyl ester. J Bioenerg Biomembr.

[64] Seki SM, Stevenson M, Rosen AM, Arandjelovic S, Gemta L, Bullock TNJ, Gaultier A (2017). Lineage-specific metabolic properties and vulnerabilities of T cells in the demyelinating central nervous system. J Immunol.

[65] Tossounian MA, Zhang B, Gout I (2020). The writers, readers, and erasers in redox regulation of GAPDH. Antioxidants.

[66] Barber RD, Harmer DW, Coleman RA, Clark BJ (2005). GAPDH as a housekeeping gene: analysis of GAPDH mRNA expression in a panel of 72 human tissues. Physiol Genom.

[67] Hawkins RD, Hon GC, Lee LK, Ngo Q, Lister R, Pelizzola M, Edsall LE, Kuan S, Luu Y, Klugman S, Antosiewicz-Bourget J, Ye Z, Espinoza C, Agarwahl S, Shen L, Ruotti V, Wang W, Stewart R, Thomson JA, Ecker JR, Ren B (2010). Distinct epigenomic landscapes of pluripotent and lineage-committed human cells. Cell Stem Cell.

[68] Ruiz-Andres O, Sanchez-Nino MD, Cannata-Ortiz P, Ruiz-Ortega M, Egido J, Ortiz A, Sanz AB (2016). Histone lysine crotonylation during acute kidney injury in mice. Dis Model Mech.

[69] Jiang G, Nguyen D, Archin NM, Yukl SA, Mendez-Lagares G, Tang Y, Elsheikh MM, Thompson GR, Hartigan-O'Connor DJ, Margolis DM, Wong JK, Dandekar S (2018). Hiv latency is reversed by ACSS2-driven histone crotonylation. J Clin Investig.

[70] Lv Y, Bu C, Meng J, Ward C, Volpe G, Hu J, Jiang M, Guo L, Chen J, Esteban MA, Bao X, Cheng Z (2021). Global profiling of the lysine crotonylome in different pluripotent states. Genom Proteom Bioinform.

# Supplementary material for: Crotonylation of GAPDH regulates human embryonic stem cell endodermal lineage differentiation and metabolic switch
**Source:** Stem Cell Res Ther. 2023 Apr 3;14:63. doi: 10.1186/s13287-023-03290-y

Supplementary Figure 1A,B

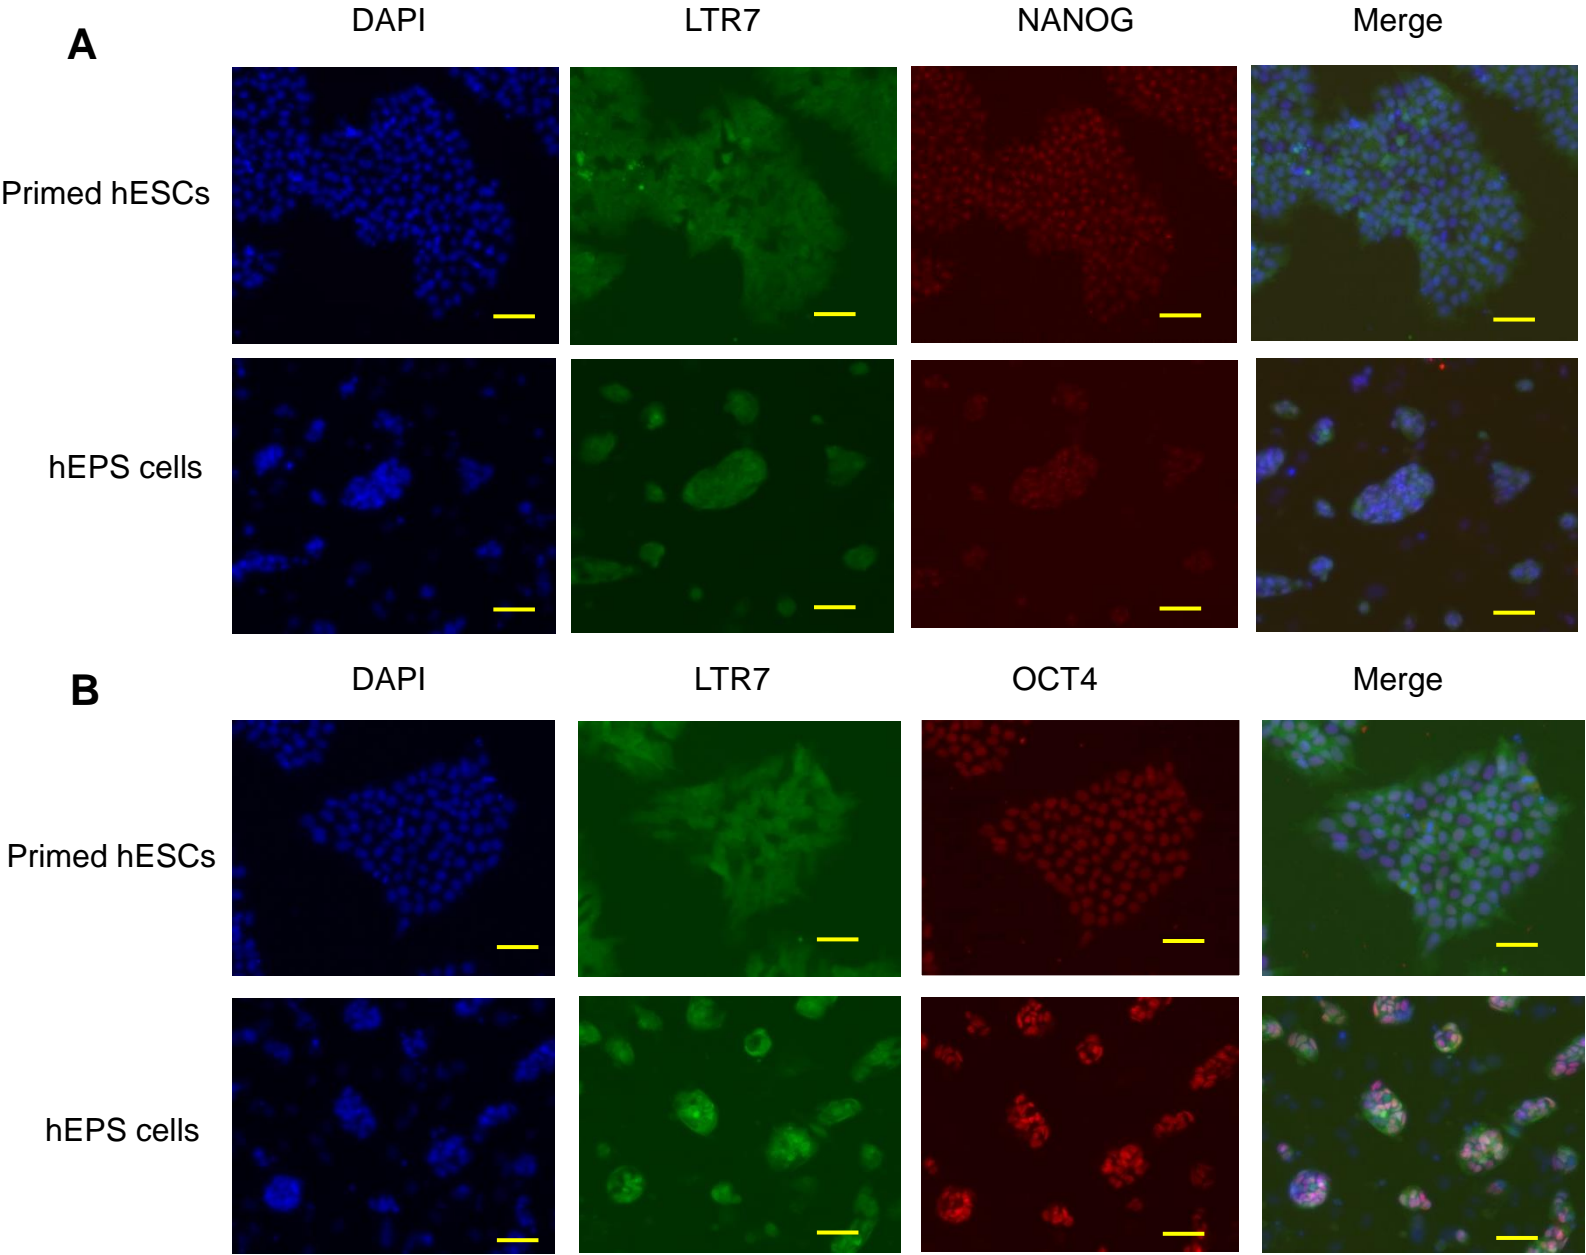

Supplementary Figure 1C-H

C

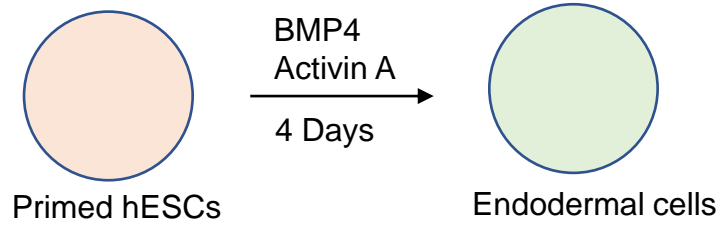

D

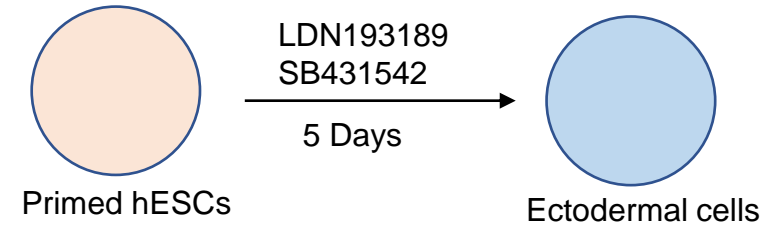

E

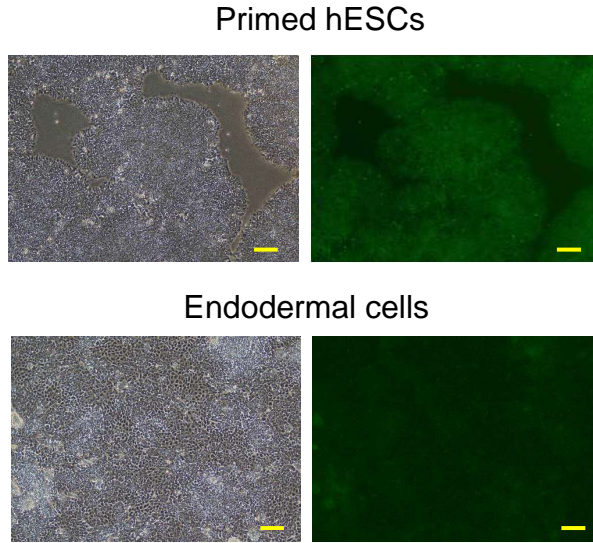

F

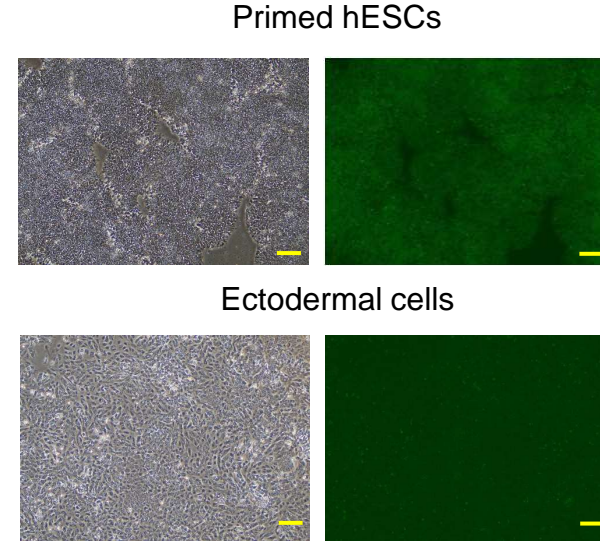

G

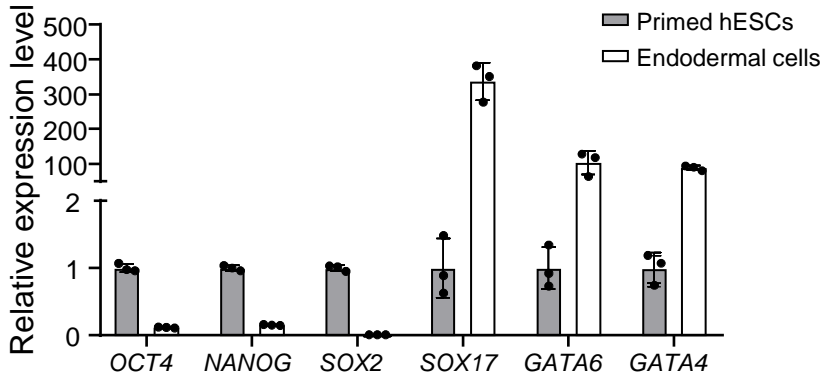

H

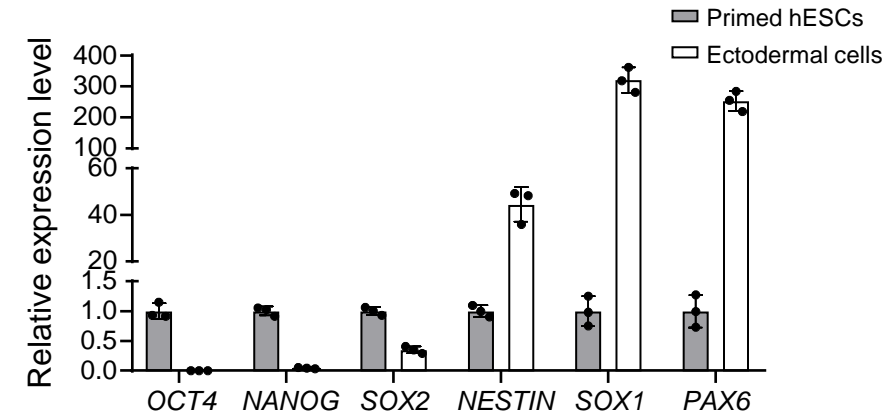

Supplementary Figure 2A-F

B

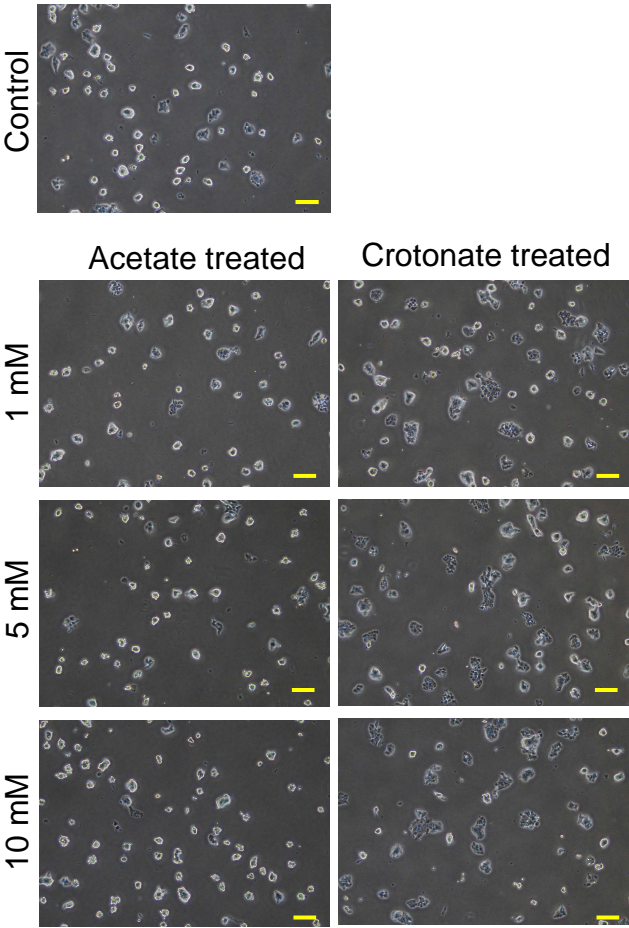

C

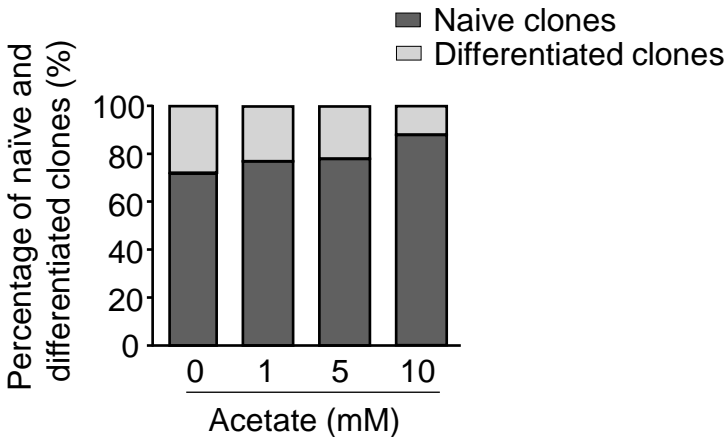

D

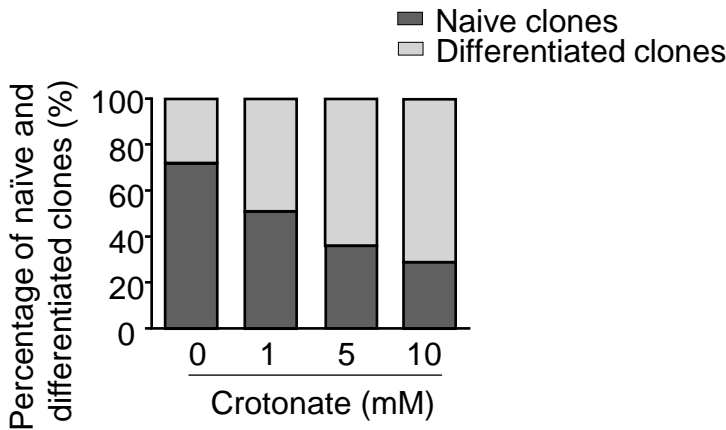

A

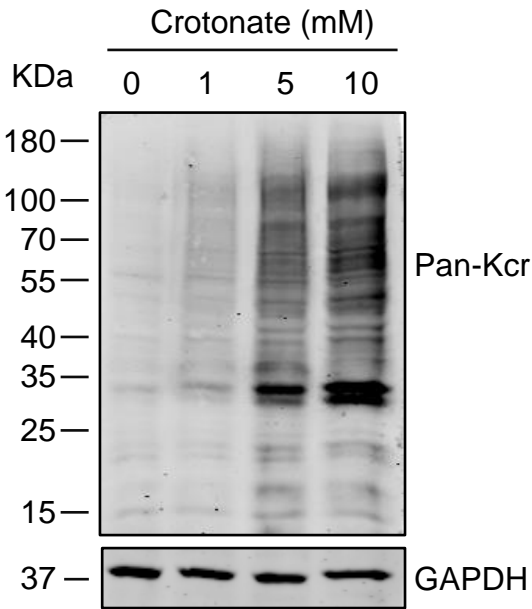

E

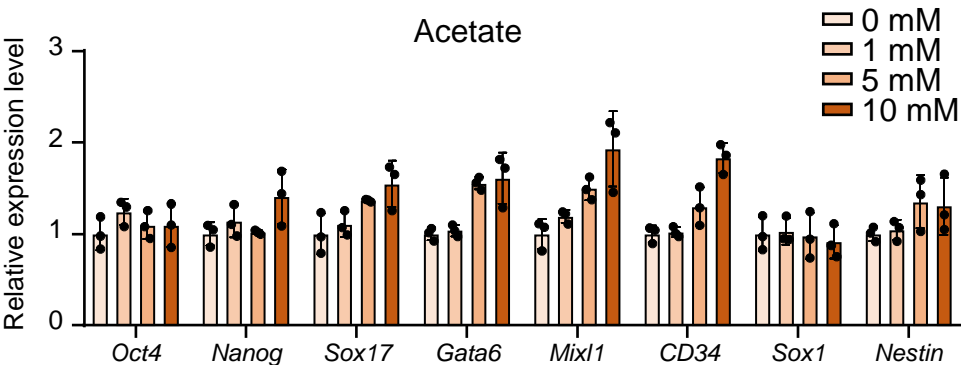

F

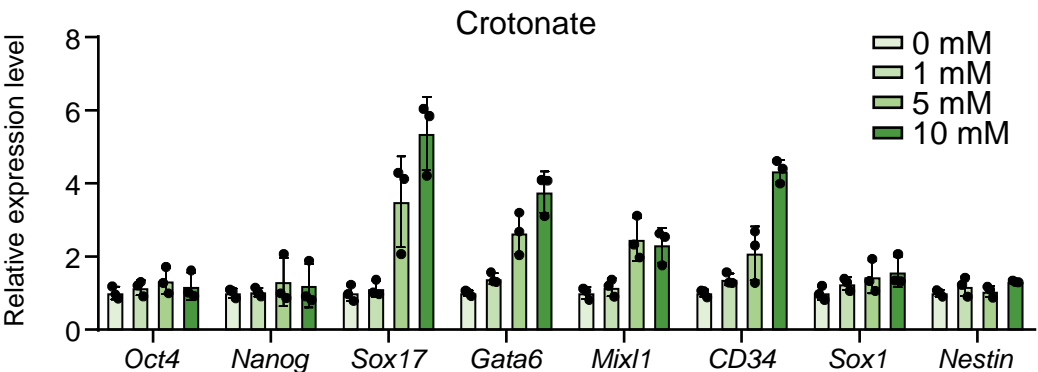

Supplementary Figure 3A-C

A

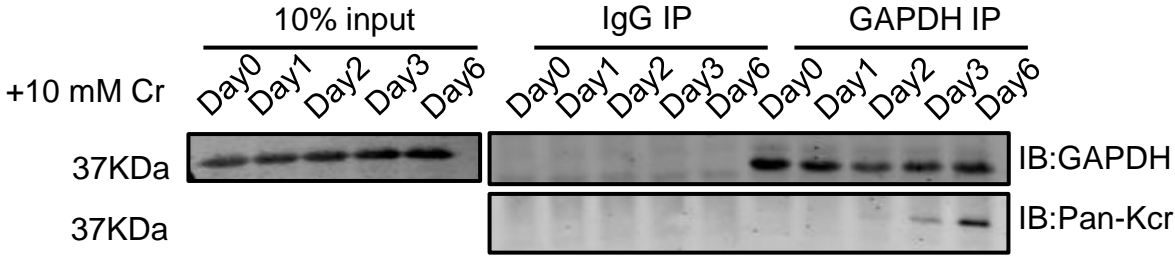

B

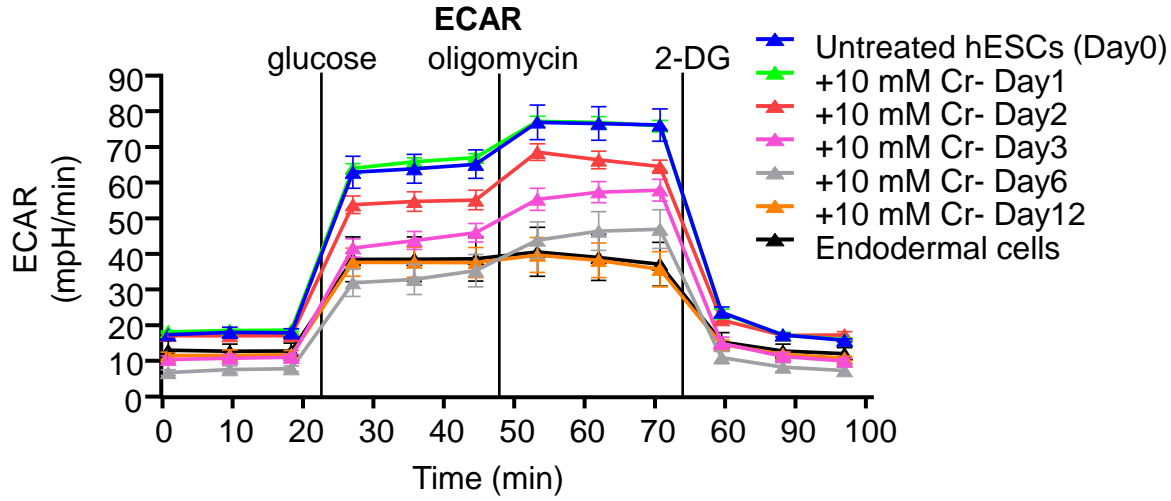

C

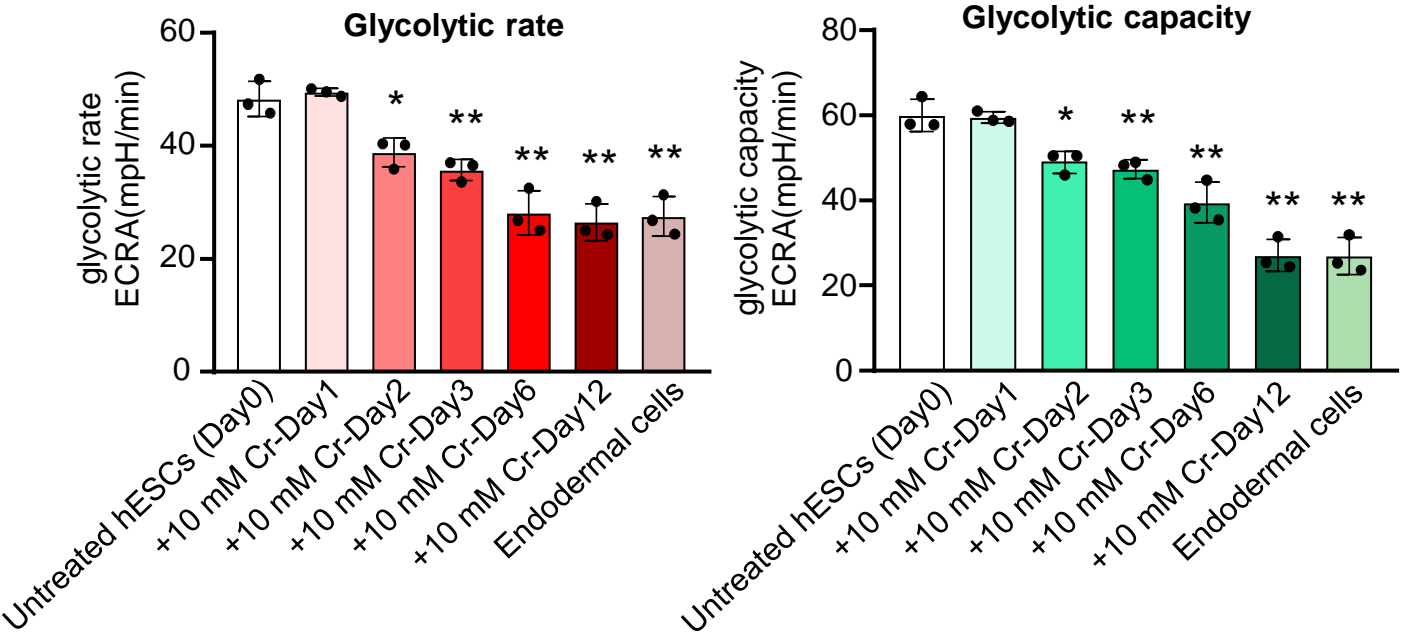

Supplementary Figure 3D-G

D

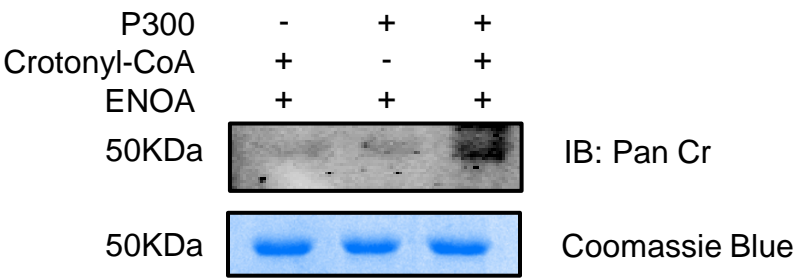

E

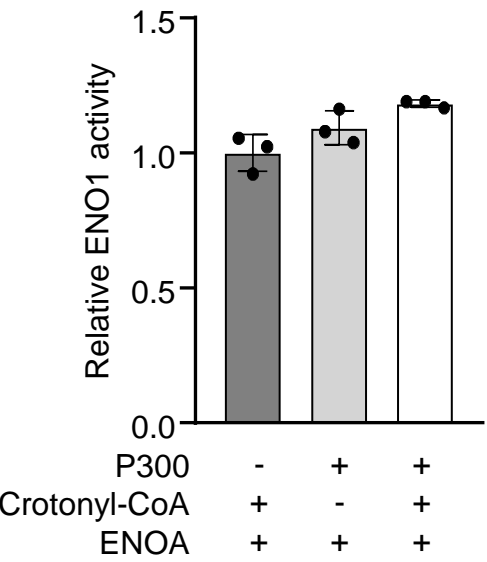

F

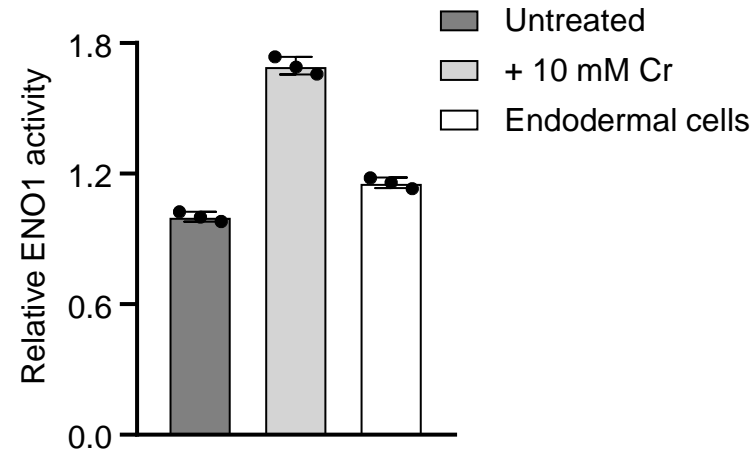

G

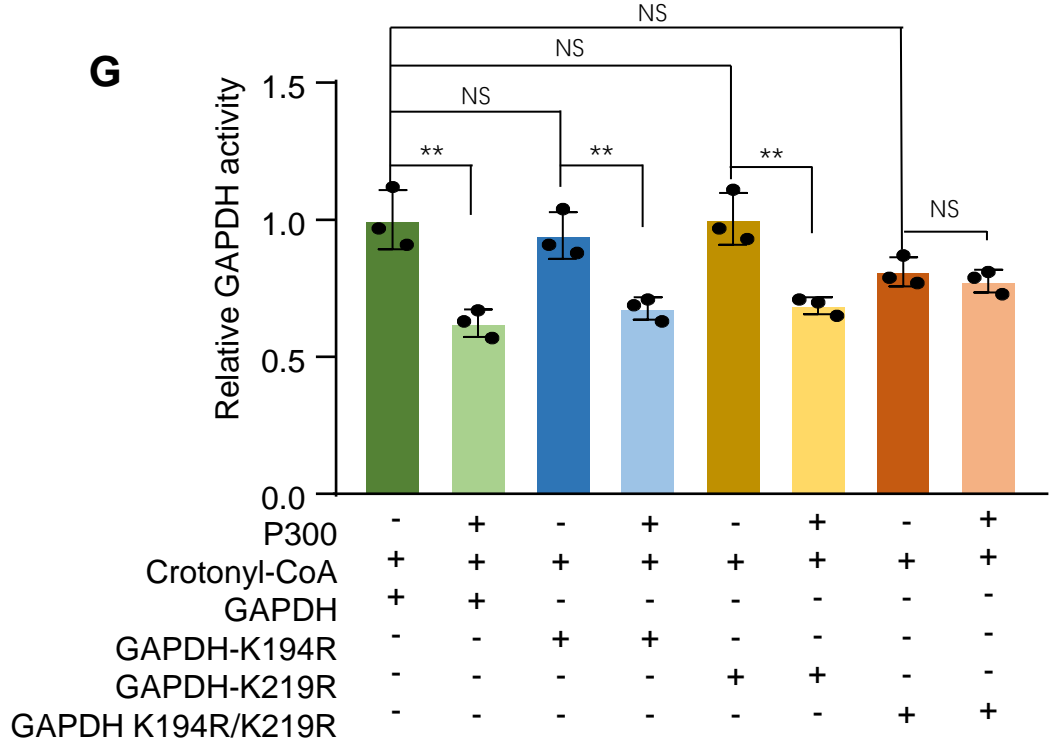

Fig. 2A

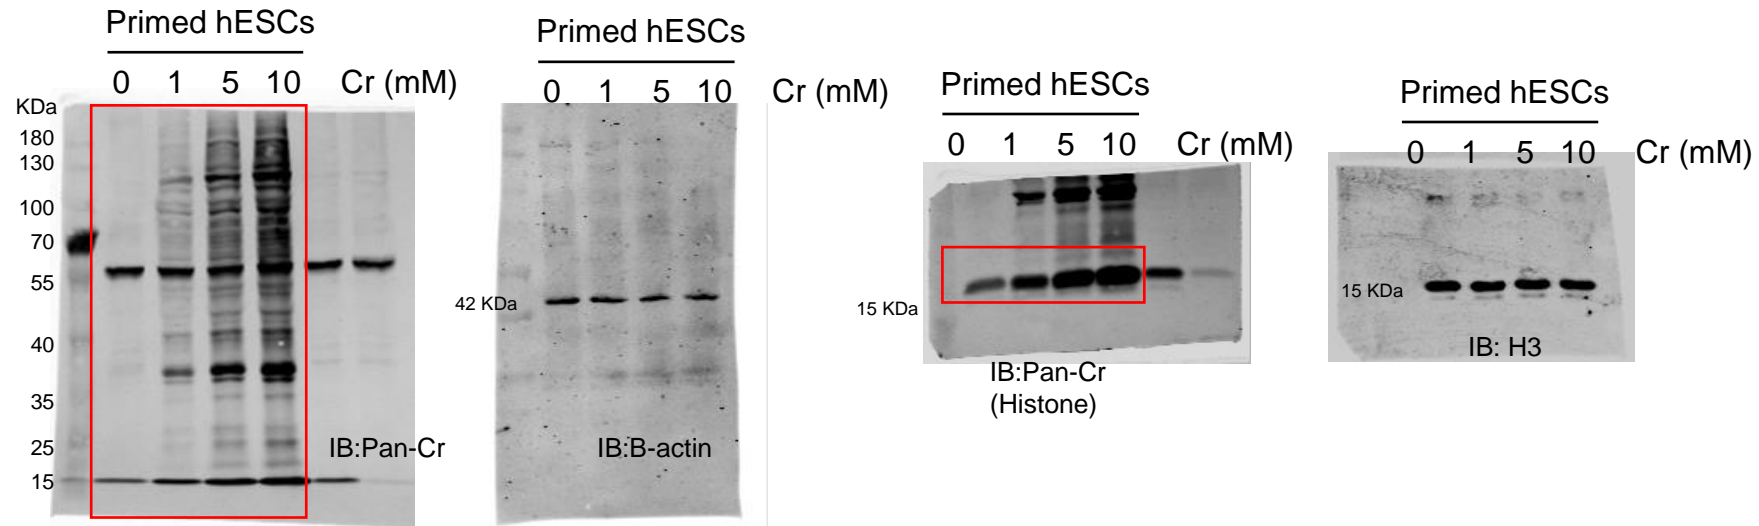

Fig. 2D

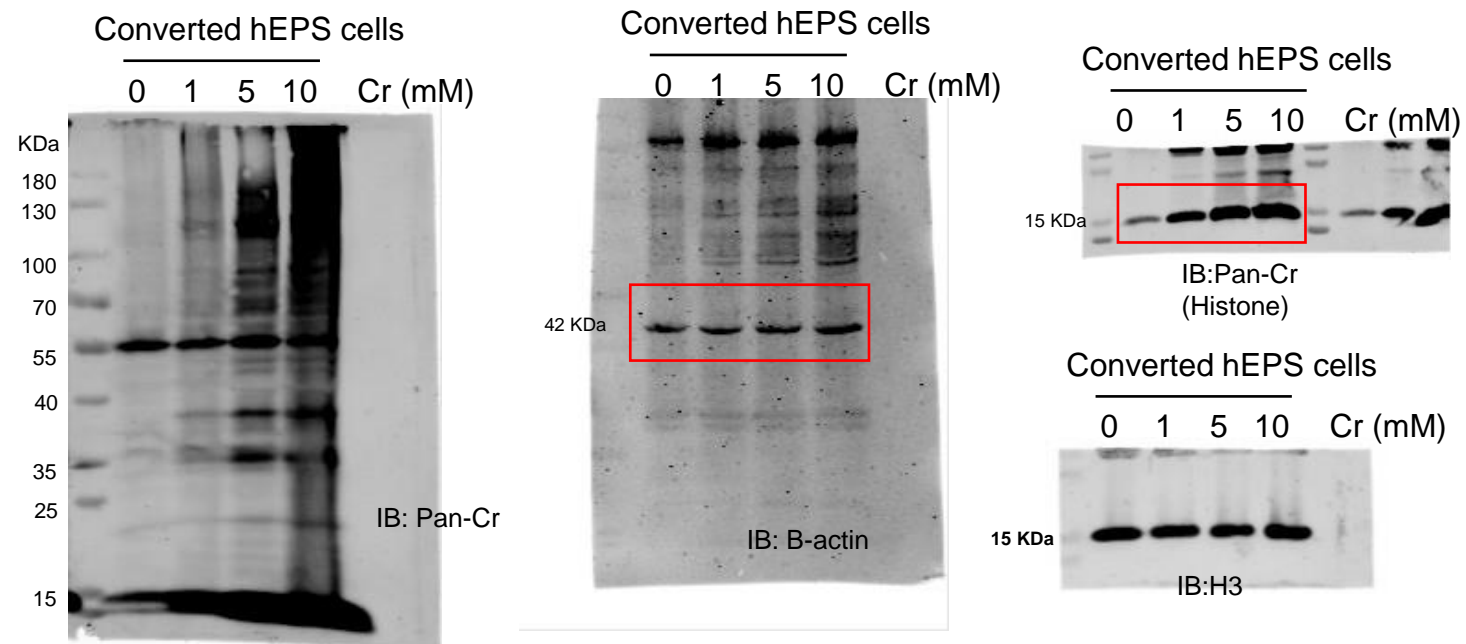

Fig. 2G

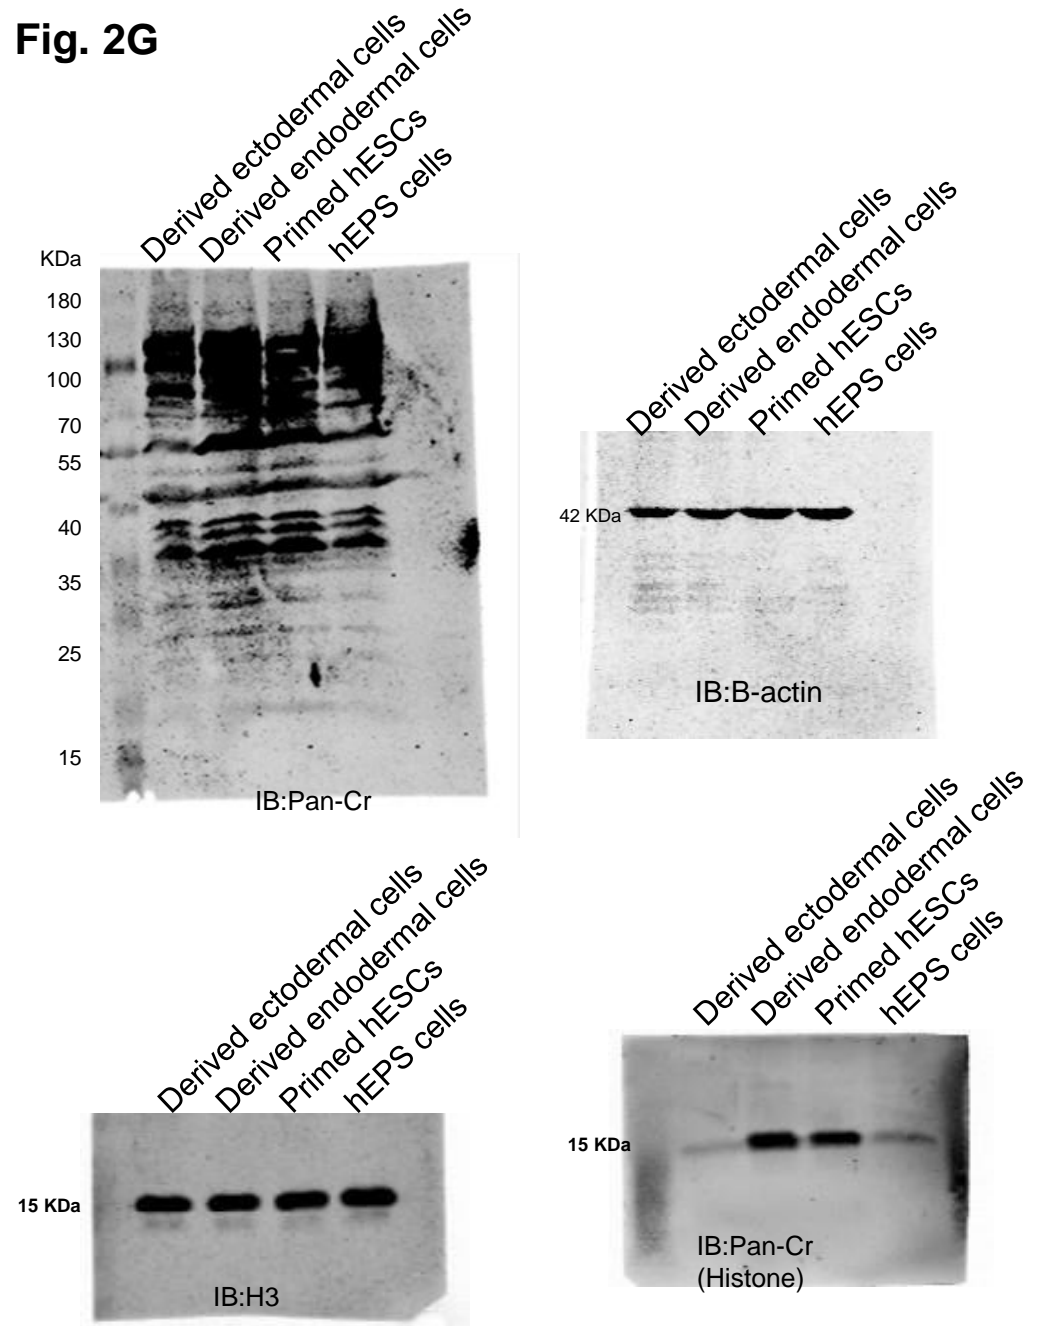

Fig. 4C

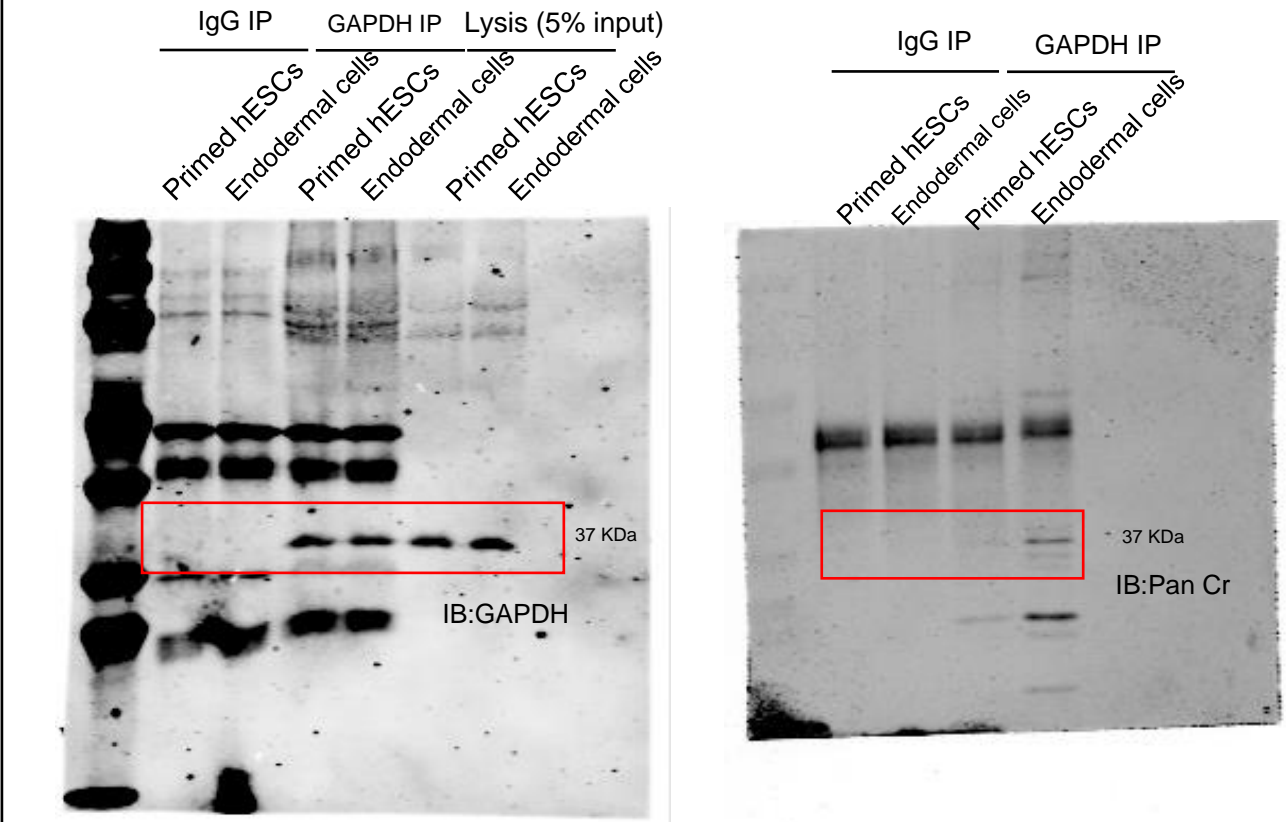

Fig. 4D

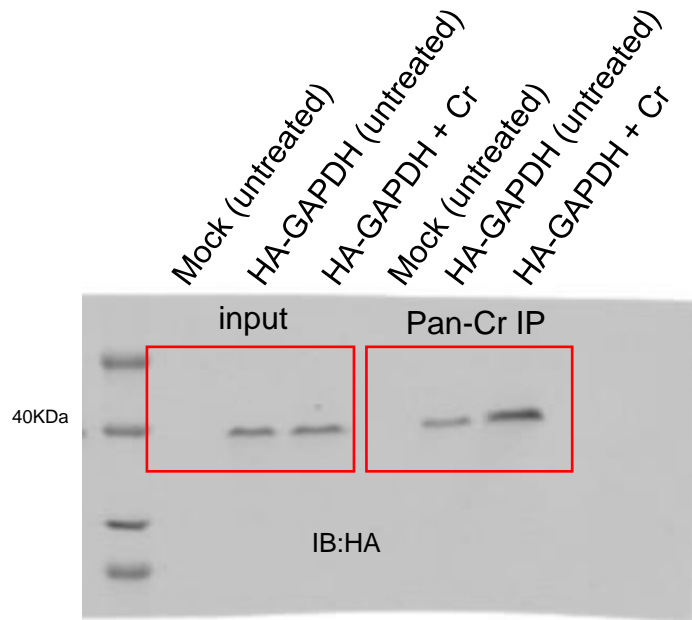

Fig. 4D

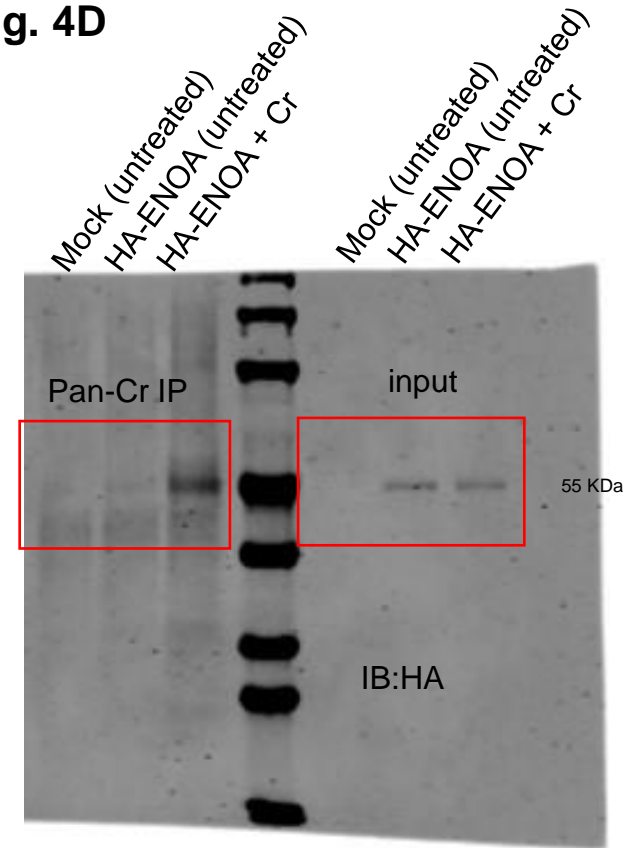

Fig. 5A

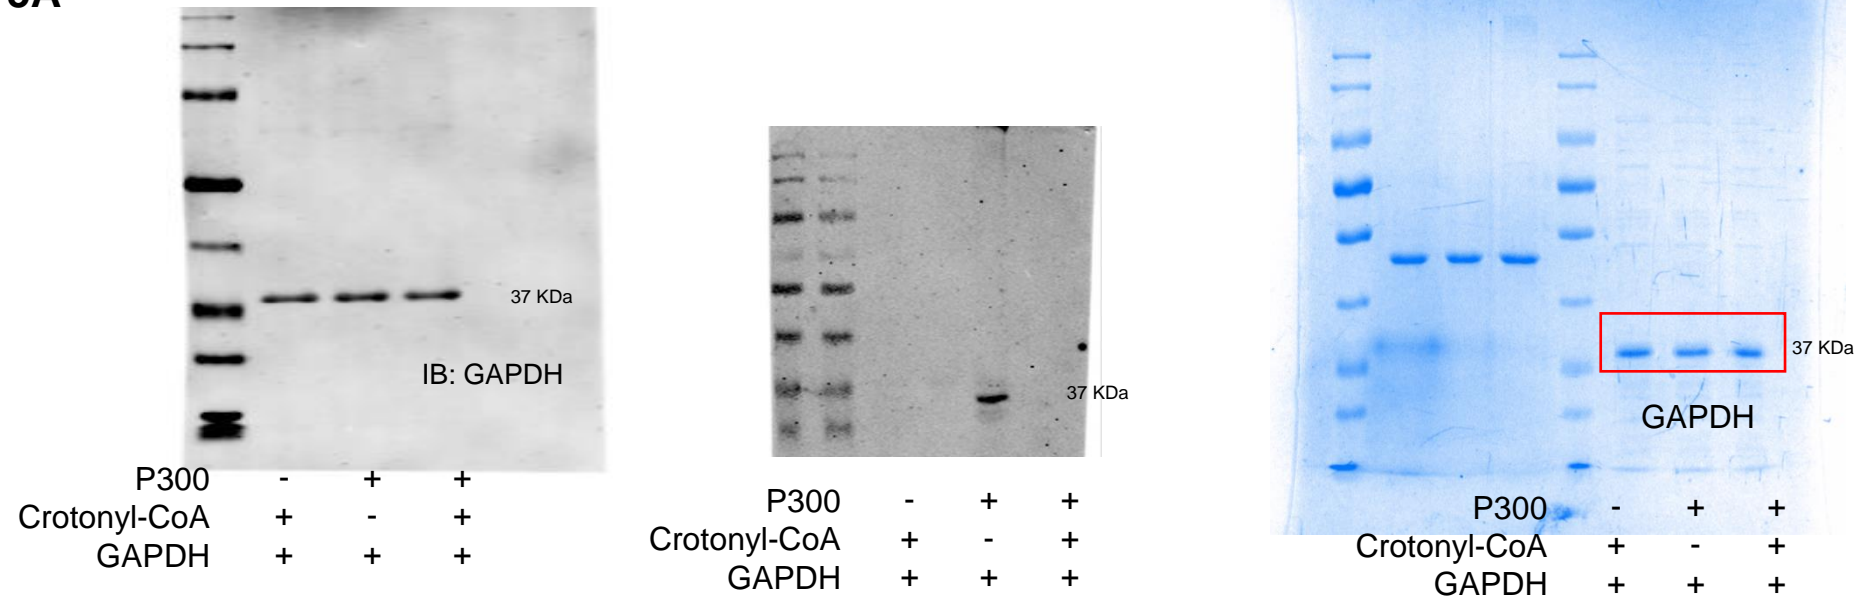

Fig. 5E

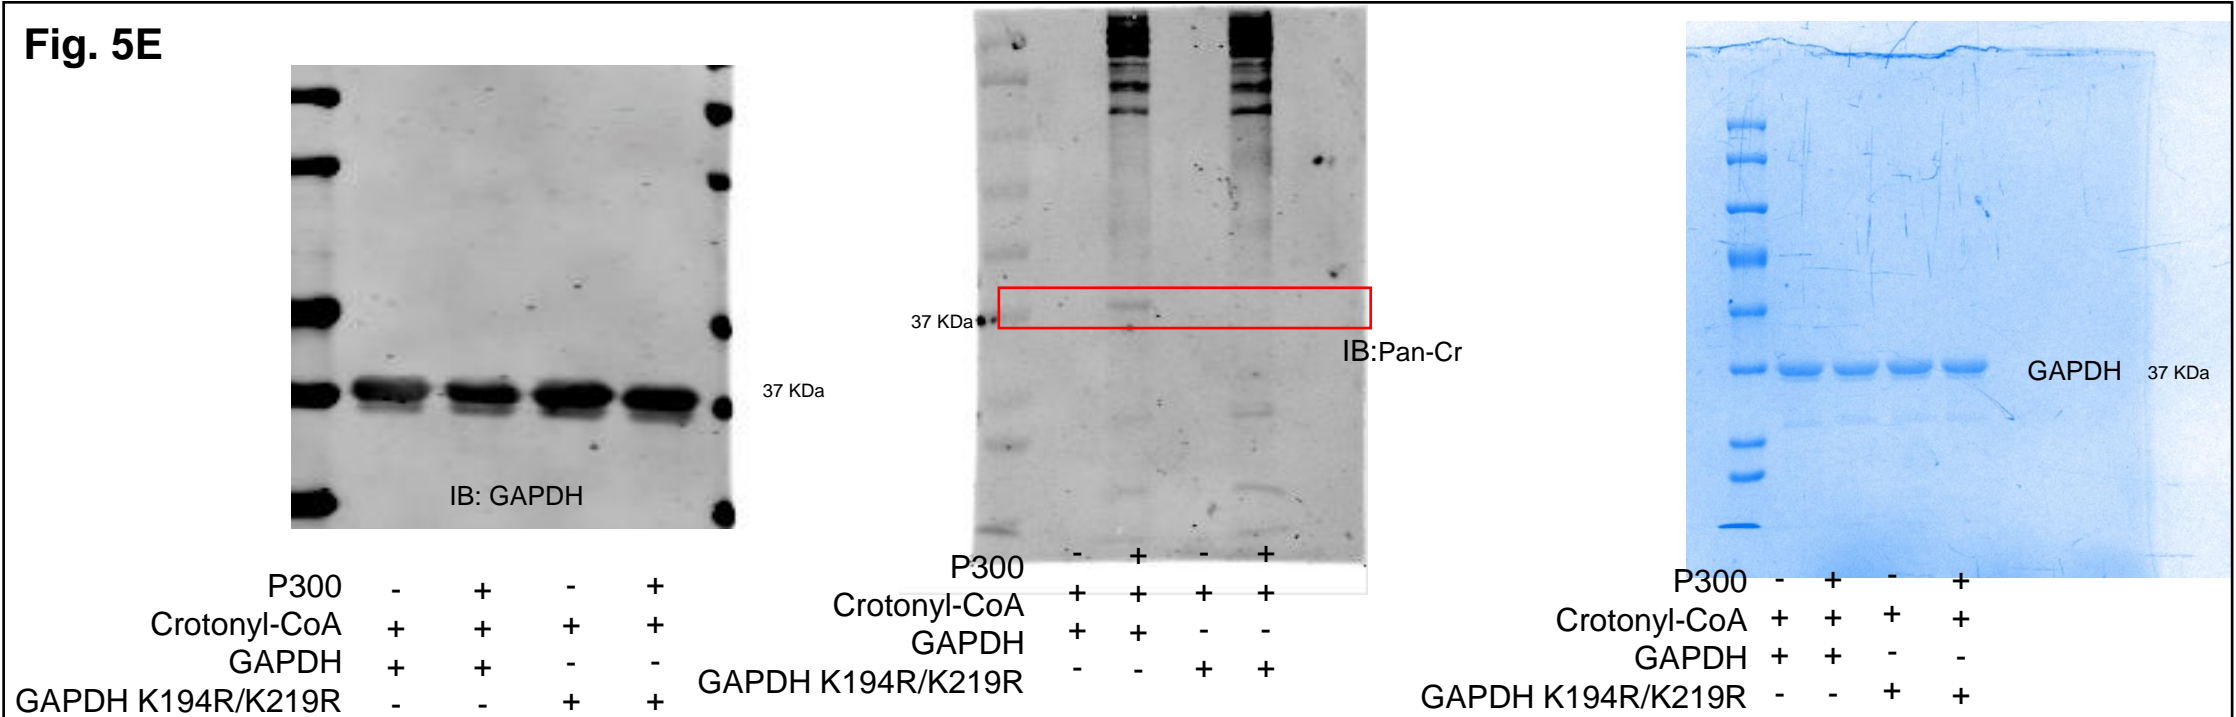

Fig. 6B

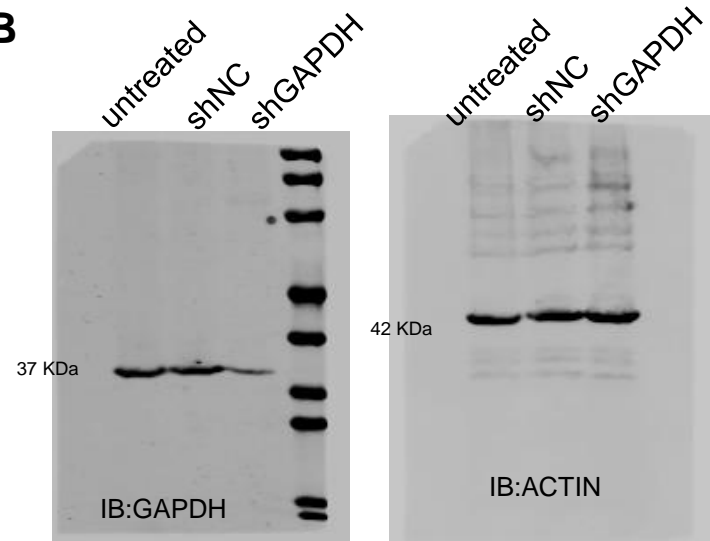

Fig. S2A

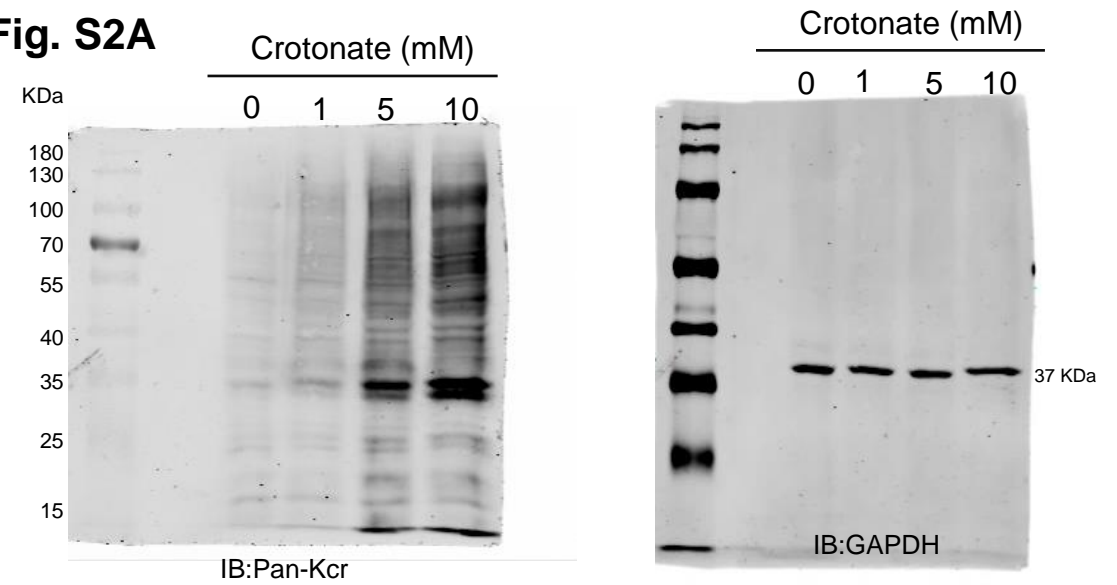

Fig. S3A

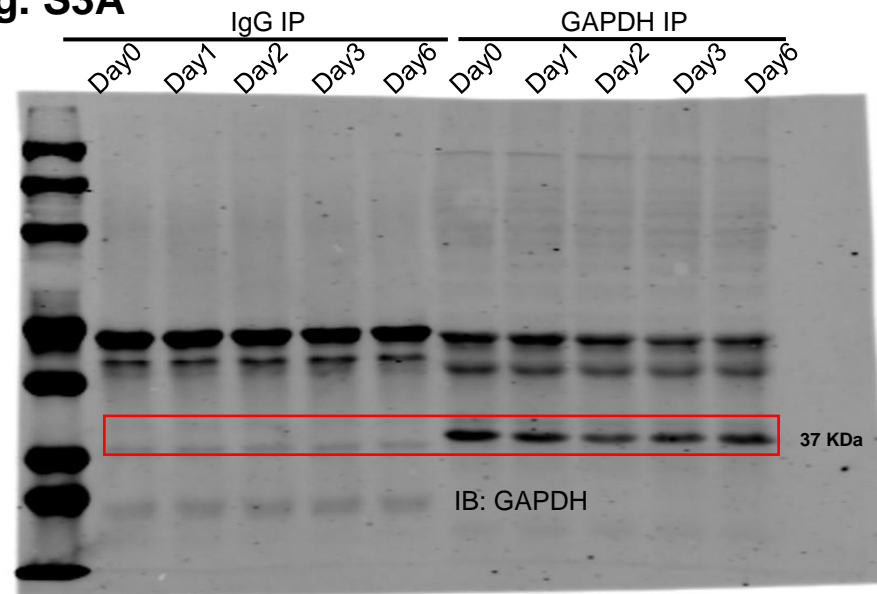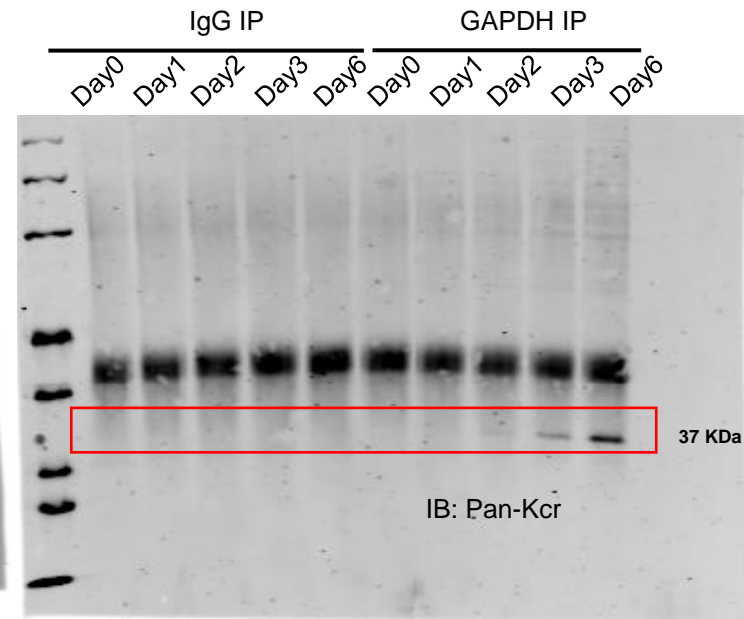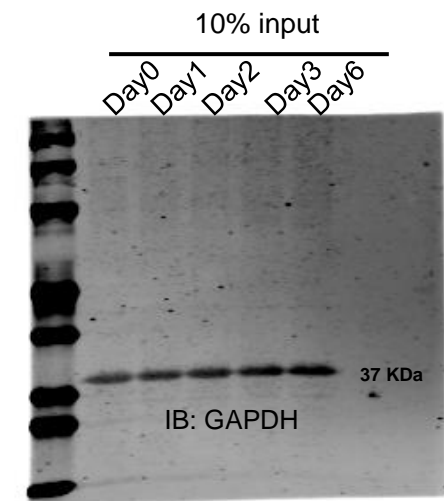

Fig. S3D

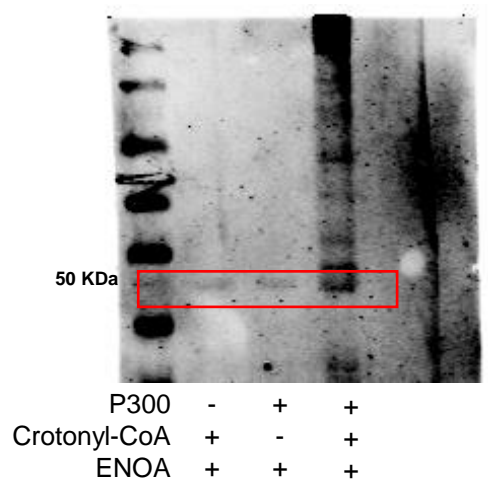

IB: Pan Cr

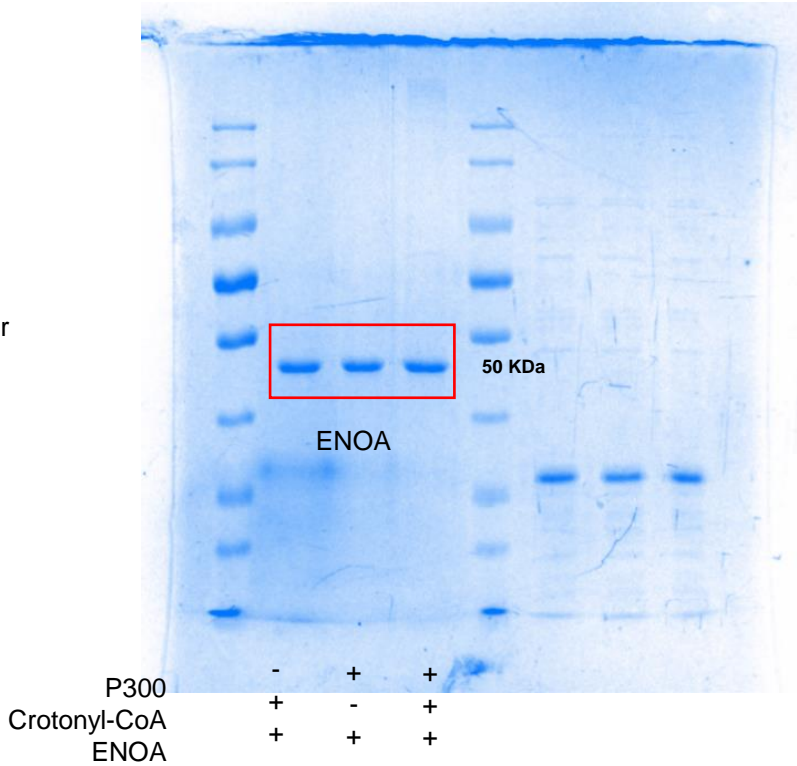

**Supplement:** Supplementary file 1 — Additional file 1. Figure S1 (A, B) H9-LTR7 GFP reporter hESCs were cultured first in LCDM medium for 15 passages to derive EPS cells that were immunostained with antibodies against NANOG (A) or OCT4 (B). Primed reporter hESCs served as controls. Scale bars, 100 μm. (C, D) Primed H9-LTR7 GFP reporter hESCs were differentiated as shown. (E, F) The differentiated endodermal cells (E) and ectodermal cells (F) were analyzed by microscopy. (G, H) RT-qPCR assays for lineage marker expression in endodermal cells (G) and ectodermal cells (H) were shown. OCT4, NANOG and SOX2 pluripotency markers. GATA4, GATA6 and SOX17, endoderm markers. SOX1, NESTIN and PAX6, ectoderm markers. Primed reporter hESCs served as controls. Scale bars, 100 μm. Error bars represent mean ± S.D. (n = 3 independent experiments). Figure S2 (A) The mouse embryonic stem cell line E14 was cultured in the presence of crotonate at the indicated concentrations for 24 h. Whole-cell lysates were probed with the indicated antibodies. (B–F) E14 cells treated for 3 days with the indicated concentrations of acetate or crotonate were examined under microscopes (scale bars of 100 μm) (B). The percentages of naïve and differentiated clones were quantitated and graphed (200 clones/group) for cells treated with acetate (C) or crotonate (D). RT-qPCR analysis of the indicated marker genes was carried out using cells treated with acetate (E) or crotonate (F). Oct4 and Nanog, pluripotency markers. Gata6 and Sox17, endoderm markers. Mixl1 and Cd34, mesoderm markersFull. Sox1 and Nestin, ectoderm markers. Error bars represent mean ± S.D. (n = 3 independent experiments). Figure S3 (A) H9-LTR7 GFP reporter hESCs and hESCs treated with crotonate for 1–6 days were immunoprecipitated (IP) with anti-GAPDH antibody. The immuoprecipitates were then western blotted as indicated. IgG served as a negative control. (B) Extracellular acidification rate (ECAR) analysis of endodermal cells and hESCs treated with 10 mM crotonate for differ

How the deposited data were processed for this re-analysis (not part of the article)

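Bulk mRNA was sequenced from 5 groups of cells of the established line H9 with an LTR7-GFP reporter: untreated primed hESCs, primed hESCs after 12 days in 10 mM crotonate, endodermal cells derived from the reporter hESCs, hEPS cells converted from them, and hEPS cells after 12 days in 10 mM crotonate. The labels list 10 samples, 2 per group. The methods of the paper give RNeasy for the RNA extraction and the sample labels give TRIzol. According to the submitters' processing notes and the paper's methods, reads were mapped to hg38 with TopHat 1.3.2 and Cufflinks 1.1.0, counted with HTSeq 0.6.0 and StringTie 1.3.0, normalized by TMM in edgeR and converted to FPKM. The 3 tables deposited by the authors hold FPKM values, in 5 columns, 1 per group. How the samples of a group were brought into its column is not given in the sources used here. There were 0 further columns of values per sample.

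The comparison planned with limma and camera could not be run, since both need replicates and each group has 1 column. The fallback set in the same plan was used: changes are differences of log2(FPKM + 1), and a gene is called higher or lower at a fold of at least 2 on that scale with at least 1 FPKM in one of the 2 columns. There is therefore no SD, no test and no p-value of a group difference, and counting intervals at a level of 95% were given only for ratios with 10 reads or fewer behind one value. Gene symbols that spreadsheet software had turned into dates were left out (28 in the hEPS table and 27 in each of the others), and of several entries with 1 symbol the one with the highest mean was kept. This left 26731 genes of the hEPS cells and 19198 of each of the other tables, of which 14161 and 13210 had at least 1 FPKM in one of the 2 compared columns. The median log2 change over these genes was -0.08 in primed hESCs and -0.09 in hEPS cells. Of 27492 symbols in the tables, 19733 were found in GENCODE 44 (hg38) by symbol and 1390 by a synonym, which gave the coordinates.

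The choices of comparisons, calling rule, 31 gene lists, alternatives and the rule for naming genes were made before the data were examined, but after the genes in Tables S1 to S4 had been seen, so genes such as HAND1, COL3A1, LUM, the HOX genes, LEFTY1, CER1 and OLIG3 were known to be in them. The text names the genes the paper names as RNA markers or studied enzymes, the 8 largest rises and falls among called genes of each comparison, up to 4 called members of each list with the largest change, and the 5 largest differences each way between the cell states. For each list the members called higher, lower and neither were counted, and the median change was placed among 10000 random lists of equal size, drawn with seed 7 from genes in the same 20 bins of mean expression. This comparison with random lists took the place of camera once the layout of the tables was known, and the condition that libraries of the groups do not overlap could not be applied to the named genes. The mitochondrial genome list has members in the hEPS table alone. Correlations are across genes. The tables give no read totals, so relative scaling was taken from the steps of values below 0.2 FPKM, and reads behind low values from the counts in Tables S1 and S2. Levels in separate tables were set side by side without a fold, apart from the ratios set against Fig. S1G.

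The calling rule and the random lists were tested on simulated data, in which 200 genes were raised or lowered 4-fold. Of 12377 and 13399 genes kept, 100% of the raised and of the lowered genes and 0% of the unchanged genes were called, and 5.8% and 5.3% of 1000 random lists fell outside the central 95%. The simulated noise was assumed and not taken from replicates, so the simulation does not give the error of a call in these data. It was small beside the calling threshold and drawn independently for each gene, so these shares follow largely from the settings. Only genes well above the filter were changed, so calls of genes near 0 were not covered. Alternatives were a pseudocount of 0.1, no filter on low values, quantile normalization, linear FPKM, Spearman's rho, other sets of genes, and, chosen after seeing the data, a ratio of FPKM over 1.5 and the endoderm list without members shared with mesoderm lists. Some genes of the lists are not reported here. Proteomics, metabolomics, imaging and RT-qPCR of the paper were not analysed here. Computations used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.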

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

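The tests in this part were chosen only after the results were seen. Quantile normalization of the gene lists was itself an alternative set before the data were examined. The pooling of mesoderm, mesenchyme and HOX genes and the use of these values against an explanation came afterwards. Several lists that the paper does not discuss changed with crotonate, which drew attention because most of their genes are not among its RNA markers, the exceptions being GATA4 and GATA6 of lateral plate and cardiac mesoderm and MIXL1 of the Nodal and Activin targets. In crotonate-treated primed hESCs, 33 HOX genes, 19 genes of lateral plate and cardiac mesoderm, 19 of mesenchyme and extracellular matrix and 8 of endothelium and blood were called higher, and in crotonate-treated hEPS cells 11 Nodal and Activin targets. The filter at 1 FPKM does not alter these counts, since any gene called higher on this scale reaches 1 FPKM. It sets which genes count as measured, and so the share of them that is called.

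Genes also drew attention because they went opposite ways in the cell states, and these differences were not tested, since each group has 1 value. With crotonate, 174 genes were called higher in hEPS cells and lower in primed hESCs, and 44 lower in hEPS cells and higher in primed hESCs. Those with the largest differences, as the log2 change in primed hESCs minus that in hEPS cells, were LCK (-7.03), RAB17 (-6.58), FZD5 (-6.31), TUBA4A (-6.29) and CHGA (-6.29) on one side, and RSPO3 (8.60), RSPO2 (7.69), DLK1 (7.36), LEF1 (7.22) and MEIS2 (6.87) on the other. TUBA4A, a tubulin gene, was 26.4 and 0.240 FPKM in primed hESCs and 5.67 and 22.7 FPKM in hEPS cells, and CHGA, the gene of chromogranin A in neuroendocrine cells, 32.6 and 0.227 FPKM in primed hESCs and 4.03 and 13.4 FPKM in hEPS cells. LEF1, a transcription factor of the WNT pathway, was 0.183 and 62.3 FPKM in primed hESCs and 21.1 and 6.94 FPKM in hEPS cells, and RSPO2, which like RSPO3 enhances WNT signalling, 0.620 and 112 FPKM in primed hESCs and 3.63 and 0.569 FPKM in hEPS cells. MEIS2, a homeobox gene of limb and heart, was listed at 0 and at 29.2 FPKM in primed hESCs and was 23.1 and 5.23 FPKM in hEPS cells, and DLK1, a Notch-like ligand gene, 0.199 and 59.2 FPKM in primed hESCs and 54.2 and 15.9 FPKM in hEPS cells.

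The rise of mesoderm, mesenchyme and HOX genes in primed hESCs covers 71 of 72 measured genes, a share set in part by the filter, since of 39 HOX, 20 lateral plate and 21 mesenchyme genes 0, 2 and 16 reached 1 FPKM in untreated hESCs. After quantile normalization their median log2 change was 4.31, which argues against a difference in scaling of the 2 columns as the whole source. The columns had close totals (369750 and 373248 FPKM) and close shares of the 10 most abundant genes (5.44% and 5.15%). This step therefore had little to change, and it is not a test of depth. POU5F1, NANOG and SOX2 were at 0.0508%, 0.0403% and 0.428% of their untreated values with crotonate, which argues against a large share of unchanged hESCs mixed with other cells. Whether the column holds other cells than its name says cannot be told apart from an effect of crotonate. LIN28A, which pluripotent cells express, stood at 115 FPKM, but its level in other cells was not measured. The paper's RT-qPCR (Fig. 1D and 1E), loss of GFP (Fig. 1A) and GATA6 staining (Fig. 1I) are other assays not analysed here. They run the way the label says in direction, but not always in size. In Fig. 1E, read by eye, POU5F1 and NANOG were at about 0.25 and 0.1 of untreated, against 0.000508 and 0.000403 here. The GFP signal that the paper reports as remaining with crotonate is likewise a larger part of untreated than POU5F1 and NANOG kept here. A response of the hESCs to crotonate that includes mesoderm, or a mixture of newly formed lineages, may also give this pattern and remains untested.

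In hEPS cells the Nodal targets rose, while in primed hESCs they went both ways. The median log2 change of these targets in hEPS cells was 1.99 after quantile normalization, which argues against a difference in scaling of these 2 columns as the whole source. Their totals were close (610417 and 596397 FPKM), but the 10 most abundant genes took 11.5% and 16.4% of them. Quantile normalization moved other lists, such as the mitochondrial genome list from a median of 0.64 to 0.25, and it is not a test of depth. Whether the tables were normalized separately was not tested, since changes are taken within each table. A larger share of cells that already expressed endoderm genes stays open: the FPKM ratios of the 15 endoderm genes called higher spanned a range of 4.46 on the log2 scale, with the highest, 50.3, for CER1, but without replicates the spread of such ratios is not known. The culture media of the cell states may also differ in their effect on Nodal signalling, which was not tested.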

How the results depend on the processing

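Of the alternatives, the ratio of FPKM over 1.5 and the endoderm list without members shared with mesoderm lists were chosen after seeing the data. Counts of called genes stayed within 1.5 times their values with a pseudocount of 0.1 and quantile normalization, except the hEPS genes called lower, which numbered 787 instead of 428 with a pseudocount of 0.1. With no filter the counts are the same by construction, since a called gene has at least 1 FPKM in one of the columns. With a ratio of FPKM over 1.5, 3336 genes were higher and 3768 lower in primed hESCs, and 2841 higher and 2566 lower in hEPS cells. The cause of these shifts is the wider threshold or the larger weight of low values by construction.

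The median log2 change of the endoderm list in primed hESCs was 3.06 with a pseudocount of 0.1, 0.59 with no filter, 1.03 with quantile normalization and 0.98 without members shared with mesoderm lists; in hEPS cells it was 2.22 with a pseudocount of 0.1, 2.21 with quantile normalization and 2.03 without shared members. That of the neuroectoderm list, in the same order of pseudocount, no filter and quantile normalization, was -1.45, -0.074 and -1.21 in primed hESCs and -1.58, -0.66 and -1.37 in hEPS cells. That of the pluripotency list was -4.34, -3.36 and -3.67 in primed hESCs, and -0.35 with the pseudocount and -0.21 with quantile normalization in hEPS cells. Medians changed sign with no filter for ion channels (-0.013) and Nodal targets (0.21) in primed hESCs and neural crest (-0.076) in hEPS cells, and with quantile normalization in hEPS cells for glycolysis (0.10), crotonylated glycolytic proteins (0.22) and heat shock (0.030); the cause was not tested. Of the other values of named genes and lists, no filter left 351 the same and moved 37, and the pseudocount and quantile normalization moved 391 and 388. Any difference counted as moved, and so did a change of sign in named genes that were not called. The filter does not alter the change of a single gene, so named genes stayed the same without it by construction.

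The correlation of the changes in both cell states was 0.180 with a pseudocount of 0.1, 0.196 with no filter, 0.183 with quantile normalization, 0.210 as Spearman's rho and 0.183 among called genes. The correlation of untreated with crotonate-treated primed hESCs was 0.788 on linear FPKM, 0.899 with a pseudocount of 0.1, 0.774 for genes of at least 1 FPKM, 0.895 as Spearman's rho and 0.888 with quantile normalization. In the same order it was 0.784, 0.900, 0.786, 0.897 and 0.893 for untreated hESCs with endodermal cells, and 0.883, 0.961, 0.919, 0.958 and 0.9597 for crotonate-treated hESCs with endodermal cells, which was the highest of the 3 under each of them.

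No paired analysis was possible because each group has 1 column and no pairing is stated. A replicate block, leaving out each library in turn, limma without trend, the authors' unadjusted p threshold, adjusted p with no fold threshold and camera with an estimated correlation were not run, since each needs replicates. Depth limits the ratios of genes with few reads, such as GATA4, GATA6 and NANOG, in primed hESCs.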

Differences from the paper's values

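RT-qPCR is another assay than RNA-seq, and the values of the paper's figures were read by eye. In primed hESCs the ratio of GATA6 with crotonate to untreated was about 300 in Fig. 1D, read by eye, in the paper and 1640 here; of the alternatives set before the data were examined, a pseudocount of 0.1 (228) lies within 1.5 times the paper's value and quantile normalization (1486) does not. The ratio of LHX1 was about 200 in Fig. 1D, read by eye, in the paper and 20.5 here, and that of HHEX about 400 in Fig. 1D, read by eye, and 5.24 here; neither a pseudocount of 0.1 (13.2 and 4.11) nor quantile normalization (18.6 and 4.71) comes within 1.5 times. The ratio of POU5F1 was about 0.25 in Fig. 1E, read by eye, in the paper and 0.000508 here, and that of NANOG about 0.1 in Fig. 1E, read by eye, and 0.000403 here; both alternatives differ as well. In its text the paper gives more than 1000 times for GATA6, SOX17, MIXL1 and TBXT in crotonate-treated primed hESCs, by RT-qPCR (Fig. 2C); here the ratio of MIXL1 was 4.46 and that of TBXT, below 1 FPKM in both columns, 0.793, and with a pseudocount of 0.1 (3.88 and 0.884) or quantile normalization (4.06 and 0.686) both differ as well. The ratios of GATA4 in Fig. 1D and of GATA6 in Fig. 1E and 2C do not differ by this measure, and SOX17 has no ratio, being listed at 0 in untreated hESCs.

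In hEPS cells the ratio of GATA6 was about 4.5 in Fig. 1H, read by eye, in the paper and 8.78 here, and that of HHEX about 9.5 in Fig. 1H, read by eye, and 26.0 here; both alternatives differ as well. That of LHX1 was about 8 in Fig. 1H, read by eye, and 12.2 here, and with a pseudocount of 0.1 or with quantile normalization it no longer differs. In endodermal cells relative to untreated hESCs, POU5F1 was about 0.1 in Fig. S1G, read by eye, and 0.000979 here, NANOG about 0.15 in Fig. S1G, read by eye, and 0.000331 here, GATA4 about 90 in Fig. S1G, read by eye, and 2071 here, and GATA6 about 100 in Fig. S1G, read by eye, and 212 here; both alternatives differ in each case. These last ratios are of columns in separate tables. SOX17, also an endoderm marker of Fig. S1G, has no ratio here for want of reads in untreated hESCs. It was below 1 FPKM in endodermal cells.

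Among the folds in the paper's tables, the ratio of COL5A2 was 23.4 here and 8.05 in the paper's Table S3; both alternatives differ too. Of the genes above 0 in both columns, the ratio here was within 1.5 times the paper's fold for 86.1% of 396 genes of Table S3 and 76.8% of 82 genes of Table S4, and for 100% of 1766 and 1803 genes read of Tables S1 and S2. That of SOX1 was 0.0153 here and 0.00744 in the paper's Table S4; quantile normalization (0.0102) does not differ and a pseudocount of 0.1 does. That of FGF3 was 0.0111 here and 0.0352 in the paper's Table S4; a pseudocount of 0.1 (0.0239) does not differ and quantile normalization does. The correlations that Fig. 1C prints match those here after rounding.

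The paper states that endoderm markers were induced more strongly in primed hESCs than in hEPS cells. By FPKM ratios this holds for GATA4 (2558 and 4.69), GATA6 (1640 and 8.78) and LHX1 (20.5 and 12.2), and not for HHEX (5.24 and 26.0). It also holds for SOX17, which had 0 reads in untreated primed hESCs, since the exact 95% counting interval of its ratio starts at 82.7 and its ratio in hEPS cells was 6.55. The order depends on the scale for LHX1 and SOX17, whose log2 changes were 1.93 and 2.31 in primed hESCs and 2.53 and 2.67 in hEPS cells. The paper describes lower expression of ion channel genes in crotonate-treated primed hESCs, by an enrichment among downregulated genes. The list used here holds potassium, sodium and calcium channel genes, which is not the same set. Of those measured, 18 were called higher and 15 lower, while the neuroectoderm, synapse and solute carrier lists had more genes lower than higher.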

Other observations

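The values in this part are given without an explanation, and no hypothesis was tested on them. GAPDH, the glycolytic enzyme whose crotonylation the paper studies, fell at the RNA level from 2547 to 1156 FPKM, log2 change -1.14, in primed hESCs with crotonate, and was 1302 and 913 FPKM in hEPS cells, which was not called. GAPDH was 1891 FPKM in endodermal cells, and its many processed pseudogenes can share its reads. ENO1, another glycolytic enzyme, was 841 and 511 FPKM in primed hESCs and 1555 and 1775 FPKM in hEPS cells. Of 24 glycolysis genes measured in primed hESCs, 3 were called higher, 7 lower and 14 neither (median log2 change -0.67, above 0.09% of the random lists), and of 23 in hEPS cells the calls were 2 higher, 3 lower and 18 neither (median log2 change -0.036, above 93.3% of the random lists, and 0.10 with quantile normalization). The higher ones were ENO3, PFKP and SLC16A3 in primed hESCs and SLC16A3 and SLC2A3 in hEPS cells, where ALDOC, LDHB and PFKM were lower. SLC2A1, the main glucose transporter gene, fell in primed hESCs from 161 to 31.8 FPKM, and SLC16A3, a lactate exporter gene, rose in both cell states, from 13.7 to 78.3 FPKM and from 5.39 to 54.9 FPKM. SLC2A3, which shares reads with SLC2A14, was 319 and 126 FPKM in primed hESCs and 234 and 932 FPKM in hEPS cells. For the 5 crotonylated glycolytic proteins of Table S6, PFKP was called higher and GAPDH lower in primed hESCs (median log2 change -0.86, above 2.94% of the random lists), and none was called in hEPS cells (median log2 change -0.036, above 81.6% of the random lists, and 0.22 with quantile normalization). Of 23 TCA cycle genes measured in primed hESCs, 1 was called higher, 0 lower and 22 neither (median log2 change -0.34, above 16.0% of the random lists), and of 23 in hEPS cells the calls were 0 higher, 0 lower and 23 neither (median log2 change -0.29, above 20.5% of the random lists). IDH2, a mitochondrial isocitrate dehydrogenase gene, is the one called, from 46.3 to 105 FPKM. Of 79 nuclear genes of oxidative phosphorylation measured in primed hESCs, 10 were called higher, 0 lower and 69 neither (median log2 change 0.23, above all of the random lists), and of 77 in hEPS cells the calls were 0 higher, 1 lower and 76 neither (median log2 change -0.49, below all of the random lists). NDUFB1 is the one called lower in hEPS cells. None of the 13 genes of the mitochondrial genome was called in hEPS cells (median log2 change 0.64, above 99.99% of the random lists, and 0.25 with quantile normalization).

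Of 22 genes of crotonyl-CoA metabolism and of crotonylation writers, erasers and readers measured in primed hESCs, 2 were called higher, 3 lower and 17 neither (median log2 change -0.37, above 10.1% of the random lists), and of 22 in hEPS cells the calls were 1 higher, 0 lower and 21 neither (median log2 change -0.29, above 6.43% of the random lists). Those called were MLLT3, a reader of acyl marks (1.84 to 47.1 FPKM), SIRT2, CDYL, GCDH and SIRT1 in primed hESCs, and ACOX3, an acyl-CoA oxidase (7.54 to 32.6 FPKM), in hEPS cells. Of 18 proliferation genes measured in primed hESCs, 0 were called higher, 10 lower and 8 neither (median log2 change -1.01, below all of the random lists), and of 18 in hEPS cells the calls were 0 higher, 0 lower and 18 neither (median log2 change -0.57, above 0.05% of the random lists). MCM5, a helicase subunit of DNA replication, fell in primed hESCs from 100.5 to 24.9 FPKM. Of 12 p53 targets measured in primed hESCs, 2 were called higher, 1 lower and 9 neither (median log2 change 0.20, above 89.9% of the random lists, and 0.13 with quantile normalization), and of 12 in hEPS cells the calls were 3 higher, 1 lower and 8 neither (median log2 change 0.51, above 99.8% of the random lists). CDKN1A, a cell cycle inhibitor gene, rose in both cell states, from 14.2 to 32.0 FPKM and from 25.2 to 52.4 FPKM, as did GADD45A, while RRM2B was lower in primed hESCs, ZMAT3 higher and TP53I3 lower in hEPS cells. Of 14 genes of heat shock and the unfolded protein response measured in primed hESCs, 4 were called higher, 4 lower and 6 neither (median log2 change 0.23, above 92.7% of the random lists), and of 14 in hEPS cells the calls were 2 higher, 0 lower and 12 neither (median log2 change -0.016, above 87.9% of the random lists, and 0.030 with quantile normalization). ASNS, the asparagine synthetase gene, fell in primed hESCs from 78.4 to 8.69 FPKM, as HSP90AA1, HSPA8 and HSPH1 did, while HERPUD1, HSPA5 and HSPA1A, which shares reads with HSPA1B, were higher in primed hESCs, TRIB3 in hEPS cells and HSPB1 in both. Of 9 immediate early genes measured in primed hESCs, 3 were called higher, 1 lower and 5 neither (median log2 change 0.21, above 78.1% of the random lists, and 0.015 without the filter), and of 12 in hEPS cells the calls were 2 higher, 2 lower and 8 neither (median log2 change 0.087, above 95.6% of the random lists, and 0.21 with quantile normalization). ATF3, a stress-induced transcription factor gene, rose in both cell states, from 5.97 to 27.7 FPKM and from 112 to 363 FPKM, and FOSL1 fell in primed hESCs and rose in hEPS cells. DUSP1 and JUNB were also higher in primed hESCs, and EGR2 and EGR3 lower in hEPS cells. Of 82 cytosolic ribosomal protein genes measured in primed hESCs, 2 were called higher, 3 lower and 77 neither (median log2 change -0.005, above 91.3% of the random lists, and -0.023 without the filter and -0.12 with quantile normalization), and of 83 in hEPS cells the calls were 1 higher, 5 lower and 77 neither (median log2 change -0.58, below all of the random lists, and -0.33 with quantile normalization). RPS21 and RPS27L were the higher ones in primed hESCs, RPL21, RPL37A, RPS21, RPS29 and RPS3A were the lower ones in hEPS cells, and pseudogenes share the reads of many of them. This list was kept as a sign of RNA quality and, like the mitochondrial genome list, lay outside the central 95% of random lists in hEPS cells, and a difference in RNA quality was not tested. Of 22 replication-dependent histone genes measured in primed hESCs, 1 was called higher, 0 lower and 21 neither (median log2 change -0.11, above 31.9% of the random lists, and -0.17 with a pseudocount of 0.1 and -0.17 with quantile normalization), and of 38 in hEPS cells the calls were 6 higher, 5 lower and 27 neither (median log2 change 0.28, above 95.3% of the random lists, and 0.45 with a pseudocount of 0.1 and 0.16 with quantile normalization). HIST1H2BK was higher in primed hESCs, and HIST1H2AJ, HIST1H2BH, HIST1H2BI, HIST1H4C and HIST2H2AC were lower in hEPS cells, where near-identical copies can share reads. The called members of these lists were looked up after their values were seen, apart from the 4 of largest change in each list.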
